# CRISPR/Cas9-mediated inactivation of *miR-34a* and *miR-34b/c* in HCT116 colorectal cancer cells: comprehensive characterization after exposure to 5-FU reveals EMT and autophagy as key processes regulated by miR-34

**DOI:** 10.1038/s41418-023-01193-2

**Published:** 2023-07-24

**Authors:** Zekai Huang, Markus Kaller, Heiko Hermeking

**Keywords:** Cancer genetics, Experimental models of disease

## Abstract

The *miR-34a* and *miR-34b/c* encoding genes represent direct targets of the p53 transcription factor, and presumably mediate part of the tumor suppressive effects of p53. Here, we sought to determine their functional relevance by inactivating *miR-34a* and/or *miR-34b/c* using a CRISPR/Cas9 approach in the colorectal cancer (CRC) cell line HCT116. Concomitant deletion of *miR-34a* and *miR-34b/c* resulted in significantly reduced suppression of proliferation after p53 activation, enhanced migration, invasion and EMT, as well as reduced sensitivity to chemotherapeutics, increased stress-induced autophagic flux, decreased apoptosis and upregulation of autophagy-related genes after 5-FU treatment. However, inactivation of singular *miR-34a* or *miR-34b/c* had little effects on the aforementioned processes. RNA-Seq analysis revealed that concomitant deletion of *miR-34a/b/c* caused EMT signature enrichment, impaired gene repression by the p53-DREAM pathway and elevated autophagy after 5-FU treatment. A gene signature comprised of mRNAs significantly upregulated after combined inactivation of *miR-34a* and *miR-34b/c* showed a significant association with the invasive colon cancer subtype CMS4 and poor overall survival in two CRC patient cohorts, and with 5-FU resistance in CRC cell lines. In *miR-34a/b/c-*deficient cells the upregulated miR-34 target *FOXM1* directly induced *p62* and *ATG9A*, which increased autophagy and consequently attenuated apoptosis and rendered the *miR-34a/b/c-KO* cells more resistant to 5-FU. Inhibition of autophagy by depletion of ATG9A or chloroquine re-sensitized *miR-34a/b/c*-deficient HCT116 cells to 5-FU. In summary, our findings show a complementary role of *miR-34a* and *miR-34b/c* in the regulation of EMT and autophagy which may be relevant for CRC therapy in the future.

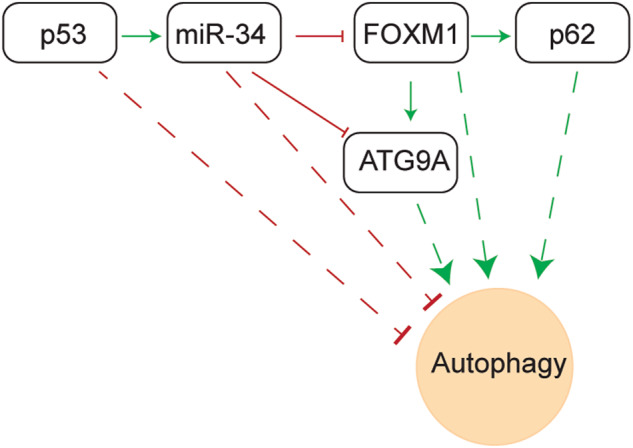

## Introduction

Colorectal cancer (CRC) represents the third most commonly diagnosed cancer type and the second leading cause of cancer death worldwide [1]. While surgery is curative and the first choice for early-stage CRC patients, an estimated 50% to 60% of CRC patients develop colorectal metastases [2], with 80% to 90% of these representing unresectable liver metastases [3]. Fluorouracil (5-FU)-based chemotherapy remains the standard of care for patients with metastatic colorectal cancer (mCRC). However, the overall response rate to 5-FU in mCRC patients is limited to about 50% [4] and resistance to 5-FU inevitably develops [5]. CRC is a complex and heterogeneous disease manifested by distinct epi-genetic and genetic characteristics. Patients with different biological CRC subtypes display a large variation in prognosis and therapy response [6]. Although promising, check-point inhibitor-based or targeted therapy only benefit a fraction of CRC patients [7, 8]. Therefore, there is an urgent need for more profound insights into the molecular mechanisms and gene regulations underlying the response of CRC cells to therapeutic drugs.

*MiR-34a* and *miR-34b/c* encoding genes represent direct targets of p53 [9], a tumor suppressive protein that is activated by cellular stresses including DNA damage, oncogene activation and hypoxia [10]. P53 presumably mediates its tumor suppression functions partially through *miR-34a/b/c* [11]. *MiR-34a* and *miR-34b/c* genes are frequently inactivated epigenetically by CpG methylation in CRC [12, 13]. Importantly, combined deletion of *Mir34a* and *Mir34b/c* promotes intestinal tumorigenesis and decreases survival in *Apc*^Min/+^ mice that inherit a mutant *Apc* (adenomatous polyposis coli) allele [14]. Furthermore, combined inactivation of *Mir34a* and *p53* promotes colorectal cancer development and progression in mice [15]. In addition, *miR-34a* suppresses EMT-mediated colorectal cancer invasion and metastasis by inhibiting an *IL6R*/*STAT3*/*miR-34a* feedback loop [16], and *miR-34a* silencing by DNA-methylation is significantly associated with increased lymph node and liver metastasis in CRC [17]. These findings indicate that *miR-34a/b/c* have tumor suppressive functions in CRC.

Here, we showed that concomitant inactivation of *miR-34a* and *miR-34b/c* in the CRC cell line HCT116 using a CRISPR/Cas9 approach significantly enhanced migration, invasion and EMT, reduced sensitivity to chemotherapeutics and increased stress-induced autophagic flux. RNA-Seq analysis revealed that combined deletion of *miR-34a/b/c* significantly induced the expression of EMT- and macroautophagy/autophagy-related mRNAs and impaired repression mediated by the DREAM complex. MiR-34a/b/c inhibited autophagy by directly repressing *FOXM1* and *ATG9A*. The downregulation of *FOXM1* subsequently repressed *p62* and *ATG9A*, as these represent FOXM1 target genes. In addition, inhibition of autophagy re-sensitized *miR-34a/b/c*-deficient CRC cells to 5-FU.

## Results

### Generation and characterization of *miR-34a/b/c*-deficient HCT116 cell lines

In order to characterize the functions of the three *p53*-inducible miR-34 family members, the regions encoding the mature *miR-34a* and *miR-34b/c* within their host genes were deleted alone or in combination in the CRC cell line HCT116 cell using a CRISPR-Cas9 approach. Single-guide RNAs (sgRNAs) targeting the sequence regions flanking the genomic regions of precursor *miR-34a* or *miR-34b/c* are shown in Fig. 1A and Table S1. Three independent single cell derived clones for each genotype (i.e., *miR-34a-KO*, *miR-34b/c-KO* and *miR-34a/b/c-KO*) were obtained. As controls, three independent single cell derived clones for *wild-type* cells (*WT*) were also generated by transfecting HCT116 cells with pSpCas9 plasmids not harboring sgRNAs. The deletion of the *miR-34a* and/or *miR-34b/c* loci was confirmed by PCR (Fig. S1A–D and Table S2). In addition, the lack of *miR-34a* and/or *miR-34b/c* expression was confirmed by qPCR analysis after p53 activation by addition of Nutlin-3a, a highly selective MDM2 inhibitor [18] (Fig. 1B). Interestingly, mature miR-34b and miR-34c showed a significantly elevated expression after *miR-34a* deletion in HCT116 cells (Fig. 1C), suggesting that the loss of miR-34a functions may be partially compensated by upregulation of *miR-34b/c*. Deletion of *miR-34b/c* in HCT116 cells resulted in a marginal increase of mature miR-34a expression (Fig. 1C), presumably since the basal expression levels of miR-34b and miR-34c are relatively low in HCT116 cells when compared to miR-34a [19].

**Fig. 1:**
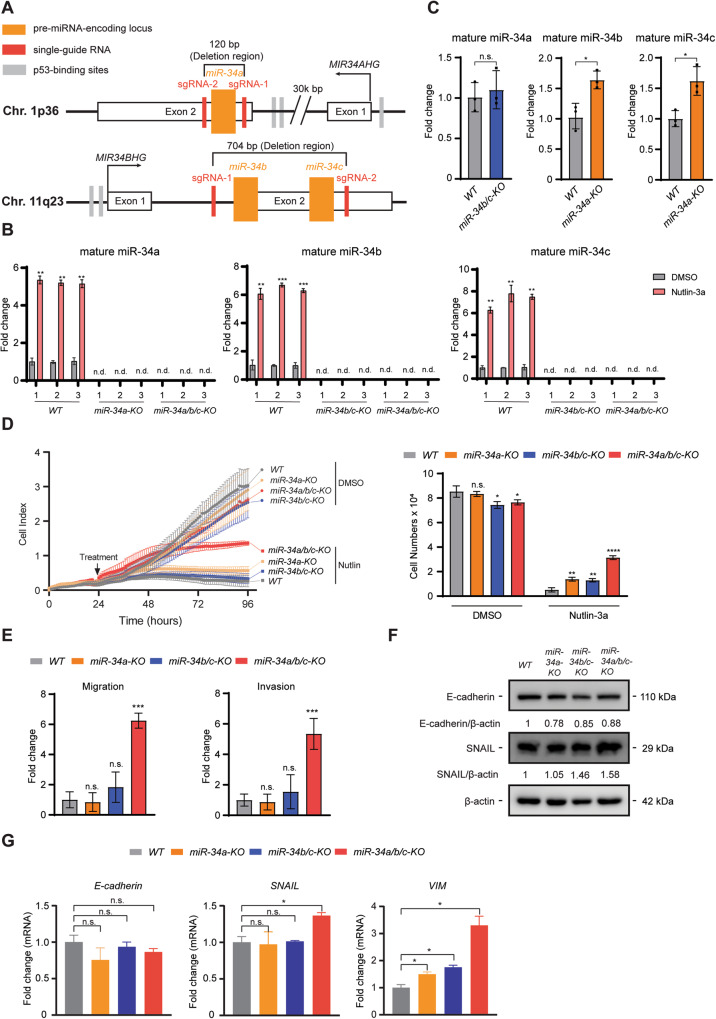
Deletion of *miR-34a/b/c* increases cell proliferation, migration and invasion, and promotes EMT in HCT116 cells. **A** Schematic illustrations of *miR-34a* and *miR-34b/c* genomic location and deletion of the mature miRNA coding regions using a CRISPR-Cas9 approach. MiRNA encoding loci are indicated as orange columns. Single-guide RNAs (sgRNAs) targeted regions are shown as red columns. Gray columns indicate p53-binding sites. **B** qPCR analysis of mature miR-34 expression after addition of DMSO or 10 μM of Nutlin-3a for 48 h. **C** qPCR analysis of mature miR-34 expression in *miR-34a-KO* and *miR-34b/c-KO* cells. **D** Proliferation of *miR-34*-deficient HCT116 cells was determined by real-time cellular impedance assay using an xCELLigence system. Cell numbers were determined at the end point. **E** Quantification of cellular migration or invasion using Boyden-chamber assays. **F** Western blot analysis and **G** qPCR analysis of EMT markers. Results are presented as the mean ± SD (*n* = 3) for **B–E** and **G** with *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. no significance.

### *miR-34a/b/c* inhibits cellular proliferation in HCT116 cells

Next, we analyzed whether loss of miR-34a/b/c affects cellular proliferation by real-time impedance measurement. Deletion of *miR-34a/b/c* in HCT116 cells resulted in minor effects on proliferation when compared to *WT* cells, which however were not consistently statistically significant (Fig. 1D and Fig. S2A). However, when *p53* was activated by addition of Nutlin-3a, *miR-34*-deficient cells were partially refractory to Nutlin-3a when compared to *WT* cells, with *miR-34a/b/c-KO* cells displaying the highest rate of proliferation in the presence of Nutlin-3a (Fig. 1D). These results demonstrate that a substantial portion of p53-mediated repression of proliferation is mediated by the combined action of *miR-34a/b/c*. They also imply that inactivation of a single *miR-34* isoform is not sufficient to alleviate inhibition of proliferation by p53.

### Loss of *miR-34a/b/c* promotes EMT, migration and invasion in HCT116 cells

Next, we asked whether *miR-34*-deficiency affects migration and invasion of HCT116 cells. Indeed, *miR-34a/b/c-*deficient cells demonstrated significantly increased migration and invasion when compared to *WT* cells in Boyden-chamber assays (Fig. 1E and Fig. S2B). Increased migration of *miR-34a/b/c-KO* cells was further confirmed by a wound healing assay with or without treatment of Nutlin-3a (Fig. S2C, D). Since epithelial-mesenchymal transition (EMT) is an important mechanism underlying migration and invasion, EMT markers were tested to determine whether *miR-34*-deficiency affects EMT. Protein levels of E-cadherin, an epithelial marker, were decreased in *miR-34*-deficient cells when compared to *WT* cells, whereas the expression of SNAIL, a mesenchymal marker, was elevated in all *miR-34*-deficient cells (Fig. 1F). qPCR analysis indicated a significantly higher expression of *SNAIL* and *VIM* in *miR-34a/b/c-KO* cells when compared to *WT* cells, but for *SNAIL* not in *miR-34a-KO* or *miR-34b/c-KO* cells (Fig. 1G). In addition, mRNA expression of *E-cadherin* was downregulated in all *miR-34*-deficent cells, albeit not significantly (Fig. 1G). Therefore, the changes in EMT-related gene expression may at least in part explain the enhanced migration and invasion of *miR-34a/b/c-KO* cells.

### Loss of *miR-34a/b/c* mediates resistance to chemotherapeutic agents by enhancing autophagic flux

Next, we analyzed whether loss of miR-34 function affects the cellular response to chemotherapeutic agents. 5-FU and SN-38 (the active metabolite of Irinotecan) are widely used chemotherapeutics for treatment of CRC. *miR-34-*deficient and *WT* HCT116 cells were treated with 5-FU or SN-38 at a wide range of concentrations, and then subjected to cell viability analysis and IC50 value determination. Intriguingly, only *miR-34a/b/c-KO* cells displayed a significant, ca. two-fold increase in IC50 values for both 5-FU and SN-38, whereas singular deletion of *miR-34a* or *miR-34b/c* resulted in a minor increase (Fig. 2A, B and Fig. S3A, B). *P53-KO* cells displayed a ca. two-fold increase in IC50 values for both 5-FU and SN-38 when compared to *p53-WT* cells (Fig. 2A, B and Fig. S3A, B), indicating that only the concomitant loss of *miR-34a* and *miR-34b/c* expression has a similar effect as *p53*-deficiency on the response to chemotherapeutics. As an alternative approach for testing sensitivity towards chemotherapeutic agents, apoptosis was evaluated by detection of Annexin V positive cells using flow cytometry. Only *miR-34a/b/c-KO* cells displayed a significant reduction in apoptosis when exposed to 5-FU when compared to *WT* cells (Fig. 2C and Fig. S3C), suggesting that inactivation of both *miR-34a* and *miR-34b/c* is required for increased chemo-resistance. The resistance of *miR-34a/b/c-KO* cells to 5-FU was further corroborated by DNA content analysis using flow cytometry, which showed a decrease of cells in the sub-G_1_ phase in *miR-34a/b/c-KO* cells after exposure to 5-FU for 48 h when compared to *WT* cells (Fig. 2D and Fig. S3D). In addition, *miR-34a/b/c-KO* cells showed significantly reduced cleavage of PARP, an apoptosis marker, after treatment with 5-FU when compared to *WT* cells as determined by immunoblotting analysis (Fig. 2E). Taken together, these results indicated the loss of *miR-34a/b/c* rendered HCT116 cells chemo-resistant by decreasing apoptosis.

**Fig. 2:**
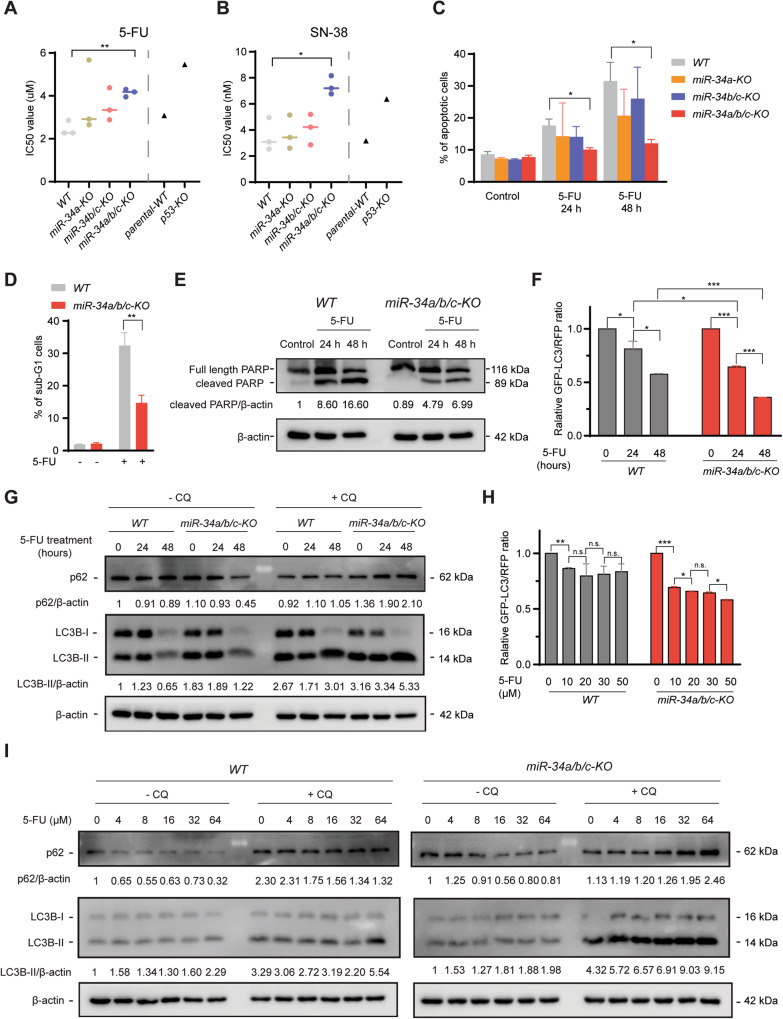
Loss of *miR-34a/b/c* de-sensitizes HCT116 cells to chemotherapeutic agents by enhancing autophagic flux. **A, B** IC50 value determination of HCT116 cells with different *miR-34* or *p53* genotypes in response to 5-FU or SN-38. The corresponding representative dose-response curves of which the IC50 values were calculated are shown in Fig. S3A, B. Cells were treated with a wide range of concentrations of the indicated therapeutic drugs for 72 h and then subjected to CCK-8 assay and IC50 value determination. **C** Cells were treated with 5-FU for 24 or 48 h and then apoptosis rates were determined by FITC Annexin V staining and FACS analysis. **D** Quantification of sub-G1 cell population by FACS analysis after treatment with DMSO or 5-FU for 48 h using PI staining. **E** Western blot analysis of cleaved-PARP after treatment with DMSO or 5-FU for the indicated periods. **F** Quantification of GFP-LC3/RFP ratio by FACS analysis of cells stably expressing GFP-LC3-RFP treated with DMSO or 5-FU. Lower GFP-LC3/RFP signal ratio due to increased GFP-LC3 degradation indicates higher autophagic flux. **G** *WT* and *miR-34a/b/c-KO* cells were treated with DMSO or 5-FU for the indicated durations and analyzed by immunoblotting. 20 μM of CQ (chloroquine) was added for 4 h before harvesting cells. **H** Quantification of GFP-LC3/RFP ratio by FACS analysis of cells stably expressing GFP-LC3-RFP probe treated with DMSO or 5-FU for the indicated concentrations. **I** Cells were treated with DMSO or 5-FU at the indicated concentrations. 20 μM of CQ (chloroquine) was added for 4 h before harvesting cells. Results are presented as the mean ± SD (n = 3) for **A**–**D** and **F** + **H** with *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance.

Macroautophagy/autophagy, a process in which organelles termed autophagosomes deliver intracellular components to the lysosome for degradation, has been implicated in inhibiting apoptosis and thereby conferring therapy resistance [20]. Autophagy degrades and reduces the abundance of damaged mitochondria and pro-apoptotic proteins (e.g., active caspase 8) to attenuate apoptosis and promote cellular adaptation and survival [21]. Therefore, we asked whether increased autophagy contributes to the chemo-resistance observed in *miR-34a/b/c-KO* cells. To measure autophagic flux, a measure of autophagic degradation activity, we generated cells stably expressing GFP-LC3-RFP, an established fluorescent autophagic flux probe [22], and used them to estimate autophagy activity by calculating the GFP-LC3/RFP signal ratio. This probe is cleaved into equimolar amounts of GFP-LC3 and RFP by the ATG4 protease and subsequently GFP-LC3 is incorporated into autophagosomes and degraded, while RFP is not degraded by autophagy and remains in the cytosol, thereby serving as an internal control. Consequently, a lower GFP-LC3/RFP signal ratio represents a higher degree of autophagic flux. An example is shown in Fig. S4A, B, where GFP-LC3 signal intensity decreased after 5-FU treatment while RFP intensity remained unchanged. When *WT* and *miR-34a/b/c-KO* cells stably expressing a GFP-LC3-RFP probe were treated with 5-FU for 24 or 48 h, it caused a significantly higher level of autophagic flux in *miR-34a/b/c-KO* cells, since a significantly larger decrease in GFP-LC3/RFP ratio was detected in *miR-34a/b/c-KO* cells when compared to *WT* cells (Fig. 2F). As an alternative approach to measure autophagic flux, an immunoblotting analysis was performed to measure the lysosomal turnover of LC3-II, a widely used autophagosome marker, and SQSTM1/p62, a receptor protein for autophagy, in the presence and absence of chloroquine (CQ), a lysosomal inhibitor [23]. In agreement with the results obtained with the GFP-LC3-RFP probe, after treatment of 5-FU for 24 or 48 h, *miR-34a/b/c-KO* cells displayed a significantly increased turnover of endogenous LC3-II and p62 when compared to *WT* cells (Fig. 2G), indicating that *miR-34a/b/c-KO* cells display a higher level of autophagic flux after exposure to 5-FU. In addition, *miR-34a/b/c-KO* cells consistently displayed an enhanced autophagic flux in response to 5-FU in a dose-dependent manner, whereas *WT* cells showed less autophagy (Fig. 2H, I). Also higher concentration of 5-FU did not consistently result in increased autophagic flux in *WT* cells. Collectively, these results show that autophagy is significantly induced in *miR-34a/b/c-KO* cells after treatment with 5-FU when compared to *WT* cells. Therefore, autophagy is presumably responsible for the chemo-resistance of *miR-34a/b/c-KO* cells in response to 5-FU.

### Loss of *miR-34a/b/c* consistently elevates autophagic flux after stress

To investigate whether *miR-34a/b/c-KO* cells also display a higher autophagic flux when autophagy is induced by alternative means, cells were subjected to starvation of amino acids and serum by cultivation in Earle’s Balanced Salt Solution (EBSS), as well as to treatment of Tunicamycin, which induces ER stress. When cultured in EBSS, *miR-34a/b/c-KO* cells displayed significantly higher levels of autophagic flux when compared to *WT* cells, as indicated by the enhanced LC3-II and p62 turnover (Fig. 3A), as well as by the enhanced degradation of GFP-LC3 as shown by FACS analysis (Fig. 3B). Likewise, Tunicamycin treatment also induced significantly higher autophagic flux in *miR-34a/b/c-KO* cells (Fig. 3C, D). Unexpectedly, accumulation of p62 protein was observed (Fig. 3C). A possible explanation could be a transcriptional activation of p62, which we observed (Fig. S5A). This effect could be mediated by activation of NRF2, a transcription factor that is activated by tunicamycin and is known to regulate p62 [24, 25]. In addition, ectopic expression of *pri-miR-34a* from an episomal pRTR vector repressed basal autophagy in SW480 (Fig. 3E) and HCT15 cells (Fig. S5B). Since 5-FU also resulted in a significantly elevated autophagic flux in HCT116 *p53-KO* cells when compared to *WT* cells (Fig. S5C), the inactivation of miR-34a/b/c at least partially recapitulated the effects of p53 loss on autophagy. Taken together, these results confirmed that *miR-34a* and *miR-34b/c* negatively regulate autophagy in HCT116 cells.

**Fig. 3:**
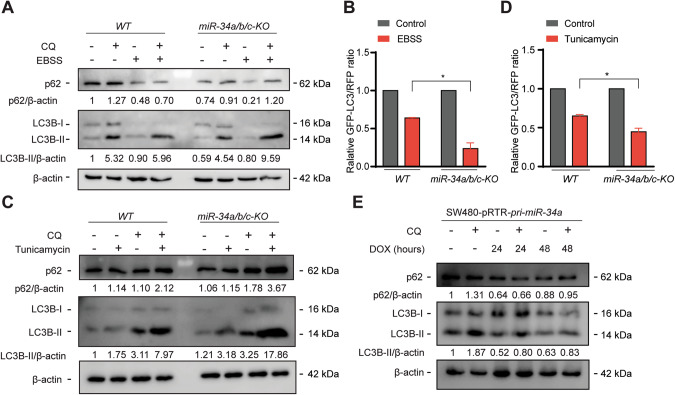
*miR-34a/b/c*-deficiency increases EBSS- and Tunicamycin-induced autophagic flux, while ectopic expression of *miR-34a* inhibits autophagy. **A** Cells were incubated in complete medium or EBSS for 24 h. 20 μM of chloroquine was added for the last 4 h before Western blot analyses of the indicated proteins. **B** Cells stably expressing GFP-LC3-RFP were incubated in complete medium or EBSS for 24 h and then subjected to FACS analysis. **C** *WT* and *miR-34a/b/c-KO* cells were treated with DMSO or Tunicamycin for 24 h. 20 μM of chloroquine was added for the last 4 h before Western blot analyses of the indicated proteins. **D** FACS analysis of cells stably expressing GFP-LC3-RFP treated with DMSO or Tunicamycin for 24 h. **E** Doxycycline was added as indicated to induce ectopic expression of *miR-34a* in SW480 cells. 20 μM of chloroquine was added for the last 4 h before Western blot analyses of the indicated proteins. Results are presented as the mean ± SD (n = 3) for **B** and **D** with *p < 0.05.

### Analysis of mediators of miR-34 function by expression profiling

To comprehensively identify mediators of *miR-34a* and *miR-34b/c* function by which these microRNAs regulate the aforementioned and other processes, we determined the mRNA expression profiles of HCT116 *miR-34a/b/c-KO* cells and corresponding *WT* cells after exposure to 5-FU (4 μM) for 48 h by RNA-Seq analysis. Libraries were generated from RNAs isolated from three biological replicates of 4 states: *WT* and *miR-34a/b/c-KO* HCT116 cells treated with 5-FU or, as a control, treated with DMSO. RNA-Seq analysis was performed with more than 30 million paired-end reads per library. 

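HCT116 is an established human colorectal cancer cell line that carries functional p53, and 5-FU is a pyrimidine analog that interferes with nucleotide synthesis. The authors aligned the reads to the human genome with CLC Genomics Workbench and deposited the number of reads counted on each gene of each library, without normalization. Each library lists the same 60580 genes by symbol. The counts deposited for 1 of the 12 libraries, replicate 1 of *WT* cells treated with 5-FU, were identical to those of replicate 3 of *WT* cells treated with DMSO. They differed in 0 of 60580 genes, and both gave 5806 counts for *CDKN1A*, the mRNA of the p53-induced CDK inhibitor p21. This library was left out. The remaining 11 libraries comprised 3 of each state, except for *WT* cells treated with 5-FU (4 µM, 48 h), for which replicates 2 and 3 were left. The paper gives a sequencing depth of more than 30 M reads per library, whereas all values here use counts on genes, which ranged from 22831415 to 39064210 per library with a median of 25698417. The median total count was 28440906 in *WT* cells and 23991779 in *miR-34a/b/c-KO* cells treated with DMSO, and 34150142 in *WT* cells and 24070188 in *miR-34a/b/c-KO* cells treated with 5-FU. The authors removed genes with fewer than 20 reads in all samples, scaled the libraries by their upper quartile, and removed unwanted variation with RUVg before using DESeq2. Here, the 16123 genes with at least 20 counts in at least 1 library were scaled by upper-quartile factors and fitted in 1 model with a mean for each state in edgeR. Differences were tested by its two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested (FDR). As in the paper, mRNAs with FDR < 0.05 and an absolute fold change > 1.5 were called up- or downregulated, and a difference between the 5-FU responses of both genotypes was tested as an interaction. Expression is given as CPM, computed from the scaled counts, mean ± SD over n libraries, and log2 fold changes with their standard error (SE). The variation between libraries of the same state was 6.72% of the mean (biological coefficient of variation), against 14.5% when the identical library was kept under its label. Chromosomal positions refer to GRCh38.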

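Principal components were computed from the natural logarithm of the scaled counts plus 1 of the filtered genes, centered but not scaled to unit variance. PC1 captured 49.91%, PC2 24.2% and PC3 6.91% of the variance. The scores on PC1 lay between −0.336 and −0.213 in the 6 libraries treated with DMSO, and between 0.276 and 0.358 in the 5 libraries treated with 5-FU. Of the variance of these scores, 97.8% lay between the treatments and 5.72% between the genotypes. On PC2 the libraries of *WT* cells scored between −0.437 and −0.238 and those of *miR-34a/b/c-KO* cells between 0.199 and 0.335, with 94.1% of the variance between the genotypes and 1.92% between the treatments. The alternative that moved these results most was the removal of 1 factor of unwanted variation with RUVg, which estimates such factors from genes with little change. This factor was itself 98.2% between treatments, and without it PC1 (48.4% of the variance) separated the genotypes (95.3%) and not the treatments (1.23%). A fit with this factor can hardly tell it from 5-FU, so that its changes after 5-FU are no estimates of a fold change.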

Principal component analysis (PCA) revealed that the majority of variations between 5-FU-treated and untreated cells was captured by principal component (PC) 1 in both *WT* and *miR-34a/b/c-KO* HCT116 cells, while loss of *miR-34a/b/c* resulted in significantly altered expression profiles predominantly captured by PC2 (Fig. 4A). Differential RNA expression analysis was performed using DESeq2 and differentially expressed mRNAs (FDR < 0.05 & absolute fold change > 1.5) in unstressed cells or after 5-FU treatment are displayed in volcano plots (Fig. 4B) as well as summarized in Tables S7–9. Deletion of *miR-34a/b/c* in unstressed HCT116 cells resulted in a significant upregulation of 966 mRNAs and downregulation of 562 mRNAs when compared to *WT* cells (left panel, Fig. 4B and Table S7). In addition, treatment of 5-FU significantly upregulated 1971 mRNAs and downregulated 1296 mRNAs in *WT* cells when compared to DMSO control (middle panel, Fig. 4B and Table S8). 

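Of the 16123 genes tested, 1467 were higher and 802 lower in *miR-34a/b/c-KO* cells than in *WT* cells treated with DMSO, and 8503 had an unadjusted p under 0.05. Of these 2269 mRNAs, 1481 are also listed in Table S7. Of the other 788, 732 (92.9%) had fewer than 20 counts in at least 1 library. Without the minimum fold change, which was the alternative that moved these numbers most, 3943 mRNAs were higher and 3529 lower. It is not known whether the libraries of a genotype come from different clones, so that differences between clones may be among these. *MIR34AHG*, the host transcript of miR-34a on chromosome 1 (9148011 to 9198906, minus strand), was expressed at 4.84 ± 0.467 CPM (SD, n = 3) in *WT* cells and at 22.2 ± 0.295 CPM (SD, n = 3) in *miR-34a/b/c-KO* cells, a log2 fold change of 2.19 (SE 0.08, FDR 9.42e-12, edgeR). The hairpins *MIR34A*, *MIR34B* and *MIR34C* were listed at 0 counts in all libraries. Among the mRNAs whose 3 libraries of 1 genotype all exceeded those of the other, *TCF21* (chromosome 6, 133889113 to 133895553) had at most 3 counts in each library of *WT* cells and 252 to 352 counts in *miR-34a/b/c-KO* cells, where it reached 11.2 ± 0.442 CPM (SD, n = 3), at least 84.8-fold higher. The lncRNA *TARID*, which overlaps *TCF21* on the opposite strand, rose from 0.151 to 11.6 CPM (log2 fold change 6.31, SE 0.23, FDR 7.47e-12, edgeR). *MIA* was at least 26.3-fold higher. The largest decreases were found for *NUDT7* (chromosome 16, 77722492 to 77742260), which was at least 40.4-fold lower, *AL034430.1* (at least 23.6-fold lower) and *LY6K* (at least 9.62-fold lower). *LY6K* lies on chromosome 8 (142700111 to 142705127), in a segment where 91.8% of the genes were shifted to lower levels in *miR-34a/b/c-KO* cells under both treatments.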

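In *WT* cells, 2978 mRNAs were higher and 1512 lower after 5-FU, and 10307 genes had an unadjusted p under 0.05. These numbers rest on 2 libraries treated with 5-FU. With any 1 library of the other states left out, they ranged from 2823 to 2989 and from 1445 to 1529. RUVg in the model left 3 mRNAs that were higher and 0 lower (2738 with an unadjusted p under 0.05). These 3 were *MDM2*, and *GALNT5* and *THBS1*, which are named after their values were seen. With the identical library used as labelled, which was tried after seeing the data, the numbers were 0 and 0 (6467 with an unadjusted p under 0.05). *CDKN1A* (chromosome 6, 36676460 to 36687337) increased from 167 ± 1.18 CPM (SD, n = 3) to 2078 ± 143 CPM (SD, n = 2), a log2 fold change of 3.64 (SE 0.05, FDR 5.26e-17, edgeR). The p53 target *MDM2* showed a log2 fold change of 2.99 (SE 0.07, FDR 1.11e-14, edgeR), and *MIR34AHG* of 1.73 (SE 0.09, FDR 1.18e-10, edgeR). The mRNAs with the largest increases were not above 3 counts in any library of *WT* cells treated with DMSO. *AL391121.1* reached 7.64 ± 0.919 CPM (SD, n = 2) and was at least 57.7-fold higher. *CCDC201* was at least 25.7-fold and *VSIG1* at least 18.8-fold higher. Among the largest decreases were those of *INO80B-WBP1*, a read-through of 2 neighboring genes that shares their exons (at least 27.0-fold lower), and *AC110285.6*, which decreased by 3.42 on the log2 scale (SE 0.58, FDR 9.58e-05, edgeR).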

Treatment of 5-FU significantly upregulated 1675 mRNAs and downregulated 1243 mRNAs in *miR-34a/b/c-KO* cells when compared to DMSO control (right panel, Fig. 4B and Table S9). 

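In *miR-34a/b/c-KO* cells, 2137 mRNAs were higher and 1932 lower after 5-FU, with 10298 genes at an unadjusted p under 0.05. The numbers ranged from 1995 to 2144 and from 1787 to 1982 when 1 library was left out. With the RUVg factor 1 mRNA, *MDM2*, was higher and 0 were lower (3027 with an unadjusted p under 0.05). *CDKN1A* increased from 469 ± 17.5 CPM (SD, n = 3) to 2481 ± 51.9 CPM (SD, n = 3), a log2 fold change of 2.40 (SE 0.05, FDR 1.35e-15, edgeR), and *MDM2* increased by 2.08 on the log2 scale (SE 0.07, FDR 2.62e-13, edgeR). The transcript of the *miR-34a* host gene, *MIR34AHG*, rose to 64.6 ± 1.65 CPM (SD, n = 3), a log2 fold change of 1.54 (SE 0.07, FDR 1.38e-11, edgeR), and this response was not detectably different from that in *WT* cells (interaction −0.19, SE 0.11, FDR 0.23, edgeR). Not more than 3 counts were found in any library of *miR-34a/b/c-KO* cells treated with DMSO for *RNASE7* (chromosome 14, at least 61.2-fold higher after 5-FU), *UGT1A6* (at least 44.5-fold higher) and *AC245041.2* (at least 11.9-fold higher). *UGT1A6* shares exons with the other genes of the *UGT1A* locus on chromosome 2. The largest decreases had a larger spread between libraries. *AC130304.1* fell from 3.60 ± 2.16 CPM to 0.251 ± 0.434 CPM (SD, n = 3; log2 fold change −3.90, FDR 0.0125, edgeR). *AL136295.1* decreased by 3.27 (FDR 0.000393, edgeR) and the processed pseudogene *FAM3C2* by 3.21 (FDR 0.00334, edgeR) on the log2 scale. With 1 library left out, the log2 fold change of *AC130304.1* ranged from −9.673 to −3.279. That of *AL136295.1* ranged from −4.625 to −2.648 and that of *FAM3C2* from −5.219 to −2.43.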

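After 5-FU, 1623 mRNAs were upregulated and 808 downregulated in both genotypes. A further 1330 mRNAs were called higher only in *WT* cells and 508 only in *miR-34a/b/c-KO* cells, and 698 were called lower only in *WT* cells and 1099 only in *miR-34a/b/c-KO* cells. Opposite calls were obtained as follows: 6 mRNAs were lower in *WT* cells and higher in *miR-34a/b/c-KO* cells, and 25 the other way around. Without a minimum fold change, the shared responses comprised 3205 and 3383 mRNAs and the opposite ones 209 and 234. When the minimum fold change of 1.5 was part of the test itself (glmTreat of edgeR), 1 mRNA was called in each opposite group, *CCNE2* and *SMAD6*, the latter named after its values were seen.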

Interestingly, the overlap between mRNAs either up- or downregulated (>1.5× fold change) in *miR-34a/b/c-KO* or wild-type cells after treatment with 5-FU was not complete (Fig. 4C). This suggested that the response to 5-FU treatment, while sharing substantial commonalities that were already indicated by PCA, showed differences that were dependent on *miR-34a/b/c*. We observed limited overlap between genes showing strong opposing regulation (>1.5x fold change up- or downregulation) (Fig. 4C). Interestingly, among the 8 mRNAs that were downregulated in *WT* cells and up-regulated in *miR-34a/b/c-KO* cells, 5 (*CCNE2, RAD51AP1, SKA1, ESCO2, EXO1*) were related to cell proliferation–related pathways such as DNA replication and repair (*EXO1, RAD51AP1*), mitosis (*ESCO2, SKA1*), and cell cycle regulation (*CCNE2*), suggesting that deletion of *miR-34a/b/c* may affect cell cycle progression after treatment with 5-FU.

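The 6 mRNAs called lower in *WT* cells and higher in *miR-34a/b/c-KO* cells were *CCNE2*, *ESCO2*, *EXO1*, *FAM111B*, *RIBC2* and *INO80B-WBP1*. The opposite call of *INO80B-WBP1* was lost with DESeq2 and without replicate 3 of *WT* cells treated with DMSO. It was also lost without replicate 2 or 3 of *miR-34a/b/c-KO* cells treated with DMSO, and without replicate 1 or 2 treated with 5-FU. *CCNE2* (chromosome 8, 94879770 to 94896678, minus strand), which encodes cyclin E2, decreased from 22.7 ± 0.498 CPM (SD, n = 3) to 9.96 ± 1.52 CPM (SD, n = 2) in *WT* cells and increased from 20.1 ± 1.59 CPM (SD, n = 3) to 61.8 ± 0.834 CPM (SD, n = 3) in *miR-34a/b/c-KO* cells. The log2 fold changes were −1.19 (SE 0.10, FDR 2.28e-08, edgeR) and 1.62 (SE 0.08, FDR 3.8e-11, edgeR), and their difference was 2.81 (SE 0.12, FDR 1.34e-09, edgeR interaction). *CCNE2* lies in a segment of chromosome 8 in which 87.5% of the genes were shifted to higher levels in *miR-34a/b/c-KO* cells under both treatments. In *WT* cells the log2 fold changes of *ESCO2* (chromosome 8, 27771949 to 27812640) and *EXO1* (chromosome 1, 241847967 to 241895148) were −0.67 (FDR 4.02e-06, edgeR) and −0.81 (FDR 1.33e-06, edgeR). In *miR-34a/b/c-KO* cells they were 0.84 (FDR 7.02e-08, edgeR) and 0.67 (FDR 2.56e-06, edgeR). *CCNE2*, *ESCO2* and *EXO1* had these opposite calls in each of the 9 fits that left out 1 library of another state than *WT* cells treated with 5-FU. Without replicate 2 of that state, the log2 fold change of *ESCO2* and *FAM111B* in *WT* cells was −0.53 and −0.48, below the minimum fold change, and no test was made. *RAD51AP1* and *SKA1* increased in *miR-34a/b/c-KO* cells, each by 0.62 on the log2 scale (FDR 4.49e-06 and 7.7e-06, edgeR). In *WT* cells they decreased by 0.56 (SE 0.09, FDR 4.39e-05, edgeR) and by 0.50 (SE 0.09, FDR 0.000243, edgeR), which is below the minimum fold change. *RAD51AP1* reached it without replicate 3 of *WT* cells treated with DMSO (−0.61) or with 5-FU (−0.67, not tested), and without replicate 1 of *miR-34a/b/c-KO* cells treated with 5-FU the increase of *SKA1* fell below it (0.57). *GABRQ* was lower in *WT* cells (−0.62, FDR 9.83e-05, edgeR) and increased by 0.56 in *miR-34a/b/c-KO* cells (FDR 7.67e-05, edgeR), under the minimum fold change. It was called with TMM factors, with DESeq2 and in 3 fits that left out 1 library of *miR-34a/b/c-KO* cells (0.59 to 0.62), while the call in *WT* cells was lost without replicate 3 treated with DMSO (−0.55) and, not tested, without replicate 3 treated with 5-FU (−0.55). *FAM111B* changed by −0.67 and 0.59 (FDR 0.000125 and 5.55e-05, edgeR), and the second value fell to 0.57 to 0.59, below the minimum, when 1 of 4 libraries of *miR-34a/b/c-KO* cells was left out. *RIBC2* changed by −0.67 and 1.02 (FDR 0.00802 and 0.000138, edgeR), and by −0.42 in *WT* cells without replicate 2 treated with DMSO. For the 5 proliferation-related mRNAs and *GABRQ*, the interaction lay between 1.12 (*SKA1*) and 2.81 (*CCNE2*). From the functions of the oppositely regulated mRNAs in DNA replication and repair, mitosis and cell cycle regulation, the paper proposes an effect of *miR-34a/b/c* on the cell cycle after 5-FU.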

**Fig. 4:**
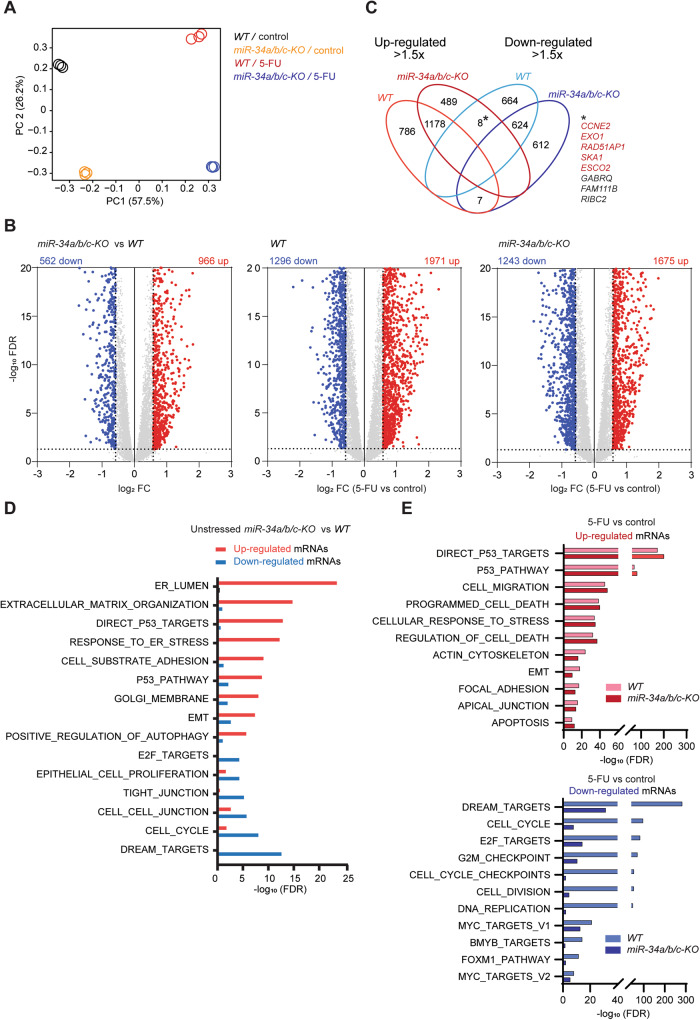
Comprehensive gene expression analysis of *miR-34a/b/c*-deficient cells after treatment with 5-FU. **A** Principal component analysis of mRNAs expression in *WT* and *miR-34a/b/c-KO* HCT116 cells treated with DMSO or 5-FU for 48 h. **B** Volcano plots showing differential RNA expression with FDR in −log_10_ scale and fold change in log_2_ scale. Significantly up- and downregulated genes (FDR < 0.05 & absolute fold change > 1.5) are highlighted in red and blue respectively as indicated. Non-significantly regulated genes are shown in gray. **C** Venn diagram displaying the number of differentially expressed mRNAs shared between *WT* and *miR-34a/b/c-KO* cells (5-FU vs control). **D** Overrepresentation analysis (ORA) of mRNAs significantly regulated in untreated *miR-34a/b/c-KO* vs. wild-type cells. **E** Overrepresentation analysis (ORA) of mRNAs significantly regulated in 5-FU-treated *miR-34a/b/c-KO* and wild-type cells.

Next, we employed pathway over-representation analysis (ORA) using gene sets from the MSigDB database [26] in order to identify molecular and cellular pathways, showing differential basal expression of their components in untreated *miR-34a/b/c-KO* vs. wild-type cells (Fig. 4D). 

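Lists of genes were tested in place of the MSigDB gene sets, which were not used here. They were written from general knowledge, apart from the published S-phase and G2/M-phase lists of the Seurat package. Each list was compared with all other genes by camera (inter-gene correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over 14 lists and 5 comparisons. The effect of a list is its mean log2 fold change relative to the other genes. For the 55 genes of the ER stress response it was 0.55 in *miR-34a/b/c-KO* cells compared to *WT* cells treated with DMSO (camera, FDR 1.69e-15), and 50 of the 55 genes were higher. Of these genes, 44 were higher and 5 lower at FDR < 0.05 over all genes tested, and 45 and 5 when adjusted over the list alone. The alternative that moved this value most was to leave out the genes of Tables S7 and S10, which gave 0.19 (camera, FDR 0.00272). As those genes were selected by their differences in these libraries, a smaller value follows from the choice and says nothing about the stability of the result. The 60 direct p53 targets were higher by 0.37 (camera, FDR 2.37e-09), with 52 of the 60 genes higher, 41 higher and 4 lower at FDR < 0.05, and 44 and 4 adjusted over the list alone. The 39 mesenchymal markers were higher by 0.39 (camera, FDR 0.000236, 30 of 39 genes), with 22 genes higher and 3 lower at FDR < 0.05 and 23 and 3 adjusted over the list alone. The 46 genes of the core autophagy machinery showed a mean difference of 0.09 (camera, FDR 0.0814, 29 of 46 genes higher). Of these, 17 were higher and 5 lower at FDR < 0.05, as well as when adjusted over the list alone. The difference of the autophagy list passed the threshold in fry, which tests a list without comparing it to other genes (FDR 4.08e-05), and with the RUVg factor (0.22, camera, FDR 0.00858). With an inter-gene correlation estimated from the data, the FDR of camera was 0.0128 for ER stress, 0.00261 for p53 targets and 0.0167 for mesenchymal markers. For each of the 4 lists the mean z-score of every library of *miR-34a/b/c-KO* cells lay above those of all libraries of *WT* cells (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).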

The pathways enriched among the mRNAs upregulated in *miR-34a/b/c-KO* cells were represented by gene sets comprising genes involved in endoplasmic reticulum (ER) and Golgi organization, ER stress, positive regulation of autophagy, as well as extracellular matrix, EMT, and p53 pathway activation. Conversely, gene sets over-represented among the downregulated mRNAs included gene sets representing epithelial cell organization (TIGHT_JUNCTION, CELL_CELL_JUNCTION), as well as gene sets related to cell proliferation, such as E2F_TARGETS, DREAM_TARGETS, and CELL CYCLE. These results largely corroborated our initial observations that *miR-34a/b/c-KO* cells display a more mesenchymal phenotype, as well as increased autophagy.

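In cells treated with DMSO, the 104 DREAM targets showed a relative log2 fold change of −0.45 in *miR-34a/b/c-KO* cells compared to *WT* cells (camera, FDR 4.64e-22), with 103 of the 104 genes lower. At FDR < 0.05, 95 of them were lower and 1 higher, and 98 and 1 when adjusted over the list alone, but 9 passed the minimum fold change. The 43 S-phase genes showed −0.52 (camera, FDR 2.17e-17), with all 43 lower, 39 of them at FDR < 0.05 and 39 adjusted over the list alone. The 54 G2/M-phase genes showed −0.36 (camera, FDR 1.72e-10, 51 of 54 lower), with 46 lower and 3 higher at FDR < 0.05, and 47 and 3 adjusted over the list alone. DREAM targets share 26 genes with the S-phase and 27 with the G2/M-phase list. With the estimated correlation the FDR of camera was 0.101, 0.0738 and 0.21 for these 3 lists, and with the RUVg factor the value of the G2/M-phase list was 0.02. The 42 epithelial markers showed −0.24 (camera, FDR 0.0366, 27 of 42 lower), with 15 lower and 9 higher at FDR < 0.05, and 16 and 9 adjusted over the list alone. This call was lost without replicate 3 of *WT* cells treated with DMSO (−0.22, camera, FDR 0.0641) and with the estimated correlation (FDR 0.206).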

Furthermore, we employed ORA to analyze which pathways were significantly altered after 5-FU treatment of *miR-34a/b/c-KO* and wild-type cells (Fig. 4E). 

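After 5-FU the direct p53 targets increased by 1.62 in *WT* cells (camera, FDR 1.72e-24, 57 of 60 genes) and by 1.56 in *miR-34a/b/c-KO* cells (camera, FDR 1.9e-28, 58 of 60 genes) relative to other genes. In each genotype 55 of them were called higher and 1 lower, and 56 were higher at FDR < 0.05, as well as when adjusted over the list alone. The 35 apoptosis effectors, of which 6 are also p53 targets, increased by 0.34 in *miR-34a/b/c-KO* cells (camera, FDR 0.00369, 24 of 35 genes). In *WT* cells the value was 0.19 (camera, FDR 0.136, 22 of 35 genes). Adjusted over the list alone, 14 of these mRNAs were higher and 9 lower in *WT* cells, and 15 and 8 in *miR-34a/b/c-KO* cells, against 14 and 8, and 15 and 8, over all genes tested. The change in *WT* cells passed the threshold in fry (FDR 6.5e-07) and was −0.004 with the RUVg factor, and the change in *miR-34a/b/c-KO* cells was lost with the estimated correlation (camera, FDR 0.0676) and with the RUVg factor (0.17, camera, FDR 0.963). Mesenchymal markers increased by 0.41 in *WT* cells (camera, FDR 0.0296, 27 of 39 genes), and this call was lost with the estimated correlation (FDR 0.0738), with the RUVg factor (FDR 0.807) and with 12 libraries as labelled (0.27, FDR 0.0919). With 12 libraries as labelled, a DMSO library counted as 5-FU weakens the change in *WT* cells. In *miR-34a/b/c-KO* cells the value of 0.27 did not pass the threshold in camera (FDR 0.256, 21 of 39 genes), whereas it did in fry (FDR 5.2e-07). Over the list alone as over all genes, 21 of these mRNAs were higher and 11 lower in *WT* cells, and 13 and 15 in *miR-34a/b/c-KO* cells.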

Pathway over-representation among the upregulated mRNAs was similar between *miR-34a/b/c-KO* and wild-type cells, which included p53 activation, apoptosis, as well as EMT and additional gene sets representing pathways related to cell migration. Interestingly, we observed profound differences in pathway over-representation among the downregulated mRNAs between *miR-34a/b/c-KO* and wild-type cells after 5-FU treatment. Notably, the downregulation of cell proliferation associated pathways, though still significant, was severely diminished in *miR-34a/b/c-KO* cells. 

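In *WT* cells, the relative log2 fold change after 5-FU was −0.93 for DREAM targets (camera, FDR 1.98e-25, 3 of 104 higher), −0.95 for S-phase genes (camera, FDR 1.02e-15, 41 of 43 lower) and −0.81 for G2/M-phase genes (camera, FDR 1.59e-13, 51 of 54 lower). Of these genes 72, 33 and 30 were called lower. Adjusted over the list alone, 97, 38 and 47 were lower, against 97, 38 and 46 over all genes tested. In *miR-34a/b/c-KO* cells the DREAM targets showed −0.08 (camera, FDR 0.61), with 54 genes higher and 50 lower, of which 40 and 39 passed FDR < 0.05, and 40 and 41 adjusted over the list alone. The S-phase genes showed 0.10 (camera, FDR 0.0388, 26 of 43 higher) and the G2/M-phase genes −0.31 (camera, FDR 0.018, 38 of 54 lower). Adjusted over the list alone, 20 S-phase genes were higher and 12 lower, and 11 G2/M-phase genes were higher and 33 lower, against 20, 12, 11 and 31 over all genes tested. The change of the S-phase genes in *miR-34a/b/c-KO* cells was no longer called without replicate 3 of *miR-34a/b/c-KO* cells treated with DMSO (0.09, camera, FDR 0.0552), without replicate 1 of *miR-34a/b/c-KO* cells treated with 5-FU (0.10, camera, FDR 0.0502), without the genes of 5 chromosomal segments with shifted medians (0.05, camera, FDR 0.119) and with the estimated correlation (FDR 0.546). The interaction was 0.85 for DREAM targets (camera, FDR 3.86e-45; higher in KO for 98 of 104 genes), 1.05 for S-phase genes (camera, FDR 9.62e-38, 42 of 43) and 0.50 for G2/M-phase genes (camera, FDR 2.86e-15, 46 of 54). Adjusted over the list alone, 90, 40 and 38 of these interactions were positive, against 89, 40 and 35 over all genes tested. With the estimated correlation the interaction of the S-phase genes passed the threshold (FDR 0.0206), that of the DREAM targets had an FDR of 0.0503, and that of the G2/M-phase genes 0.152. After removal of the RUVg factor, the changes in *WT* cells were 0.84, 0.41 and 1.56, and those of DREAM targets and G2/M-phase genes in *miR-34a/b/c-KO* cells 1.49 and 1.79. The response to 5-FU was removed with this factor, which was 98.2% between treatments. After 5-FU the level in *miR-34a/b/c-KO* cells was above that in *WT* cells by 0.41 for DREAM targets (camera, FDR 7.08e-11) and by 0.53 for S-phase genes (camera, FDR 8.38e-11), but not with the estimated correlation (FDR 0.21 and 0.125). For G2/M-phase genes the difference was 0.14 (camera, FDR 0.136). The mean z-score of the DREAM targets was 0.974 ± 0.220 in *WT* cells and −0.209 ± 0.105 in *miR-34a/b/c-KO* cells treated with DMSO (SD, n = 3), and −1.07 ± 0.229 (SD, n = 2) and −0.052 ± 0.045 (SD, n = 3) after 5-FU.

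**Figure D1:**
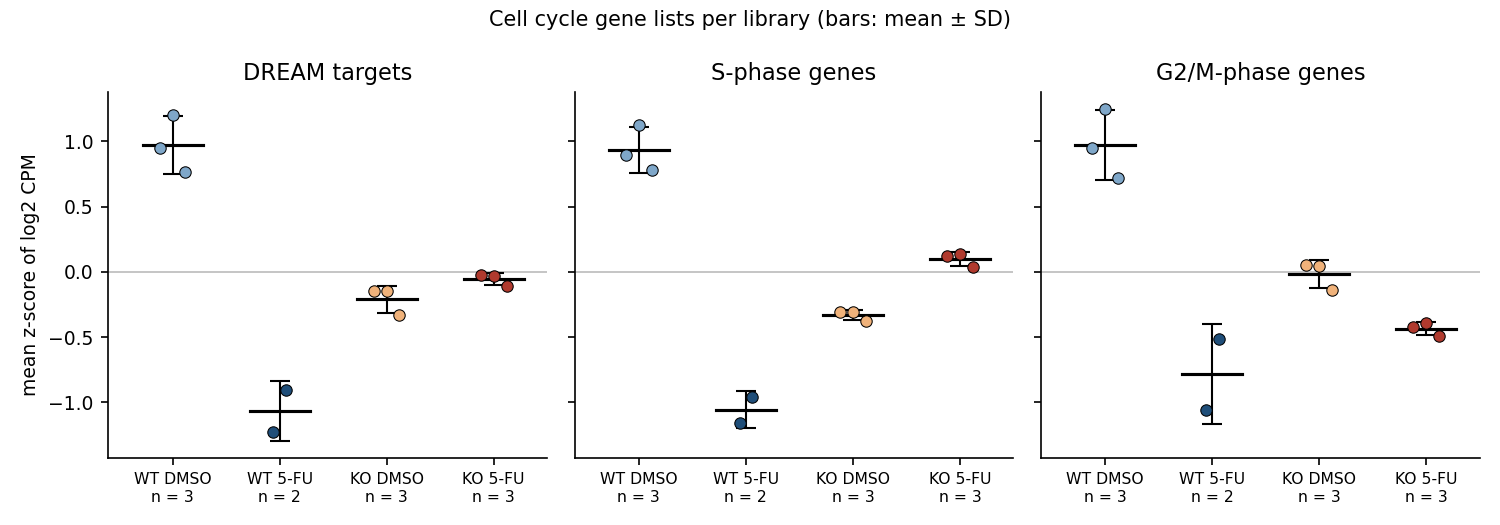
Mean z-score (y axis, no unit) of the DREAM targets, S-phase genes and G2/M-phase genes in each of the 11 libraries (points), by genotype and treatment (x axis), with the mean and SD of each state. After 5-FU the mean of the S-phase genes was −1.06 in *WT* and 0.099 in *miR-34a/b/c-KO* cells, and that of the G2/M-phase genes −0.785 and −0.434.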

As noted before (Fig. 4C), these results strongly indicated that deletion of *miR-34a/b/c* may abrogate the cell cycle arrest observed after 5-FU treatment in *WT* cells.

Next, we determined how the differential gene expression caused by the loss of *miR-34a/b/c* may cause the aforementioned alterations observed for specific cellular processes. Therefore, we first determined the set of mRNAs showing genotype-dependent differences (>1.5-fold) in regulation after 5-FU treatment. 

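The interaction between genotype and 5-FU was significant with a more than 1.5-fold difference for 1624 mRNAs, of which 551 had a higher and 1073 a lower log2 fold change in *miR-34a/b/c-KO* cells, and 6203 genes had an unadjusted p under 0.05. With 1 library left out, 1431 to 1672 mRNAs were obtained. Dropping the minimum fold change gave 4207 mRNAs, testing against it 289, and 12 libraries as labelled, which was tried after seeing the data, 428. The share of mRNAs with a higher log2 fold change in *miR-34a/b/c-KO* cells was 33.9%, 44.5% with TMM factors and 51.1% with DESeq2. Of the 1624 mRNAs, 1367 are listed in Table S10. *CDKN1A* had a smaller increase in *miR-34a/b/c-KO* cells (−1.24, SE 0.07, FDR 1.41e-08, edgeR), and so had *MDM2* (−0.92, FDR 4.79e-06, edgeR). Before treatment *CDKN1A* was already higher in *miR-34a/b/c-KO* cells, by 1.49 on the log2 scale. Its mean level stayed above that of *WT* cells after 5-FU, so the smaller increase did not leave a lower level. The lncRNA *LINC00589* and the processed pseudogenes *ZBTB45P1* and *FAM3C2* had the most negative interactions among genes with at least 20 counts in every library of a state (FDR 0.00852, 0.0213 and 0.00415, edgeR). *ZBTB45P1* was no longer called without replicate 3 of *miR-34a/b/c-KO* cells treated with DMSO (FDR 0.0681, edgeR). The most positive ones were those of *INO80B-WBP1*, *LY6K* and *AP001972.5* (FDR 0.000268, 0.00114 and 0.0475, edgeR). *AP001972.5* was no longer called in 7 of the fits that left out 1 library (FDR 0.0549 to 0.179, edgeR).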

We performed K-means clustering with the resulting set of 1691 genes showing differential regulation (Fig. 5A and Table S10) and identified the published and predicted miR-34 targets in each cluster (Table S10). 

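Table S10 assigns its 1691 genes to 8 clusters and marks 131 of them as miR-34 targets, 23 as published and 108 as predicted. The share of miR-34 targets was 12.5% in cluster 6 (53 of 423 genes), 11.0% in cluster 2 (28 of 255), 7.97% in cluster 3 (11 genes), 6.10% in cluster 5 (10 of 164), 4.65% in cluster 4 (12 of 258), 4.37% in cluster 8 (9 of 206), 4.35% in cluster 7 (6 genes) and 1.83% in cluster 1 (2 of 109). The median interaction of the genes of a cluster was positive in cluster 2 (0.76) and cluster 6 (0.73), and lay between −1.08 (cluster 8) and −0.75 (cluster 1) in the others. The table was derived from the authors' libraries, so that these clusters are not independent of the counts. The published targets alone were absent from clusters 1 and 4.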

Individual predicted or published miR-34a targets did not follow a specific pattern of differential regulation between *miR-34a/b/c-KO* and wild-type cells and could be found in all of the expression clusters. However, we noted that miR-34 targets were strongly over-represented in cluster 6 (and to a lesser extent in cluster 2), which largely comprised genes involved in cell-cycle regulation (Fig. 5B). These mRNAs were characterized by strongly elevated upregulation in *miR-34a/b/c-KO* cells or severely diminished repression in *miR-34a/b/c-KO* cells (Fig. 5C). 

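Compared with the remaining clusters, of whose genes 6.15% are miR-34 targets, cluster 6 had an odds ratio of 2.18 (95% confidence interval 1.48 to 3.20; Fisher's exact test, two-sided, p = 5.46e-05, and 0.000437 after Benjamini-Hochberg adjustment over 8 clusters). For cluster 2 the odds ratio was 1.60 (0.988 to 2.51; Fisher's exact test, p = 0.0418, adjusted 0.083). Cluster 1 had the lowest odds ratio, 0.211 (Fisher's exact test, p = 0.0143, adjusted 0.0572). With published targets alone, which are 10 of the 423 genes of cluster 6, the odds ratio of cluster 6 was 2.34 (Fisher's exact test, p = 0.051, adjusted 0.204).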

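The expression of the miR-34 targets was standardized per gene and averaged for each library. The 27 targets of cluster 2 that were tested had a mean z-score of −0.395 ± 0.034 in *WT* cells (SD, n = 3) and −0.783 ± 0.076 in *miR-34a/b/c-KO* cells (SD, n = 3) treated with DMSO, and of −0.135 ± 0.038 (SD, n = 2) and 1.27 ± 0.070 (SD, n = 3) after 5-FU. The 52 targets of cluster 6 changed from 0.793 ± 0.136 to −1.38 ± 0.099 in *WT* cells and from −0.240 ± 0.121 to 0.369 ± 0.024 in *miR-34a/b/c-KO* cells. With 1 library left out, the value of cluster 2 in *WT* cells treated with 5-FU lay between −0.209 without replicate 3 of *miR-34a/b/c-KO* cells treated with DMSO and −0.013 without replicate 2 of *miR-34a/b/c-KO* cells treated with 5-FU. With the published targets alone, it was 0.13. The value of cluster 6 in *miR-34a/b/c-KO* cells treated with DMSO was −0.41 without replicate 2 of *WT* cells treated with 5-FU. Cluster 2 genes had a median log2 fold change after 5-FU of 0.20 in *WT* cells and 1.00 in *miR-34a/b/c-KO* cells, and cluster 6 genes of −0.69 and 0.10.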

Although miR-34 targets did not show a uniform type of expression change after treatment with 5-FU, in sum they displayed either activation or de-repression in *miR-34a/b/c-KO* cells. 

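Table S10 marks 278 genes as DREAM targets, of which 229 are in cluster 6 and 37 in cluster 2. In cluster 6, 38 of the 229 DREAM targets (16.6%) and 15 of the other 194 genes (7.73%) are also miR-34 targets (odds ratio 2.37; Fisher's exact test, two-sided, p = 0.00758). In cluster 2 these are 4 of 37 (10.8%) and 24 of 218 genes (11.0%; odds ratio 0.98; Fisher's exact test, p = 1). In both clusters together, 9.47% of the genes that are not DREAM targets are miR-34 targets (39 of 412), and the odds ratio is 1.79 (Fisher's exact test, p = 0.0153). Over all 8 clusters the odds ratio is 2.65 (Fisher's exact test, p = 3.65e-06).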

Interestingly, among the 266 DREAM targets found in clusters 2 and 6, 42 (15.8%) were predicted and/or published *miR-34a/b/c* targets (Fig. 5D and Table S10), implying that miR-34a/b/c and the DREAM complex share a substantial proportion of targets and presumably cooperatively suppress these genes after p53 activation. Since the DREAM and E2F target gene signatures used here are highly overlapping, which is due to the binding to E2F sites by both E2F and DREAM complexes, we also detected shared targets of E2F and miR-34, such as Cyclin E1/CCNE1, which were upregulated in *miR-34a/b/c-KO* cells (Fig. 5D, Table S10). Collectively, these data suggest that miR-34 may contribute to the repression of mRNAs, which are also downregulated due to DREAM complex-mediated repression [27].

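*CCNE1* (chromosome 19, 29811991 to 29824312) was expressed at 32.7 ± 0.776 CPM in *WT* cells and 22.7 ± 1.55 CPM in *miR-34a/b/c-KO* cells treated with DMSO (SD, n = 3), and at 28.2 ± 2.81 CPM (SD, n = 2) and 30.8 ± 1.56 CPM (SD, n = 3) after 5-FU. Its log2 fold change after 5-FU was −0.21 in *WT* cells (SE 0.08, FDR 0.0367, edgeR) and 0.44 in *miR-34a/b/c-KO* cells (SE 0.08, FDR 0.000101, edgeR), and the interaction was 0.65 (SE 0.11, FDR 0.000581, edgeR), or 0.55, below the minimum fold change, without replicate 3 of *WT* cells treated with 5-FU. With 1 library left out, the change in *WT* cells ranged from −0.321 to −0.112. In *miR-34a/b/c-KO* cells *CCNE1* was lower before treatment (−0.53, SE 0.08, FDR 3.22e-05, edgeR) and not detectably different after 5-FU (0.13, SE 0.08, FDR 0.22, edgeR). The latter value ranged from 0.029 to 0.237 with 1 library left out. The change in *miR-34a/b/c-KO* cells was −0.52 when the RUVg factor was in the model, which is no estimate of a fold change, as that factor was 98.2% between treatments. From the overlap of targets, the paper proposes that miR-34 contributes to the repression of mRNAs that are also repressed by the DREAM complex.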

**Fig. 5:**
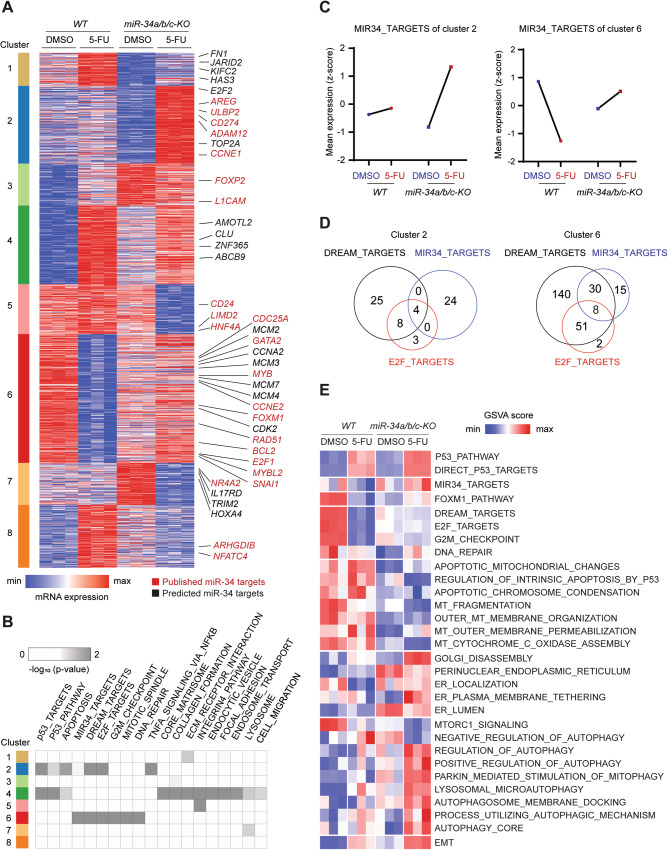
Comprehensive identification of differentially regulated miR-34 targets and their association with functional categories. **A** Heatmap of RNA expression of mRNAs with statistically significant, genotype-dependent differences (>1.5-fold) in regulation after 5-FU treatment grouped in the indicated transcriptional clusters. Selected miR-34 targets are indicated by color. Red: published; black: predicted. **B** Heatmap showing enrichment of the indicated pathways and functional categories in the expression clusters as shown in (**A**). Statistical significance was calculated by Fisher’s exact test. **C** Line plot representation of mean z-score of normalized RNA expression of all miR-34 targets with statistically significant, genotype-dependent differences in regulation after 5-FU treatment, grouped in the indicated transcriptional clusters. **D** Venn diagram displaying the number of shared DREAM, E2F and miR-34 targets in the indicated transcriptional clusters. **E** Heatmap of GSVA analysis of the indicated pathways activities changes caused by *miR-34a/b/c* inactivation after 5-FU treatment.

Next, we employed Gene Set Variation Analysis (GSVA) [28], a sample-wise pathway enrichment method, to analyze which pathways were significantly altered in *miR-34a/b/c-KO* vs. wild-type cells after 5-FU treatment, by estimating the variation of different pathway activities in an unsupervised manner (Fig. 5E). 

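The interaction of the direct p53 targets was −0.07 relative to other genes (camera, FDR 0.276), with 24 of 60 genes higher and 36 lower. At FDR < 0.05 over all genes tested, 10 had a positive and 24 a negative interaction, and 12 and 27 adjusted over the list alone. In fry, which ignores the other genes, the list passed the threshold (FDR 1.11e-06). The value was 0.47 with 12 libraries as labelled (camera, FDR 1.44e-05). There, a DMSO library counted as 5-FU weakens the response of *WT* cells. A more positive interaction follows from that and says nothing about the stability of the result. After 5-FU the targets were higher by 0.31 in *miR-34a/b/c-KO* cells than in *WT* cells (camera, FDR 3.62e-05, 41 of 60 genes), with mean z-scores of 1.03 ± 0.016 (SD, n = 3) and 0.727 ± 0.029 (SD, n = 2).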

Activation of the p53 pathway and the upregulation of direct p53 targets was not significantly altered between *miR-34a/b/c-KO* and wild-type cells after 5-FU treatment. We observed significantly differential regulation of the *miR-34* target set between *miR-34a/b/c-KO* and wild-type cells, which was downregulated in *WT*, but upregulated in *miR-34a/b/c-KO* after 5-FU treatment (Fig. 5E). 

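For 60 published miR-34 targets, a list compiled from general knowledge, the relative log2 fold change after 5-FU was −0.14 in *WT* cells (camera, FDR 0.453, 31 of 60 lower) and 0.11 in *miR-34a/b/c-KO* cells (camera, FDR 0.165, 31 of 60 higher). The interaction was 0.25 (camera, FDR 0.0109), with 30 genes on either side, 19 positive and 11 negative at FDR < 0.05, and 20 and 13 adjusted over the list alone. It did not pass the threshold with the estimated correlation (FDR 0.0748). The change in *WT* cells was 0.29 with the RUVg factor, and that in *miR-34a/b/c-KO* cells passed the threshold in fry (FDR 2.44e-06). *ATG4B*, *CCNE2* and *NOTCH1* of this list lie in chromosomal segments that were shifted to higher levels in *miR-34a/b/c-KO* cells, and *MYC* in a segment of chromosome 8 that was shifted to lower levels. For the miR-34 targets of Table S10, which were selected on these libraries and are not independent evidence, the changes were −0.13 (camera, FDR 0.144, 73 lower and 55 higher) and 0.18 (camera, FDR 0.00225, 81 higher and 47 lower), and the interaction was 0.31 (camera, FDR 2.13e-07, 79 positive). Of these 79 and 49 interactions, 79 and 47 passed FDR < 0.05, and 79 and 49 adjusted over the list alone. The change in *WT* cells passed the threshold in fry (FDR 0.00821) and was 0.18 with the RUVg factor, and that in *miR-34a/b/c-KO* cells did not pass it with the RUVg factor (0.46, camera, FDR 0.348). In fry the list is not compared to other genes, and its own mean log2 fold change in *WT* cells was 0.041. Before treatment, neither list differed between the genotypes in camera (FDR 0.783 and 0.182, 33 and 54 genes higher in KO). In fry the published list passed the threshold (FDR 0.000662), with 19 genes higher and 17 lower at FDR < 0.05, and the list of Table S10 did not (FDR 0.469). After 5-FU the level in *miR-34a/b/c-KO* cells was above that in *WT* cells by 0.24 for the published list (camera, FDR 0.00179, 40 of 60 higher), with 28 genes higher and 13 lower at FDR < 0.05, and 30 and 14 adjusted over the list alone, but not with the estimated correlation (FDR 0.0664). For the list of Table S10 it was higher by 0.31 (camera, FDR 1.19e-06, 92 higher and 36 lower), with 76 and 32 genes at FDR < 0.05, as well as adjusted over the list alone.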

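The DREAM and E2F targets marked in Table S10 were selected on the authors' libraries, so that their differences are not independent evidence. After 5-FU, 258 of the 277 DREAM targets of the table were lower in *WT* cells (relative log2 fold change −0.81, camera, FDR 2.12e-28) and 178 were higher in *miR-34a/b/c-KO* cells (0.12, camera, FDR 0.000642). The interaction was 0.93 (camera, FDR 1.33e-81; 271 of 277 positive). The 76 E2F targets decreased by 0.75 in *WT* cells (camera, FDR 9.48e-17, 70 of 76), and in *miR-34a/b/c-KO* cells the value was 0.17 (camera, FDR 0.00194, 52 of 76 higher), with an interaction of 0.92 (camera, FDR 3.61e-50, 75 of 76). Adjusted over the list alone as over all genes tested, 271 and 75 of the interactions were positive and 6 and 1 negative. Both interactions passed the threshold with the estimated correlation (camera, FDR 0.0167 and 0.0128). The changes within a genotype did not (FDR 0.0738 for both lists in *WT* cells, 0.48 and 0.378 in *miR-34a/b/c-KO* cells), and those in *WT* cells were 0.79 and 0.47 with the RUVg factor. Of the 277 DREAM targets, 70 are also on the list of 104 DREAM targets that was written without the table.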

As already indicated by the ORA analysis, the differential regulation of mRNAs involved in cell proliferation (DREAM_TARGETS, E2F_TARGETS, etc.) was significantly changed in *miR-34a/b/c-KO* cells, which showed a severely diminished repression compared to *WT* cells (Fig. 5E). Furthermore, pathways involved in mitochondria and apoptosis were preferentially downregulated in *miR-34a/b/c-KO* cells after 5-FU treatment. 

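For mitochondria, 29 genes of cytochrome c oxidase assembly were tested. After 5-FU their level was lower in *miR-34a/b/c-KO* cells than in *WT* cells (relative log2 fold change −0.19, camera, FDR 0.000723, 26 of 29 genes), with 19 lower and 1 higher at FDR < 0.05, as well as adjusted over the list alone. This difference did not pass the threshold with the estimated correlation (FDR 0.152). A similar one was present before treatment (−0.21, camera, FDR 0.00281, 25 of 29), also not called with the estimated correlation (FDR 0.191). After 5-FU these genes changed by −0.27 in *miR-34a/b/c-KO* cells (camera, FDR 0.0189, 24 of 29 lower) and by −0.29 in *WT* cells (camera, FDR 0.093, 21 of 29 lower). The interaction was 0.02 (camera, FDR 0.247), with 6 genes positive and 23 negative. It was −0.07 with 12 libraries as labelled, −0.04 with the RUVg factor and −0.05 with at least 20 counts in every library. Its sign changed when 1 library was left out (−0.01 without replicate 2 of *WT* cells treated with 5-FU). In fry, which ignores the other genes, the interaction of this list passed the threshold (FDR 0.0279), with a mean log2 fold change of −0.115. For the apoptosis effectors, the level after 5-FU differed by 0.13 between *miR-34a/b/c-KO* cells and *WT* cells (camera, FDR 0.225, 19 of 35 higher), with 13 genes higher and 11 lower at FDR < 0.05, and 14 and 12 adjusted over the list alone. The interaction was 0.15 (camera, FDR 0.11, 20 of 35 positive). Both passed the threshold in fry (FDR 0.000366 and 0.0206), and the interaction also with the RUVg factor (0.17, camera, FDR 0.0468) and with 12 libraries as labelled (0.21, camera, FDR 0.0201). In the latter setting a DMSO library counted as 5-FU weakens the response of *WT* cells, which moves an interaction by itself.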

We also observed a differential regulation of genes involved in ER and Golgi organization, as well as gene sets representing various autophagy pathways, and EMT, which either displayed elevated basal levels, and/or increased upregulation in *miR-34a/b/c-KO* cells.

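The ER stress response remained higher in *miR-34a/b/c-KO* cells than in *WT* cells after 5-FU, by 0.53 relative to other genes (camera, FDR 8.83e-13, 47 of 55 genes), with 41 genes higher and 7 lower at FDR < 0.05, and 42 and 7 adjusted over the list alone. After 5-FU the genes of this list decreased in both genotypes, by 0.30 in *WT* cells (camera, FDR 0.000599) and by 0.32 in *miR-34a/b/c-KO* cells (camera, FDR 3.41e-05). Neither decrease was called with the estimated correlation (FDR 0.12 and 0.0738). The interaction of the ER stress response was −0.02 (camera, FDR 0.235, 22 of 55 positive). It passed the threshold in fry (FDR 0.00353), with the RUVg factor (−0.11, camera, FDR 0.0205) and with 12 libraries as labelled (−0.12, camera, FDR 0.0134). The core autophagy machinery differed by 0.12 after 5-FU (camera, FDR 0.325), with 23 genes on either side, 10 higher and 8 lower at FDR < 0.05, and 10 and 7 adjusted over the list alone. The interaction of this list was 0.04 (camera, FDR 0.709, 17 of 46 positive), −0.06 with the RUVg factor and −0.01 with at least 20 counts in every library. Both passed the threshold in fry (FDR 0.00806 and 0.0123), which ignores the other genes. The mean log2 fold changes of the list itself were 0.052 and −0.095. After 5-FU the autophagy list changed by 0.03 in *WT* cells (camera, FDR 0.0237) and by 0.06 in *miR-34a/b/c-KO* cells (camera, FDR 0.0453). Neither change was called with the estimated correlation (FDR 0.125 and 0.173). *ATG4B* of this list lies on chromosome 2 in a segment in which 84.7% of the genes were shifted to higher levels in *miR-34a/b/c-KO* cells. *ATG16L1* of this list also lies in a chromosomal segment with a shifted median. Mesenchymal markers were higher by 0.25 after 5-FU (camera, FDR 0.0269, 26 of 39), with 15 higher and 7 lower at FDR < 0.05, as well as adjusted over the list alone. The call was lost with the estimated correlation (FDR 0.0738) and with the RUVg factor (0.27, camera, FDR 0.0527). Their interaction was −0.14 (camera, FDR 0.0241, 30 of 39 negative, 13 at FDR < 0.05 and 13 adjusted over the list alone). It was not called with the estimated correlation (FDR 0.0738) or with the RUVg factor (−0.19, camera, FDR 0.141), and was 0.006 with 12 libraries as labelled. Epithelial markers were lower in *miR-34a/b/c-KO* cells after 5-FU (relative log2 fold change −0.31, camera, FDR 0.000272, 32 of 42), with 25 lower and 5 higher at FDR < 0.05, and 26 and 5 adjusted over the list alone. The FDR was 0.0738 with the estimated correlation. Their changes after 5-FU were 0.28 in *WT* cells (camera, FDR 0.000206, 35 of 42 higher) and 0.21 in *miR-34a/b/c-KO* cells (camera, FDR 0.0453, 23 of 42 higher). Neither change was called with the estimated correlation (FDR 0.0738 and 0.211). The interaction of epithelial markers was −0.07 (camera, FDR 0.0212, 32 of 42 negative), with 17 negative and 3 positive at FDR < 0.05, and 20 and 3 adjusted over the list alone. It passed the threshold in fry (FDR 0.000189), was not called with the estimated correlation (FDR 0.177) or with the RUVg factor (−0.01, camera, FDR 0.189), and was 0.01 with 12 libraries as labelled. The interactions with 12 libraries as labelled are moved by a DMSO library counted as 5-FU, which weakens the response of *WT* cells.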

### *miR-34a/b/c* inhibit multiple key autophagy-related genes

Next, we explored the role of *miR-34a* and *miR-34b/c* in the autophagic response to 5-FU treatment. As expected, the *pri-miR-34a* and *pri-miR-34b/c* transcripts were significantly induced in *WT* HCT116 cells when exposed to 5-FU (Fig. S6A). Also, mature miR-34a, miR-34b and miR-34c were significantly upregulated in *WT* HCT116 cells after 5-FU treatment, but not detectable in *miR-34a/b/c-KO* HCT116 cells (Fig. S6B). In line with the GSVA results shown in Fig. 5E, qPCR analysis of key autophagy-related mRNAs that are either predicted (*ATG13*, *ULK2*) or known (*ATG4B* [29], *ATG5* [30], *ATG9A* [31], *ULK1* [32], *XBP1* [33], *IRE1A* [34]) to be directly inhibited by *miR-34*, showed that they were either significantly upregulated in *miR-34a/b/c-KO* cells or downregulated in *WT* cells after 5-FU treatment (Fig. S6C). In addition, ectopic expression of *miR-34a* significantly repressed the expression of the aforementioned autophagy-related genes in SW480 cells (Fig. S6D). Therefore, *miR-34* presumably inhibits autophagy processes by targeting multiple key autophagy-related mRNAs in HCT116 CRC cells.

### *FOXM1* induces autophagy and transactivates *p62* and *ATG9A*

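*FOXM1* (chromosome 12, 2857680 to 2877174, minus strand) was expressed at 113 ± 5.57 CPM in *WT* cells and 95.8 ± 2.07 CPM in *miR-34a/b/c-KO* cells treated with DMSO (SD, n = 3), and at 90.9 ± 5.37 CPM (SD, n = 2) and 108 ± 1.42 CPM (SD, n = 3) after 5-FU. The log2 fold change after 5-FU was −0.31 in *WT* cells (SE 0.06, FDR 0.000144, edgeR) and 0.17 in *miR-34a/b/c-KO* cells (SE 0.05, FDR 0.00865, edgeR). The interaction was 0.48 (SE 0.08, FDR 0.00025, edgeR), which is less than a 1.5-fold difference. Between the genotypes *FOXM1* differed by −0.24 before (SE 0.05, FDR 0.000962, edgeR) and by 0.24 after treatment (SE 0.06, FDR 0.00195, edgeR). With the RUVg factor, which was 98.2% between treatments and so took up the response to 5-FU, the change in *miR-34a/b/c-KO* cells was −0.04.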

Among the known miR-34 targets that were differentially upregulated in *miR-34a/b/c-KO* cells after 5-FU treatment (Fig. 5A), *FOXM1* appeared to be a potential mediator of autophagy, since it had been previously linked to the regulation of autophagy [35, 36]. Since the upregulation of FOXM1 may cause the increased expression of the autophagy signatures observed in *miR-34a/b/c-KO* cells after 5-FU treatment (Fig. 5E), we explored whether *FOXM1* mediates the effects of *miR-34* on autophagy. First, the upregulation of FOXM1 in *miR-34a/b/c-KO* cells after 5-FU treatment was confirmed by qPCR (Fig. 6A). We further confirmed that *FOXM1* mRNA is a target of miR-34a/b/c by a dual luciferase reporter assay in HCT116 *miR-34a/b/c-KO* cells (Fig. 6B). The luciferase activity of a human *FOXM1* 3’-UTR reporter was repressed after co-transfection of miR-34a/b/c mimics, whereas that of a reporter with a mutant miR-34 seed-matching sequence (SMS) was refractory (Fig. 6B). The miR-34a/b/c-mediated repression of *FOXM1* mRNA was corroborated by querying the METAmiR34TARGET database [37], which shows that *FOXM1* mRNA was repressed after ectopic expression of miR-34a/b/c in various cell lines (Fig. S7A). Next, the *miR-34*-mediated repression of FOXM1 mRNA and protein was confirmed by ectopic expression of *pri-miR-34a* in SW480 cells (Fig. S7B, C). Furthermore, depletion of FOXM1 by a specific siRNA pool (Fig. 6C and Fig. S7D) significantly reduced autophagic flux in both *WT* and *miR-34a/b/c-KO* cells, which was indicated by the decreased turnover of endogenous LC3-II and p62 (Fig. 6C), supporting the assumption that *miR-34a/b/c* repress autophagic flux by downregulating *FOXM1*. Unexpectedly, depletion of FOXM1 also repressed p62 (Fig. 6C). p62 is a cargo receptor of autophagy and therefore should accumulate if autophagy is inhibited due to the decreased autophagy-mediated degradation of p62 [23, 38]. Therefore, the repression of p62 resulting from the depletion of FOXM1 cannot be attributed to autophagy inhibition but instead suggests that FOXM1 may transactivate p62 and potentially other autophagy-related genes. Indeed, depletion of FOXM1 repressed the p62 mRNA and also downregulated ATG9A at the mRNA and protein level (Fig. 6D, E). *CCNB1* (*Cyclin B1*), a bona fide FOXM1 target [39], was also significantly repressed after depletion of FOXM1 (Fig. 6D). In addition, ectopic expression of FOXM1 in HCT116 *WT* cells significantly increased the expression of p62 and ATG9A at protein and mRNA levels (Fig. 6F-G). Furthermore, FOXM1 occupancy at the promoter of *p62* and *ATG9A* was detected by publicly available FOXM1 ChIP-Seq data (Fig. 6H) from the Cistrome Data Browser [40]. Since a FOXM1 binding motif (Fig. S7E) was also identified under the corresponding FOXM1 ChIP-Seq peaks (Fig. 6H), FOXM1 presumably binds directly to the promoter of the *p62* and *ATG9A* genes and regulates their expression. The occupancy of FOXM1 at the promoter regions of *p62* and *ATG9A* was confirmed by qChIP (Fig. 6I). Importantly, ectopic expression of FOXM1 significantly induced autophagic flux in *miR-34a/b/c-KO* cells, and was sufficient to reverse the miR-34a mimics-mediated repression of autophagic flux (Fig. 6J), supporting that miR-34 represses autophagy by targeting *FOXM1*. Since *miR-34a/b/c* represent direct targets of p53, we propose that the p53-miR-34 axis negatively regulates autophagy by suppressing the expression of several autophagy-related genes via a coherent feed-forward regulation, in which miR-34 repress autophagy by directly targeting *FOXM1* and *ATG9A* mRNAs, as well as by indirectly repressing *p62* and *ATG9A* gene expression via targeting *FOXM1* (see Graphical abstract).

**Fig. 6:**
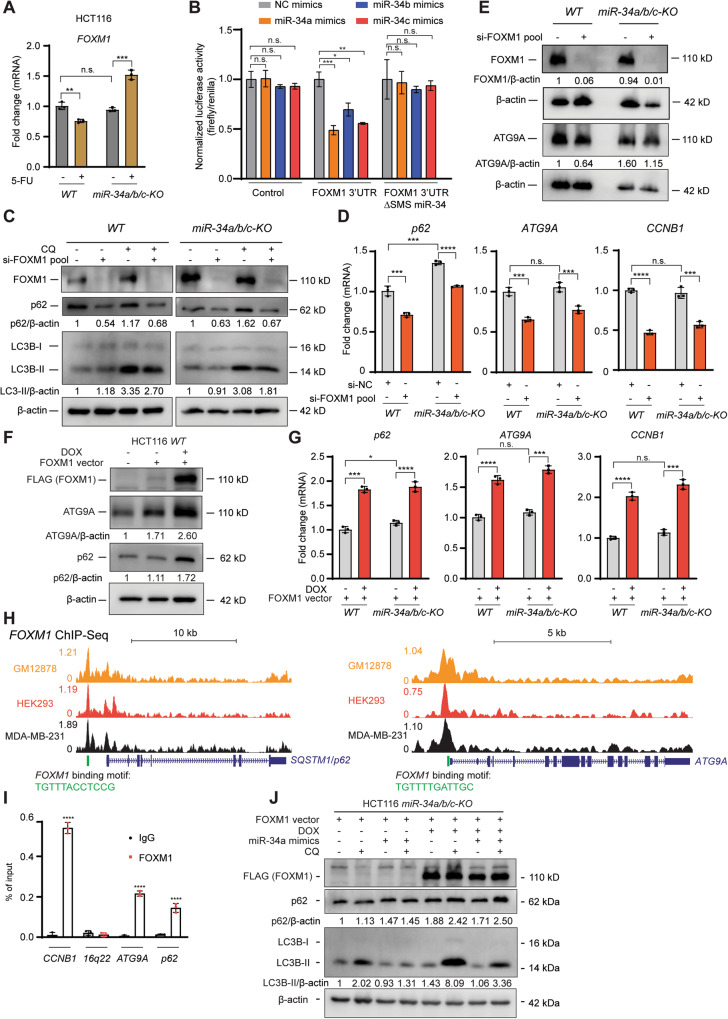
Upregulation of *FOXM1* mediates enhancing effects of *miR-34a/b/c* loss on autophagy by regulating *p62* and *ATG9A*. **A** qPCR analysis of *FOXM1* in *WT* or *miR-34a/b/c-KO* HCT116 cells after treatment with DMSO or 5-FU for 48 h. **B** Dual luciferase reporter assay was performed 48 h after *miR-34a/b/c-KO* HCT116 cells were transfected with indicated miRNA mimics and reporter plasmids. **C** Immunoblotting analysis of autophagic flux of cells transfected with 10 nM si-FOXM1 pools (siRNA pools specifically targeting *FOXM1*). *WT* and *miR-34a/b/c-KO* cells were transfected with si-NC or si-FOXM1 pool for 48 h. 20 μM of chloroquine was added for 4 h before harvesting cells for Western blot analysis. **D** qPCR analysis of indicated mRNAs in *WT* or *miR-34a/b/c-KO* HCT116 cells after transfection with si-NC or si-FOXM1 pool for 48 h. **E** Western blot analysis of ATG9A protein after transfection with si-NC or si-FOXM1 pool for 48 h. **F** Immunoblotting analysis of indicated proteins after HCT116 cells transfected with FOXM1 vector and addition of doxycycline (DOX) for 48 h. **G** qPCR analysis of indicated mRNAs in *WT* or *miR-34a/b/c-KO* HCT116 cells after transfection with FOXM1 vector and addition of DOX for 48 h. **H** Cistrome Data Browser representation of FOXM1 ChIP-Seq profiles at the genomic regions of *p62* and *ATG9A*. **I** ChIP-qPCR analysis of FOXM1 occupancy at the promoter regions of *p62* and *ATG9A*. Chromatin was enriched by anti-FOXM1 or anti-rabbit-IgG antibodies. *CCNB1* and *16q22* served as positive and negative control, respectively. **J** Immunoblotting analysis of autophagic flux of HCT116 *miR-34a/b/c-KO* cells co-transfected with *FOXM1* expression vector and NC mimics or miR-34a mimics. 20 μM of chloroquine (CQ) was added for 4 h before harvesting cells for Western blot analysis.

### Silencing of *ATG9A* in *miR-34a/b/c-KO* cells inhibits autophagic flux and re-sensitizes to 5-FU

We hypothesized that if increased autophagy accounts for the decreased 5-FU sensitivity in *miR-34a/b/c-KO* cells, then inhibition of autophagy should reverse this effect. To test this hypothesis, *ATG9A*, a key mediator of autophagy, was silenced using an siRNA pool specifically targeting *ATG9A* mRNA. ATG9A was downregulated by ca. 85% at the mRNA level and also effectively at the protein level (Fig. S8A, B). Furthermore, *ATG9A* protein levels were increased in *miR-34a/b/c-KO* cells but decreased in *WT* cells after 5-FU treatment, suggesting autophagy induction after 5-FU treatment may indeed be attenuated by the inhibitory effects of *miR-34* on autophagy-related genes (Fig. S8B). Surprisingly, depletion of *ATG9A* only marginally repressed 5-FU-induced autophagic flux in *WT* cells, but significantly repressed 5-FU-induced autophagic flux in *miR-34a/b/c-KO* cells (Fig. 7A), suggesting ATG9A may be a prominent mediator of autophagy in *miR-34a/b/c-KO* cells but not in *WT* cells, presumably since ATG9A was already repressed in *WT* cells after 5-FU treatment but significantly upregulated in *miR-34a/b/c-KO* cells after 5-FU treatment (Fig. S8B). In addition, cell viability assays showed that knockdown of *ATG9A* significantly re-sensitized *miR-34a/b/c-KO* cells to 5-FU, but had little effect in *WT* cells (Fig. 7B). Furthermore, depletion of *ATG9A* increased protein levels of cleaved-PARP, an apoptosis marker, in *miR-34a/b/c-KO* cells to a significantly greater degree when compared to *WT* cells after treatment with 5-FU (Fig. 7C). Taken together, these results suggest that ATG9A plays a pivotal role in the acquired resistance of *miR-34a/b/c-KO* cells to 5-FU presumably by enhancing autophagy and attenuating apoptosis.

**Fig. 7:**
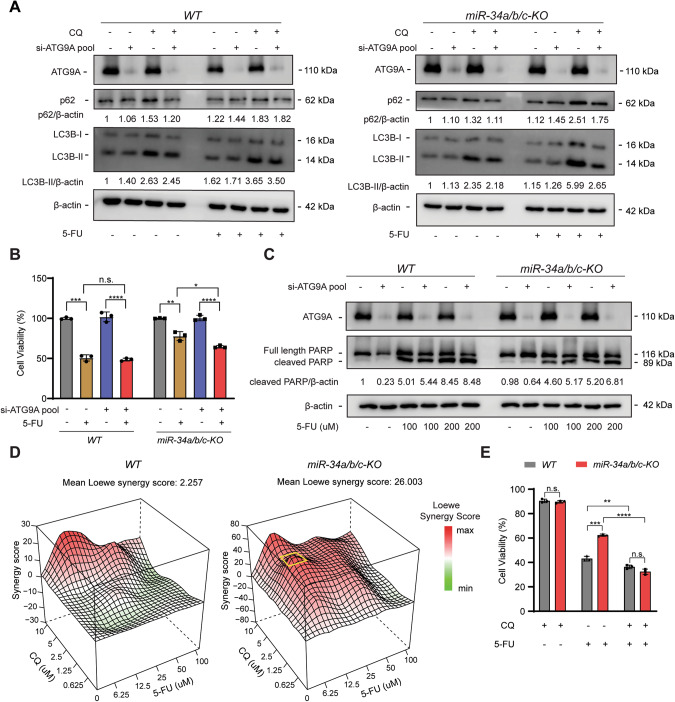
Inhibition of autophagy re-sensitized *miR-34a/b/c-KO* cells to 5-FU. **A** *WT* or *miR-34a/b/c-KO* cells were transfected with 10 nM si-NC or si-ATG9A pool for 24 h and then subjected to DMSO or 5-FU treatment for 48 h. 20 μM of chloroquine was added for the last 4 h before harvesting cells for Western blot analysis of the indicated proteins. **B** Cells were transfected with 10 nM si-NC or si-ATG9A for 48 h, and then re-seeded in 96-well plates and incubated for 24 h. After that, cells were treated with DMSO or 5-FU for 72 h before subjected to cell viability determination. **C** Western blot analysis of cleaved-PARP in DMSO or 5-FU treated cells transfected with si-NC or si-ATG9A for 24 h. **D** Analysis of synergistic effects of combined treatment of 5-FU and CQ in *WT* or *miR-34a/b/c-KO* cells. Cells were treated for 48 h with 5-FU and/or CQ as indicated and then subjected to cell viability analysis and Loewe synergy score estimation. The most synergistic concentrations are highlighted with a yellow square. **E** Cell viability assays showing cytotoxicity of 6.25 μM of 5-FU or 2.5 μM of CQ or their combination. Results are presented as the mean ± SD (n = 3) for **B** and **E** with *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. no significance.

### Synergistic effects of 5-FU and chloroquine in *miR-34a/b/c-KO* cells

We next used CQ (chloroquine) as an alternative autophagy inhibitor to determine whether it may also re-sensitize *miR-34a/b/c-*deficient cells towards 5-FU as observed for ATG9A inhibition. Indeed, we found that the combination of 5-FU and CQ resulted in a synergistic cytotoxicity in *miR-34a/b/c-KO* cells, whereas an additive cytotoxicity was observed in *WT* cells (Fig. 7D), as determined by the SynergyFinder 2.0 [41] algorithm. To validate the synergy map results we treated cells with a combination of two drugs at the concentration corresponding to the highest synergistic score area (highlighted by a yellow square in Fig. 7D). Indeed, by combined treatment with 2.5 μM of CQ and 6.25 μM of 5-FU, a significantly greater reduction in cell viability was achieved in *miR-34a/b/c-KO* cells than in *WT* cells (Fig. 7E). Therefore, the 5-FU-resistance of CRC cells with defects in the p53/miR-34a/b/c pathway may be alleviated by combining 5-FU-based treatment with CQ.

### Clinical relevance of *miR-34a/b/c-KO*-derived gene signatures

Next, we explored the relation of *miR-34a/b/c-KO*-derived signatures with the chemotherapeutic response of CRC cells by interrogating the Genomics of Drug Sensitivity in Cancer (GDSC) datasets [42]. For this, we defined two *miR-34a/b/c-KO*-derived signatures (*ΔmiR-34_*Up and *ΔmiR-34_*Down), which comprise the significantly up- and downregulated genes in *miR-34a/b/c-KO* cells compared to *WT* cells (Table S7). Single sample *miR-34a/b/c-KO*-derived signature scores of CRC cell lines were computed by the GSVA algorithm in an unsupervised manner. Interestingly, the *ΔmiR-34_*Up signature score showed a significant, positive association with the IC50 values of 5-FU in CRC cell lines, whereas *ΔmiR-34_*Down signature score showed no significant association (Fig. 8A). Therefore, the observed resistance of *miR-34a/b/c*-deficient HCT116 cells to 5-FU may also be found in other CRC cell lines that exhibit a similar expression pattern.

**Fig. 8:**
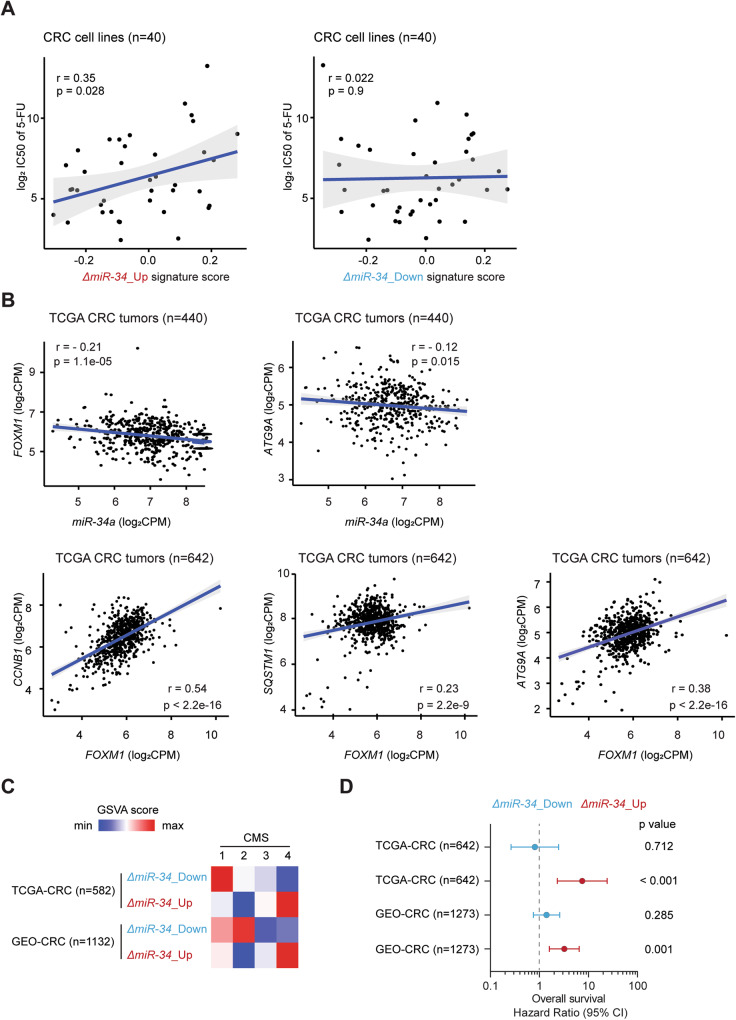
Clinical association analysis of selected genes and *miR-34a/b/c-KO*-derived gene signatures. **A** Scatter plots showing the correlations of the indicated *miR-34a/b/c-KO*-derived signatures scores with IC50 values of 5-FU in CRC cell lines. Two-sided Pearson correlation coefficient r and *p* values are indicated. **B** Scatter plots showing correlations between selected gene expressions in the TCGA-CRC patient cohort. Pearson correlation coefficient r and *p* values are indicated. **C** Associations between *miR-34a/b/c-KO*-derived signatures scores with CMS subtypes in the indicated CRC patient cohorts. **D** Cox regression model analysis of the associations between *miR-34a/b/c-KO*-derived signatures scores with overall survival in the indicated CRC patient cohorts.

Next, we analyzed whether the regulatory relationships between *miR-34*, *FOXM1*, *p62* and *ATG9A* identified above are conserved in primary CRCs. For this, we analyzed RNA expression data deposited in the TCGA database (TCGA-CRC) (n = 642) [43]. Expression of mature miR-34a displayed a significantly negative correlation with both *FOXM1* and *ATG9A*, whereas *FOXM1* showed a significantly positive correlation with *p62* and *ATG9A* as well as *CCNB1* (Fig. 8B), a bona fide FOXM1 target. Therefore, the FOXM1-mediated regulation of *p62* and *ATG9* is presumably conserved in primary CRCs. Taken together, these results suggest that the regulation of autophagy by miR-34a via repression of FOXM1 may be relevant in primary CRCs.

Finally, we sought to determine whether the *miR-34a/b/c-KO*-derived gene signatures are associated clinical parameters in primary CRC patient cohorts. Samples from the TCGA-CRC and a large, integrated GEO-CRC (n = 1273) patient cohort [44] were included in this analysis. *MiR-34a/b/c-KO*-derived signature scores of CRC patient samples were again computed by the GSVA algorithm. In line with the repression of EMT by miR-34 [45], *ΔmiR-34_*Up signature scores were highest in CMS4 (Fig. 8C), the consensus molecular subtype (CMS) characteristic for mesenchymal-like CRCs, which is associated with the worst overall patient survival [6]. Consistent with this finding, a Cox proportional-hazards model analysis showed that *ΔmiR-34_*Up signature scores were significantly associated with poor overall patient survival in both CRC cohorts, whereas *ΔmiR-34_*Down signature scores showed no significant association (Fig. 8D), supporting a tumor suppressive role of miR-34a/b/c. Furthermore, *ΔmiR-34_*Up signature scores were also significantly associated with poor overall patient survival in 17 out of 33 TCGA cancer types (Fig. S9), indicating that these findings may also be relevant to other tumor entities as *p53* and *miR-34a/b/c* inactivation are common in many types of tumors.

## Discussion

Here, we demonstrated a complementary role of *miR-34a* and *miR-34b/c* as only concomitant deletion of both isoforms resulted in significantly reduced suppression of proliferation after p53 activation, enhanced migration, invasion and EMT, as well as reduced sensitivity to chemotherapeutics. The latter was due to increased stress-induced autophagic flux and upregulation of autophagy-related genes after 5-FU treatment, which also resulted in a decreased rate of apoptosis. Furthermore, inhibition of autophagy re-sensitized *miR-34a/b/c-KO* cells to 5-FU. Genome-wide gene expression analysis revealed that deletion of *miR-34a/b/c* in the HCT116 cell line resulted in impaired functions mediated by the gene-repressive effect of the p53-DREAM axis and enhanced autophagy after exposure to 5-FU, which is presumably due to the upregulation of *FOXM1*, a miR-34 target and transcription factor that transactivates key factors involved in cell cycle and autophagy processes. Notably, FOXM1 was required for increased autophagy, presumably by transactivating *p62* and *ATG9A*. Since *ATG9A* is an established *miR-34* target, we propose a feed-forward loop in which *miR-34* represses autophagy by directly targeting *FOXM1* and *ATG9A* mRNAs, as well as by indirectly repressing *p62* and *ATG9A* gene expression via targeting *FOXM1*. Since a gene signature comprised of genes significantly upregulated as a result of the combined deletion of *miR-34a* and *miR-34b/c* was significantly associated with poor prognosis as well as 5-FU resistance, and the combination of chemotherapeutics with autophagy inhibition resulted in synergistic effects in a *miR-34*-deficient context, these findings are presumably of clinical relevance.

The combined inactivation of *miR-34a* and *miR-34b/c* in unstressed HCT116 cells resulted in enhanced migration and invasion, which was accompanied by elevated EMT. These observations were further corroborated by an RNA-Seq analysis, which showed enrichment of EMT pathways in *miR-34a/b/c-KO* cells, and by detection of a significant correlation between *ΔmiR-34_*Up signature score and poor survival of CRC patients. However, singular deletion of either *miR-34a* or *miR-34b/c* showed no significant effects on migration, invasion or EMT. Collectively, these data suggest a complementary role of *miR-34a* and *miR-34b/c* in repressing these processes.

By inactivating *miR-34a* and *miR-34b/c* alone or in combination using a genetic approach, we showed that the combined deletion of *miR-34a* and *miR-34b/c* has a significant effect on promoting stress-induced autophagic flux and reducing sensitivity to chemotherapeutics, whereas abrogation of endogenous expression of either of them was not able to render cells chemo-resistant.

In this study, we employed two approaches to estimate autophagic flux, which is a more reliable measure of autophagy activity than measuring the steady level of LC3 [46, 47]. On one hand, the turnover of LC3-II and p62 was determined to measure autophagy using immunoblotting assays. In addition, cells stably expressing a GFP-LC3-RFP autophagy probe were generated to measure the cumulative degradation of GFP-LC3 in a quantitative manner. By utilizing these two methods, we showed that *miR-34a/b/c*-deficient cells consistently displayed higher autophagic flux when stressed by chemotherapeutics, starvation or endoplasmic reticulum stress. Therefore, *miR-34a/b/c* presumably plays a pivotal role in suppressing stress-induced autophagy.

Genome-wide gene expression profiling analysis revealed an upregulation of autophagy-related pathways in *miR-34a/b/c*-deficient cells after 5-FU treatment, thus corroborating the enhanced autophagic flux observed in *miR-34a/b/c-KO* cells.

Interestingly, we also observed a strongly diminished repression of genes related to cell proliferation in *miR-34a/b/c-KO* cells after 5-FU treatment. A large number of these genes was previously identified as direct targets of the DREAM complex, which suggested a compromised DREAM complex activity in *miR-34a/b/c-KO* cells. Since the DREAM complex can regulate both E2F targets via binding to E2F binding sites, as well as FOXM1 targets via binding to CHR binding sites [48], the repression of both E2F and FOXM1 targets was also abrogated in *miR-34a/b/c-KO* cells. Interestingly, miR-34 regulates several upstream signaling components that affect DREAM activity, which showed either diminished repression or upregulation in *miR-34a/b/c-KO* cells after 5-FU treatment, such as CCNE1 (Cyclin E1) [49] and CCNE2 (Cyclin E2) [50]. Upregulation of CCNE1 and CCNE2 by the loss of *miR-34a/b/c* would presumably increase phosphorylation of p130 via CDK2 and result in disassembly of the DREAM complex [48].

Interestingly, we noted that miR-34a/b/c and the DREAM complex share a substantial proportion of targets and presumably cooperatively suppress these genes after p53 activation. Among these were several transcription factors that affect DREAM complex function, such as MYBL2 (B-MYB) [51], E2F1 [51], as well as FOXM1 [52], which are direct targets of miR-34 that showed upregulation in *miR-34a/b/c-KO* cells after 5-FU treatment. 

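*MYBL2* (chromosome 20, 43667019 to 43716495) was expressed at 106.5 ± 9.23 CPM in *WT* cells and 78.8 ± 2.58 CPM in *miR-34a/b/c-KO* cells treated with DMSO (SD, n = 3), and at 82.3 ± 12.2 CPM (SD, n = 2) and 121 ± 2.42 CPM (SD, n = 3) after 5-FU. Its log2 fold change after 5-FU was −0.37 in *WT* cells (FDR 0.000881, edgeR) and 0.62 in *miR-34a/b/c-KO* cells (FDR 1.56e-06, edgeR), and the interaction was 0.99 (SE 0.11, FDR 8.76e-06, edgeR). With 1 library left out, the change in *WT* cells ranged from −0.533 to −0.224. After 5-FU, *MYBL2* was higher in *miR-34a/b/c-KO* cells by 0.56 (SE 0.08, FDR 3.22e-05, edgeR), which is below the minimum fold change, and by 0.72, above it, without replicate 2 of *WT* cells treated with 5-FU. *E2F1* (chromosome 20, 33675477 to 33686385, minus strand) was expressed at 47.0 ± 1.43 and 41.8 ± 2.87 CPM (SD, n = 3) in DMSO, and at 25.7 ± 4.68 CPM (SD, n = 2) in *WT* cells and 49.1 ± 1.56 CPM (SD, n = 3) in *miR-34a/b/c-KO* cells after 5-FU. It decreased by 0.87 in *WT* cells (SE 0.09, FDR 7.69e-07, edgeR) and changed by 0.23 in *miR-34a/b/c-KO* cells (FDR 0.0212, edgeR), with an interaction of 1.10 (SE 0.12, FDR 1.26e-05, edgeR). After 5-FU it was higher in *miR-34a/b/c-KO* cells by 0.93 (SE 0.09, FDR 7.98e-07, edgeR). With the RUVg factor the changes of *MYBL2* and *E2F1* in *miR-34a/b/c-KO* cells were −0.58 and −2.36. As that factor was 98.2% between treatments, these values are no estimates of a fold change.

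**Figure D2:**
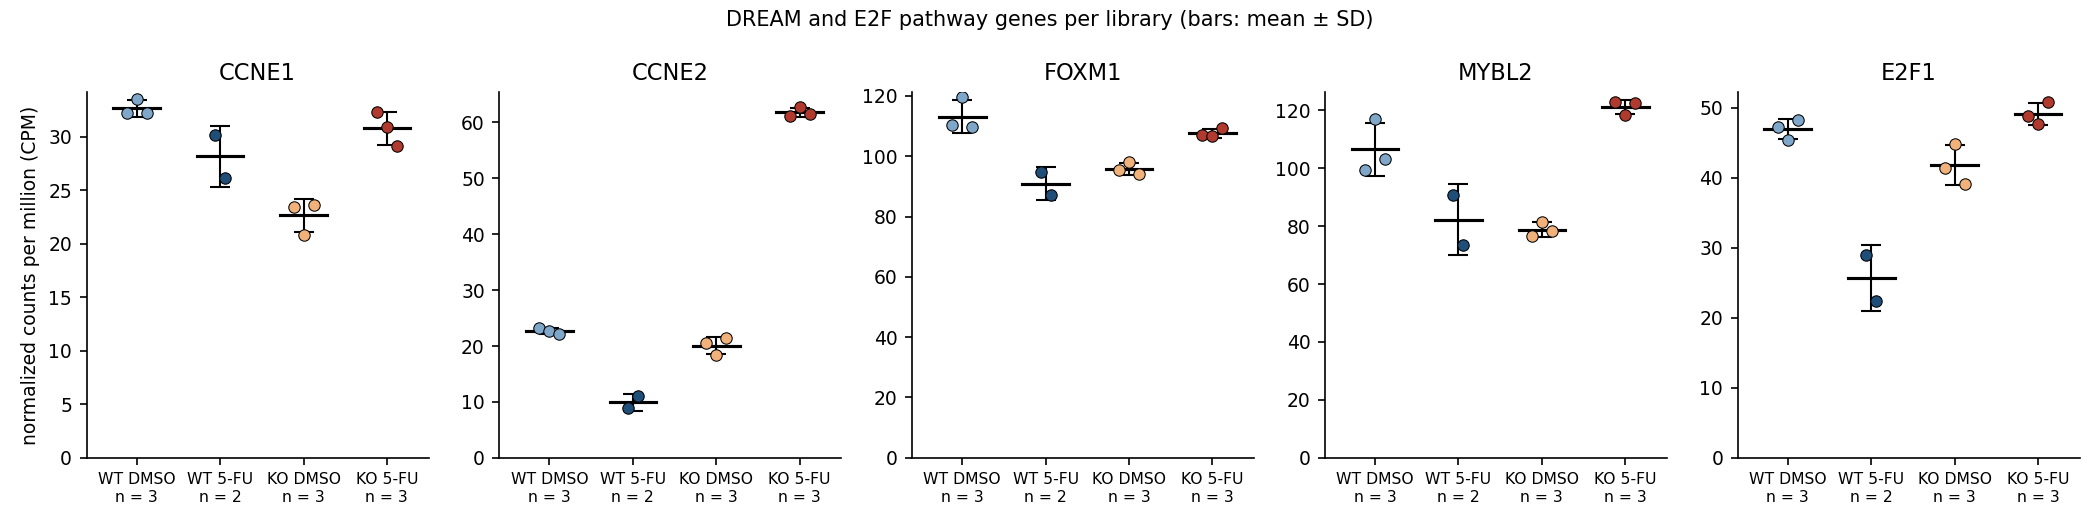
Expression (y axis, CPM, from 0) of *CCNE1*, *CCNE2*, *FOXM1*, *MYBL2* and *E2F1* in each of the 11 libraries (points), by genotype and treatment (x axis), with the mean and SD of each state. After 5-FU all libraries of *miR-34a/b/c-KO* cells lie above both libraries of *WT* cells for *CCNE2*, *FOXM1*, *MYBL2* and *E2F1*, while those for *CCNE1* overlap.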

Upregulation of B-MYB by the loss of *miR-34a/b/c* presumably competes with DREAM complex for the MuvB complex and facilitate the formation of B-MYB-MuvB-FOXM1 complex since binding of B-MYB to MuvB is necessary for recruiting FOXM1 [53]. Moreover, the upregulation of E2F1 in *miR-34a/b/c-KO* cells likely counteracts the repression of E2F targets by DREAM.

FOXM1 represents a key factor for cell cycle progression [48], as well as a prognostic marker of CRC [54]. The *miR-34*-dependent upregulation of FOXM1 in *miR-34a/b/c-KO* cells after 5-FU treatment presumably competed with the DREAM complex for the MuvB core complex, thereby switching the MuvB-based complexes from DREAM repressor to B-MYB-MuvB-FOXM1 activators and exerting opposite functions [27, 48]. Taken together, the combinatorial effects of loss of *miR-34a/b/c* on these regulations are likely contribute to either abrogated repression or activation of DREAM, E2F and FOXM1 target genes after activation of p53.

Moreover, FOXM1 is a known inducer of autophagy [35, 36], a target of miR-34a [52] and presumably a prominent effector of *miR-34* in this context. Here, we showed that FOXM1 is also directly targeted by miR-34b and miR-34c. The elevated autophagy resulting from the deletion of *miR-34a/b/c* is presumably, at least in part, caused by the upregulation of FOXM1 as depletion of FOXM1 significantly repressed autophagic flux, whereas ectopic expression of FOXM1 significantly induced autophagic flux.

Here, we showed that FOXM1 induced autophagy, presumably through transactivating its target genes, *SQSTM1/p62* and *ATG9A*. P62 is one of the most prominent autophagy receptors [55]. Importantly, p62 is at the crossroads of autophagy and the ubiquitin-proteasome system, linking these two major quality control systems responsible for degradation of proteins and organelles in eukaryotic cells via its LC3-binding domain and ubiquitin-associated domain respectively [56]. The upregulation of *p62* by the de-regulation of *miR-34*/*FOXM1* axis presumably not only increases autophagy, but also affects the proteasome system, which could perturb cellular homeostasis. ATG9A is the only transmembrane protein of the core autophagy machinery [57]. ATG9A-containing vesicles form seeds that establish contact sites to facilitate the de novo formation of autophagosomes [58, 59]. Thus, the *miR-34*-dependent downregulation of ATG9A may presumably impair autophagosome formation and expansion, and thereby inhibit autophagy. Importantly, the expression of mature miR-34a showed a negative correlation with *FOXM1* and *ATG9A*, whereas *FOXM1* displayed a significant, positive correlation with *p62* and *ATG9A* expression in the TCGA-CRC patient cohort, indicating that such regulatory connections may also exist in primary CRCs.

CQ (chloroquine) and its derivative hydroxy-chloroquine are drugs widely used to treat malaria [60], amebiasis [61] and rheumatic diseases [62]. Importantly, CQ is a potent autophagy inhibitor that blocks autophagy at a late step by preventing autophagosome and lysosome fusion [63] and was therefore tested in clinical trials for use as an anti-tumor drug [64, 65]. Interestingly, CQ was shown to potentiate the cytotoxicity of 5-FU in colon cancer and pancreatic cancer cell lines [66, 67]. Here, we showed that a combination of 5-FU and CQ resulted in a synergistic effect specifically in a *miR-34*-deficient context whereas an additive effect was observed in *miR-34a/b/c*-proficient CRC cells. Therefore, the inactivation of *miR-34a/b/c* may sensitize tumor cells to autophagy inhibition. In the future, it should be tested whether combinations of other autophagy inhibitors and 5-FU-related drugs also elicit a synergistic toxicity towards tumor cells with defects in the p53/*miR-34a/b/c* pathway.

## Materials and methods

### Cell culture and treatments

The colorectal cancer cell lines HCT116, SW480 and HCT15 were cultured in McCoy’s 5A medium, with 10% fetal bovine serum and 1% penicillin/streptomycin, at 5% CO_2_ and 37 °C. For conditional *pri-miR-34a* expression from pRTR vectors, doxycycline (Sigma-Aldrich, St. Louis, MO) was dissolved in water and used at a final concentration of 100 ng/ml. To select for cells harboring pRTR vectors, cell pools were cultured at a final concentration of 4 μg/ml puromycin. pCW57.1-FOXM1c (obtained from Addgene, a gift from Adam Karpf; Plasmid #68810) was used to ectopically express FLAG-tagged human FOXM1c in cells in a doxycycline-inducible manner [68]. Hsa-miR-34a/b/c-5p mimics and corresponding negative control mimics were purchased from Qiagen (Hilden, Germany). FlexiTube GeneSolution GS2305 for FOXM1 (consisting of a pool of 4 different siRNAs for FOXM1) and control siRNAs were purchased from Qiagen (Hilden, Germany). Two siRNAs (#s35505 and #s35506) targeting ATG9A and the corresponding negative control siRNAs were purchased from ThermoFisher Scientific (Waltham, MA, USA).

### RNA isolation and real-time polymerase chain reaction (qPCR) analysis

Total RNA from cultured cells was isolated using High Pure RNA Isolation Kit (Roche) according to manufacturer’s protocol. One microgram total RNA was then used to generate cDNA using Verso cDNA Synthesis Kit (Thermo Scientific). qPCR analysis of mRNA was performed using LightCycler 480 (Roche) and the Fast SYBR Green Master Mix (Applied Biosystems). Mature miRNAs were isolated using miRNeasy Mini Kit (QIAGEN). Sequence information of the primers is provided in Table S3.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) in HCT116 cells was performed according to protocol provided in the iDeal ChIP-qPCR kit (Diagenode, Belgium). The sequence information of the qChIP primers used here is provided in Table S4. 16q22 region was used as a negative control in qChIP assay, which is devoid of enriched FOXM1 signal (Fig. S7F) as determined by public FOXM1 ChIP-seq data from the Cistrome Data Browser [40].

### CRISPR-Cas9-mediated deletion of *miR-34*

Two single-guide RNAs (sgRNAs) targeting flanks of pre-miRNA encoding locus (Table S1) were designed using the CRISPR design tool at benchling.com. Each of them was cloned via two complementary DNA oligonucleotides into the *Bbs*I sites of pSpCas9(BB)-2A-GFP [69] to generate sgRNA expression plasmids, as described previously [70]. HCT116 cells were then transfected with 2.5 μg of each sgRNA-pSpCas9(BB)-2A-GFP plasmid, or transfected with “empty” pSpCas9(BB)-2A-GFP harboring no sgRNA. After transfection for 48 h, GFP-positive cells were sorted into 96-wells using a FACSARIA cell sorter (BD Biosystems) and expanded as single-cell clones for two weeks. Cells transfected with “empty” pSpCas9(BB)-2A-GFP vectors were treated in a similar manner to obtain wild-type single-cell clones. Subsequently, genomic DNA of individual single-cell clones were screened by genotyping PCR for appropriate deletions of pre-miRNA encoding regions using two pairs of genotyping screening primers listed in Table S2. Clones with deletion of both pre-miRNA encoding alleles were analyzed by qPCR to confirm the loss of mature miRNAs expression.

### Modified Boyden-chamber assay

Migration and invasion assays using modified Boyden-chambers were performed as described previously [16]. In brief, 1 × 10^5^ cells in serum-free medium were seeded in the upper chamber (8.0 μM pore size membrane; Corning), whereas medium containing 10% fetal bovine serum was placed in lower chamber as chemoattractant. For migration assay, cells were cultured for 24 h. For invasion assay, chamber membrane was first coated with 100 μl Matrigel matrix (Corning) at a concentration of 300 μg/ml in serum-free medium. Subsequently, cells were seeded and cultured for 48 h. Subsequently, non-motile cells at the top of the filter were removed and the cells in the bottom chamber were fixed with ice-cold methanol for 20 min at room temperature and stained with 0.5% crystal violet for 30 min. Fold change of migrated cells were calculated by normalizing to corresponding control groups.

### Wound healing assay

Cell-free gap was created by seeding and culturing cells in Culture-inserts (80241; IBIDI, Martinsried, Germany) until confluent cell monolayer was formed. Cells were treated with 10 μg/mL mitomycin C (M4287; Sigma-Aldrich, Germany) for 2 h before removing Culture-inserts to create cell-free gap. After washing twice with HBSS to remove mitomycin C and detached cells, cells were filled with medium. The cell-free gap was monitored immediately and after 36 h by phase contrast microscope and corresponding pictures were taken.

### Western blot analysis

Cells were lysed in RIPA lysis buffer with complete mini protease inhibitors (Roche, Basel, Switzerland) and PhosSTOP Phosphatase Inhibitor Cocktail Tablets (Roche). Lysates were sonicated and then centrifuged at 13,000 rpm for 20 min at 4 °C. Protein concentration was measured with BCA Protein Assay Kit (Thermo Fisher Scientific) according to manufacturer’s instructions. 30 μg protein per lane were separated by 12% SDS-PAGE gels and transferred to PVDF membranes (Millipore). ECL (Millipore) system was used and imaged through LI-COR Odyssey FC imaging system (Bad Homburg, Germany). Western blot signals were quantified using Image Studio (LI-COR). Antibodies are list in Table S5.

### Apoptosis detection with FITC Annexin V staining

Apoptosis analysis was carried out by flow cytometry with FITC Annexin V Apoptosis Detection Kit I (556547; BD Pharmingen™) according to manufacturer’ instructions. In brief, supernatant containing apoptotic cells was collected before harvesting cells by trypsinization (EDTA-free). Cells were then washed twice and resuspended in 1× binding buffer at a concentration of 1 × 10^6^ cells/ml. One hundred microloters of solution (1 × 10^5^ cells) were incubated with 5 µl of FITC Annexin V and 5 µl Propidium Iodide (PI) for 15 min at room temperature in the dark before adding 400 µl of 1× binding buffer. Samples were analyzed within 1 h by flow cytometry using an Accuri C6 flow cytometry instrument (BD Biosciences).

### Apoptosis evaluation with cell cycle analysis by Propidium Iodide staining

Cells were seeded in 6-well plates at a density of 2 × 10^5^ cells per well. After 24 h, cells were treated as indicated for 48 h. Both supernatant and attached cell fractions were collected and combined. Cells were washed twice with HBSS and fixed with ice-cold 70% ethanol overnight at −20°C. Fixed samples were washed once with HBSS and then resuspended by Propidium Iodide (PI) staining solution. Cell-cycle distribution was measured using an Accuri C6 flow cytometry instrument (BD Biosciences) and analyzed with the CFlow software. Sub-G1 cell population represents apoptotic cells.

### Cell viability assay

Cell viability was determined by Cell Counting Kit-8 (CCK-8) (Dojindo EU GmbH) according to manufacturer’s instructions. Briefly, 3000 cells per well were seeded into 96-well plates and treated with the indicated cytostatic agents for the indicated durations. 10% CCK-8 solution was added to each well at end point and incubated for 2 h. Absorbance was measured at 450 nm on a Berthold Orio II Microplate Luminometer (Berthold, Bad Wildbad, Germany). GraphPad Prism (v9.31; GraphPad Software, USA) was used to generate dose-response curves and estimated corresponding half-maximal inhibitory concentration (IC50) values of indicated drugs.

### Assessment of cell proliferation by real‑time impedance measurement

Cell proliferation was determined by real-time cellular impedance measurement using a xCELLigence Real-Time Cell Analyzer (RTCA) (Roche Diagnostics GmbH, Penzberg, Germany) as described previously [71]. Cells were seeded at a density of 3000 cells per well of the E-plate and treated as indicated after 24 h. Impedance was measured every 60 min for 96 h and reported as a dimensionless parameter called Cell Index by RTCA software . The magnitude of Cell Index is dependent on cell number, cell morphology and cell size and on the strength of cell adherence to the substrate coating the plate [72]. Because the Cell Index does not solely depend on cell number, the results of impedance measurements were validated by end-point cell number counting. Therefore, cells were simultaneously seeded into 96-well plates and treated in the same manner. Cells at the end point were counted using a Neubauer-chamber.

### Autophagic flux assay with GFP-LC3-RFP probe

Cells stably expressing GFP-LC3-RFP were generated by transfected of a GFP-LC3-RFP plasmid (obtained from Addgene, a gift from Noboru Mizushima; Plasmid #84573) with lipofectamine LTX (Invitrogen) followed by puromycin selection for two weeks. Cells were stressed as indicated and subjected to flow cytometry analysis using an Accuri C6 instrument (BD Biosciences) to assess GFP and RFP fluorescence intensities.

### RNA-Seq analysis

Total RNAs from HCT116 cells were isolated using a High Pure RNA Isolation Kit (Roche) with an on-column DNase digestion according to the manufacturer’ protocol. Random primed cDNA libraries were constructed and sequenced using the NovaSeq 6000 (Illumina, San Diego, CA, USA) platform by GATC (Konstanz, Germany). Each sample was covered by at least 30 million paired-end read pairs of 150 bp length. RNA-Seq FASTQ files were processed using the RNA-Seq module implemented in the CLC Genomics Workbench v20.0.2 software (Qiagen Bioinformatics, Dusseldorf, Germany) and mapped to the GRCh38/hg38 human reference genome and its associated gene and transcript annotation (ENSEMBL) using the settings mismatch cost = 2, insertion cost = 2, deletion cost = 3, length fraction = 0.8, and similarity fraction = 0.8. RNA-Seq data were filtered to exclude weakly expressed transcripts with less than 20 mapped exon reads in all samples from the analysis and subjected to upper quartile normalization using the R/Bioconductor RUVSeq (remove unwanted variation from RNA-Seq data, Version 1.18.0) package [73]. Differential gene expression analysis was performed with DESeq2 (Version 1.24.0) [74] after normalization using the RUVg approach to remove variation between RNA samples resulting from differences in library preparation. Principal component analysis (PCA) was performed using the PCA functionality of the EDASeq R package as implemented in RUVSeq. For the identification of miR-34 targets, we used recently published lists of miR-34 targets and of the top 1000 ranked miR-34a targets, which were generated using the METAmiR34TARGET website [37]. Pathway over-representation analysis (ORA) using a hypergeometric testing method was performed via the enricher function implemented in clusterProfiler 4.0 [75]. Gene sets were obtained from the Molecular Signatures database (MSigDB) [76]. AUTOPHAGY_CORE gene set was obtained from Bordi M et al. [77]. Sample-wise variations of different pathway activities were estimated in a non-parametric, unsupervised manner via the GSVA package [28]. EdgeR was used to test the interaction effects between genotype and treatment condition and determine the set of mRNAs showing genotype-dependent differences in regulation after 5-FU treatment [78].

### Analysis of gene expression and clinical data from public databases

For the analysis of human colorectal cancer (CRC) samples, we retrieved expression and clinical data of the TCGA-CRC samples from GDC portal [79] and a large integrated CRC samples from GEO repository [44]. CMS (consensus molecular subtypes) [6] classifications of CRC samples were determined using the CMScaller R package v.2.0.1 [80]. 5-FU sensitivity data of CRC cell lines were obtained from the Genomics of Drug Sensitivity in Cancer (GDSC) database [42], and corresponding gene expression data of CRC cell lines were obtained from the Cancer Cell Line Encyclopedia (CCLE) [81]. The Cox proportional-hazards regression model was applied to investigate the hazard ratio for assessing the association between patients’ overall survival time and *miR-34-a/b/c-KO*-derived signatures scores in CRC patient cohorts.

### 3′-UTR dual reporter assay

The full length human *FOXM1* 3′-UTR was PCR-amplified from cDNA obtained from HCT116 cells. The PCR product was cloned into pGL3-control-MCS [82]. To delete the miR-34a/b/c-5p seed-matching sequence (SMS) in the *FOXM1* 3′-UTR a QuikChange II XL Site-Directed Mutagenesis Kit (Stratagene, San Diego, CA, USA) was used according to the manufacturer’s instructions. All plasmids were verified by Sanger sequencing. The oligonucleotides used for cloning and mutagenesis were listed in Table S6. For the dual reporter assays, HCT116 *miR-34a/b/c-KO* cells were seeded into a 12-well plate at 3 × 10^4^ cells/well and cultivated for 24 h before transfection. Transfections were performed using HiPerFect Transfection Reagent (Qiagen) with 10 nM of indicated miRNA mimics and 100 ng of indicated reporter vectors and 20 ng Renilla plasmid as normalization control. After 48 h of incubation with the indicated treatments, luciferase activity was measured with a Dual Luciferase Reporter assay kit (Promega) according to manufacturer’s instructions using an Orion II Microplate Luminometer (Berthold, Germany) and the Simplicity software package.

### Drug combination synergy scores analysis

To analyze the synergistic effects of the combination between CQ and 5-FU, synergy scores were calculated by SynergyFinder 2.0 [41] with the Loewe model [83], using the dose-response matrix derived from cell viability assays.

### Statistical analysis

Statistical analyses were performed with Prism 9 (GraphPad Software, San Diego, CA, USA) or R (version 4.2.2). Each set of experiments was repeated at least three times. Student’s t test (unpaired, two-tailed) was used to determine statistical significance of differences between two groups of samples. *P* values less than 0.05 were considered statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; n.s. not significant). Benjamini–Hochberg method was used to adjust for multiple testing error and calculate false discovery rate (FDR).

## Supplementary information

Supplemental Material

## Data Availability

RNA expression profiling data obtained in this study were deposited in the Gene Expression Omnibus website (accession no. GSE227230). All data, analytic methods, and study materials will be made available to other researchers upon reasonable request.

# Supplementary material for: CRISPR/Cas9-mediated inactivation of miR-34a and miR-34b/c in HCT116 colorectal cancer cells: comprehensive characterization after exposure to 5-FU reveals EMT and autophagy as key processes regulated by miR-34
**Source:** Cell Death Differ. 2023 Jul 24;30(8):2017–34. doi: 10.1038/s41418-023-01193-2
**Supplement:** Supplementary file 1 — Supplemental Material

## Supplementary Material

**CRISPR/Cas9-mediated inactivation of *miR-34a* and *miR-34b/c* in HCT116 colorectal cancer cells: comprehensive characterization after exposure to 5-FU reveals EMT and autophagy as key processes regulated by miR-34**

Zekai Huang, Markus Kaller and Heiko Hermeking

### Inventory of Supplementary Material:

#### Supplementary Figure 1

Related to Figure 1

Schematic illustrations of deleting *miR-34* using a CRISPR-Cas9 approach and genotyping screening results

#### Supplementary Figure 2

Related to Figure 1

#### Supplementary Figure 3

Related to Figure 2

Dose-response curves and flow cytometric analysis of FITC Annexin V and PI staining after chemotherapeutics treatment

#### Supplementary Figure 4

Related to Figure 2

Flow cytometric analysis of cells stably expressing GFP-LC3-RFP

#### Supplementary Figure 5

Related to Figure 3

#### Supplementary Figure 6

Differential expression of autophagy-related miR-34 targets after deletion of *miR-34a/b/c*

#### Supplementary Figure 7

Related to Figure 6

#### Supplementary Figure 8

Related to Figure 7

Analysis of si-ATG9A pools efficiency

#### Supplementary Figure 9

Related to Figure 8

Cox regression model analysis of the associations between  $\Delta miR-34\_Up$  signature score with overall patient survival in the indicated TCGA pan-cancer patient cohorts

#### Supplementary Figure 10

Original Western blots (Uncropped membranes)

#### Supplementary Table 1

Sequence information for guide RNAs used for *miR-34a/b/c* deletion

#### Supplementary Table 2

Sequence information for genotyping primers used for selecting *miR-34a/b/c* homozygous deletion

#### Supplementary Table 3

Oligonucleotides used for qPCR

#### Supplementary Table 4

Oligonucleotides used for qChIP

#### Supplementary Table 5

List of antibodies

#### Supplementary Table 6

Oligonucleotides used for reporter plasmids

#### Supplementary Table 7

List of mRNAs significantly regulated in HCT116 *miR-34a/b/c*-KO cells when compared to *WT* cells

#### Supplementary Table 8

List of mRNAs significantly regulated in HCT116 *WT* cells when treated with 5-FU

#### Supplementary Table 9

List of mRNAs significantly regulated in HCT116 *miR-34a/b/c*-KO cells when treated with 5-FU

#### Supplementary Table 10

List of mRNAs to generate the K-means clustering heatmap

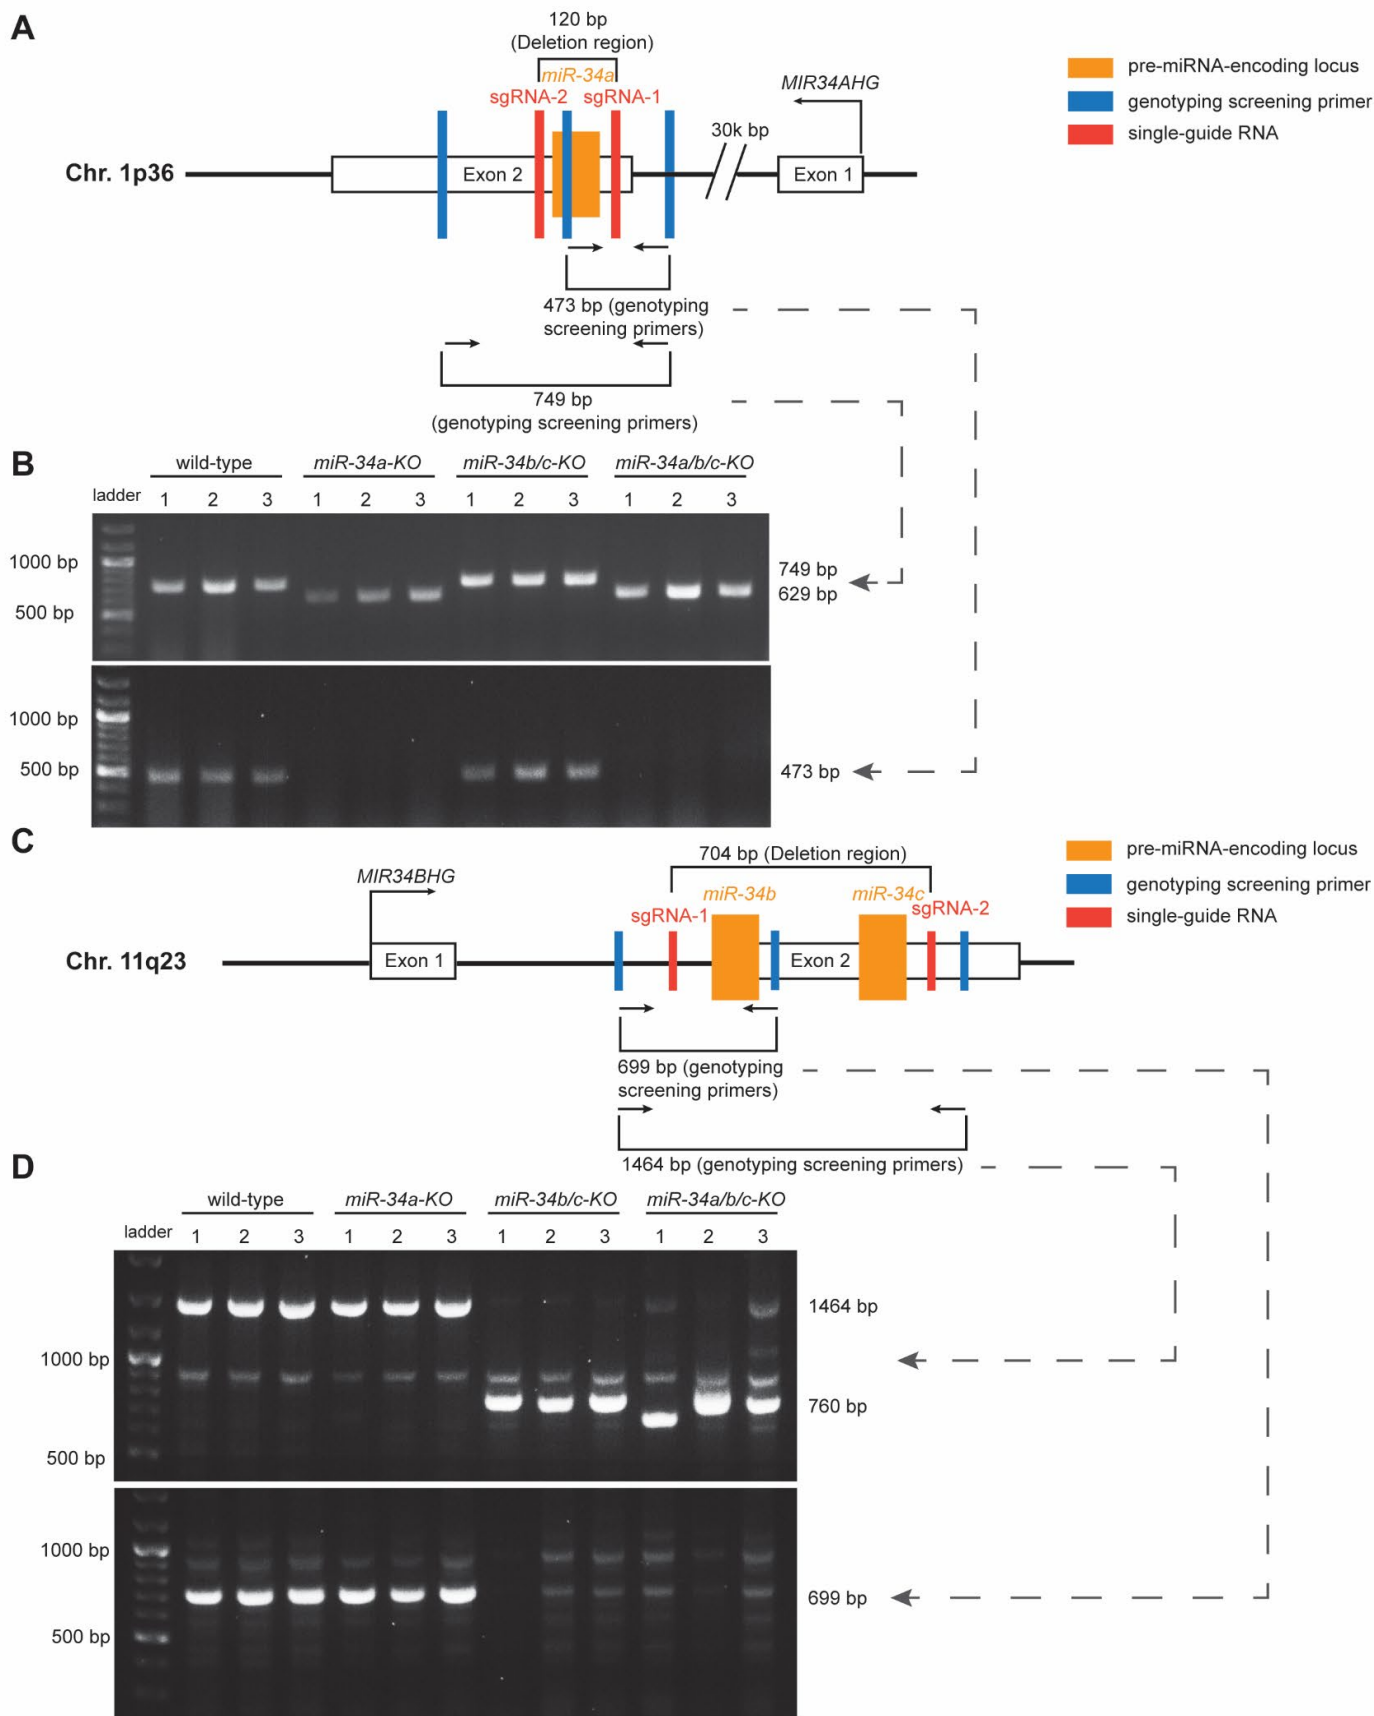

**Figure S1. Schematic illustrations of deleting *miR-34* using a CRISPR-Cas9 approach and genotyping screening results.** (A) Schematic of *miR-34a* genomic location and deletion of the mature *miR-34a* encoding region using a CRISPR-Cas9 approach. *MIR34a* encoding locus is indicated by an orange column and two single-guide RNAs (sgRNAs) targeted regions are shown by red columns. Three genotyping screening primers indicated in blue were designed to determine cells with homozygous *miR-34a* deletion. (B) Genotyping results of deletion of the *miR-34a* locus. Intact *miR-34a* locus displayed 749 bp bands while deletion of it showed 629 bp bands (upper panel). The absence of *miR-34a* locus was confirmed by the failure to detect the 473 bp products (lower panel). (C) Schematic of *miR-34b* and *miR-34c* genomic locations and deletion of the mature *miRNAs* encoding regions using a CRISPR-Cas9 approach. *MIR34b* and *MIR34c* encoding loci are indicated by orange columns and two single-guide RNAs (sgRNAs) targeted regions are shown by red columns. Three genotyping screening primers indicated in blue were designed to determine cells with homozygous *miR-34b/c* deletion. (D) Genotyping results of the deletion of *miR-34b/c* loci. Intact *miR-34b/c* loci displayed 1464 bp bands while deletion of them showed 760 bp bands (upper panel). The absence of *miR-34b/c* loci was confirmed by the failure to detect the 699 bp products (lower panel).

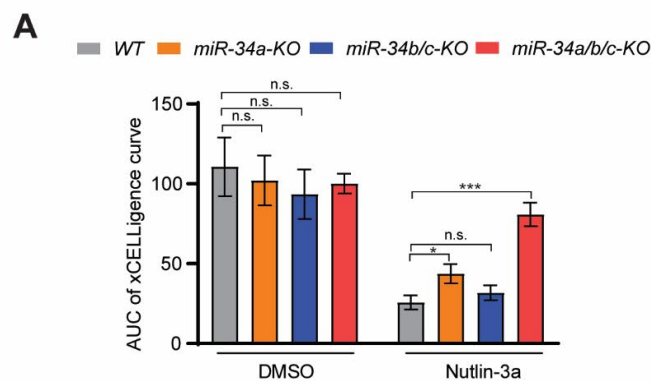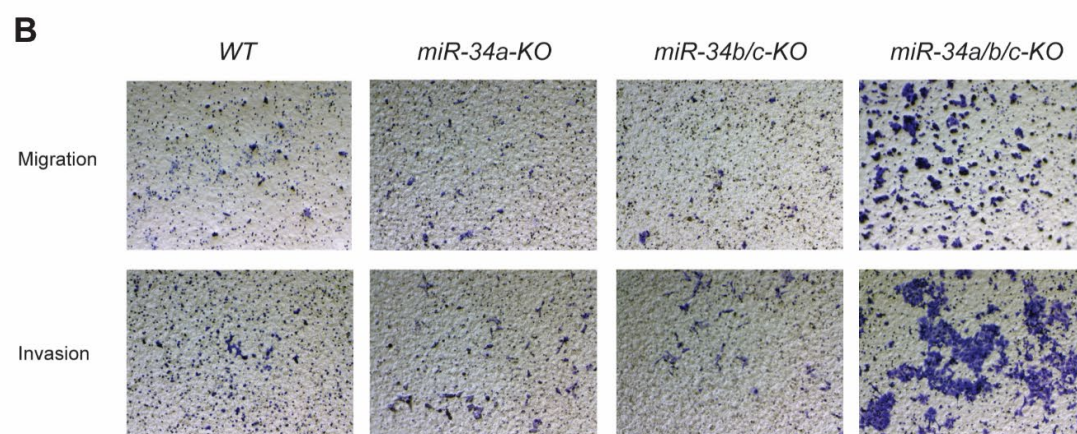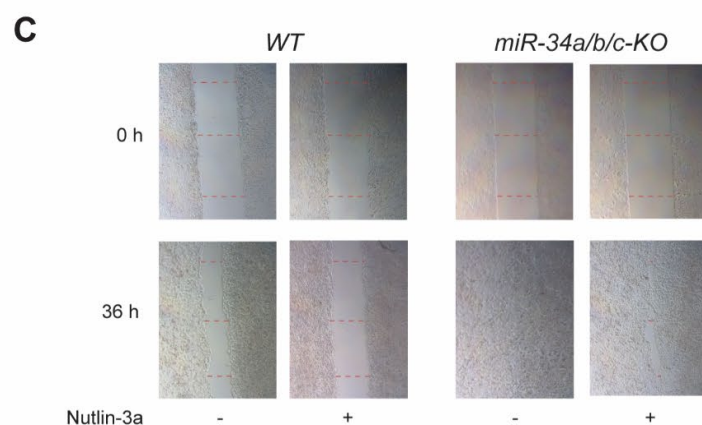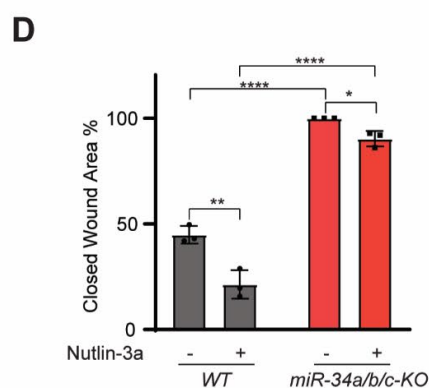

**Figure S2.** (A) Bar plot showing the AUC (area under the curve) of the xCELLigence growth curves shown in Fig. 1D. (B) Representative images of cellular migration and invasion capacity determination using Boyden-chamber assays. (C) Representative images of cellular migration capacity determination of indicated cells treated with DMSO or Nutlin-3a using wound healing assays. (D) Quantification of wound healing assay results in C. Results are presented as the mean  $\pm$  SD ( $n = 3$ ) for A and D with \*:  $p < 0.05$ , \*\*:  $p < 0.01$ , \*\*\*:  $p < 0.001$ , \*\*\*\*:  $p < 0.0001$ , n.s.: no significance.

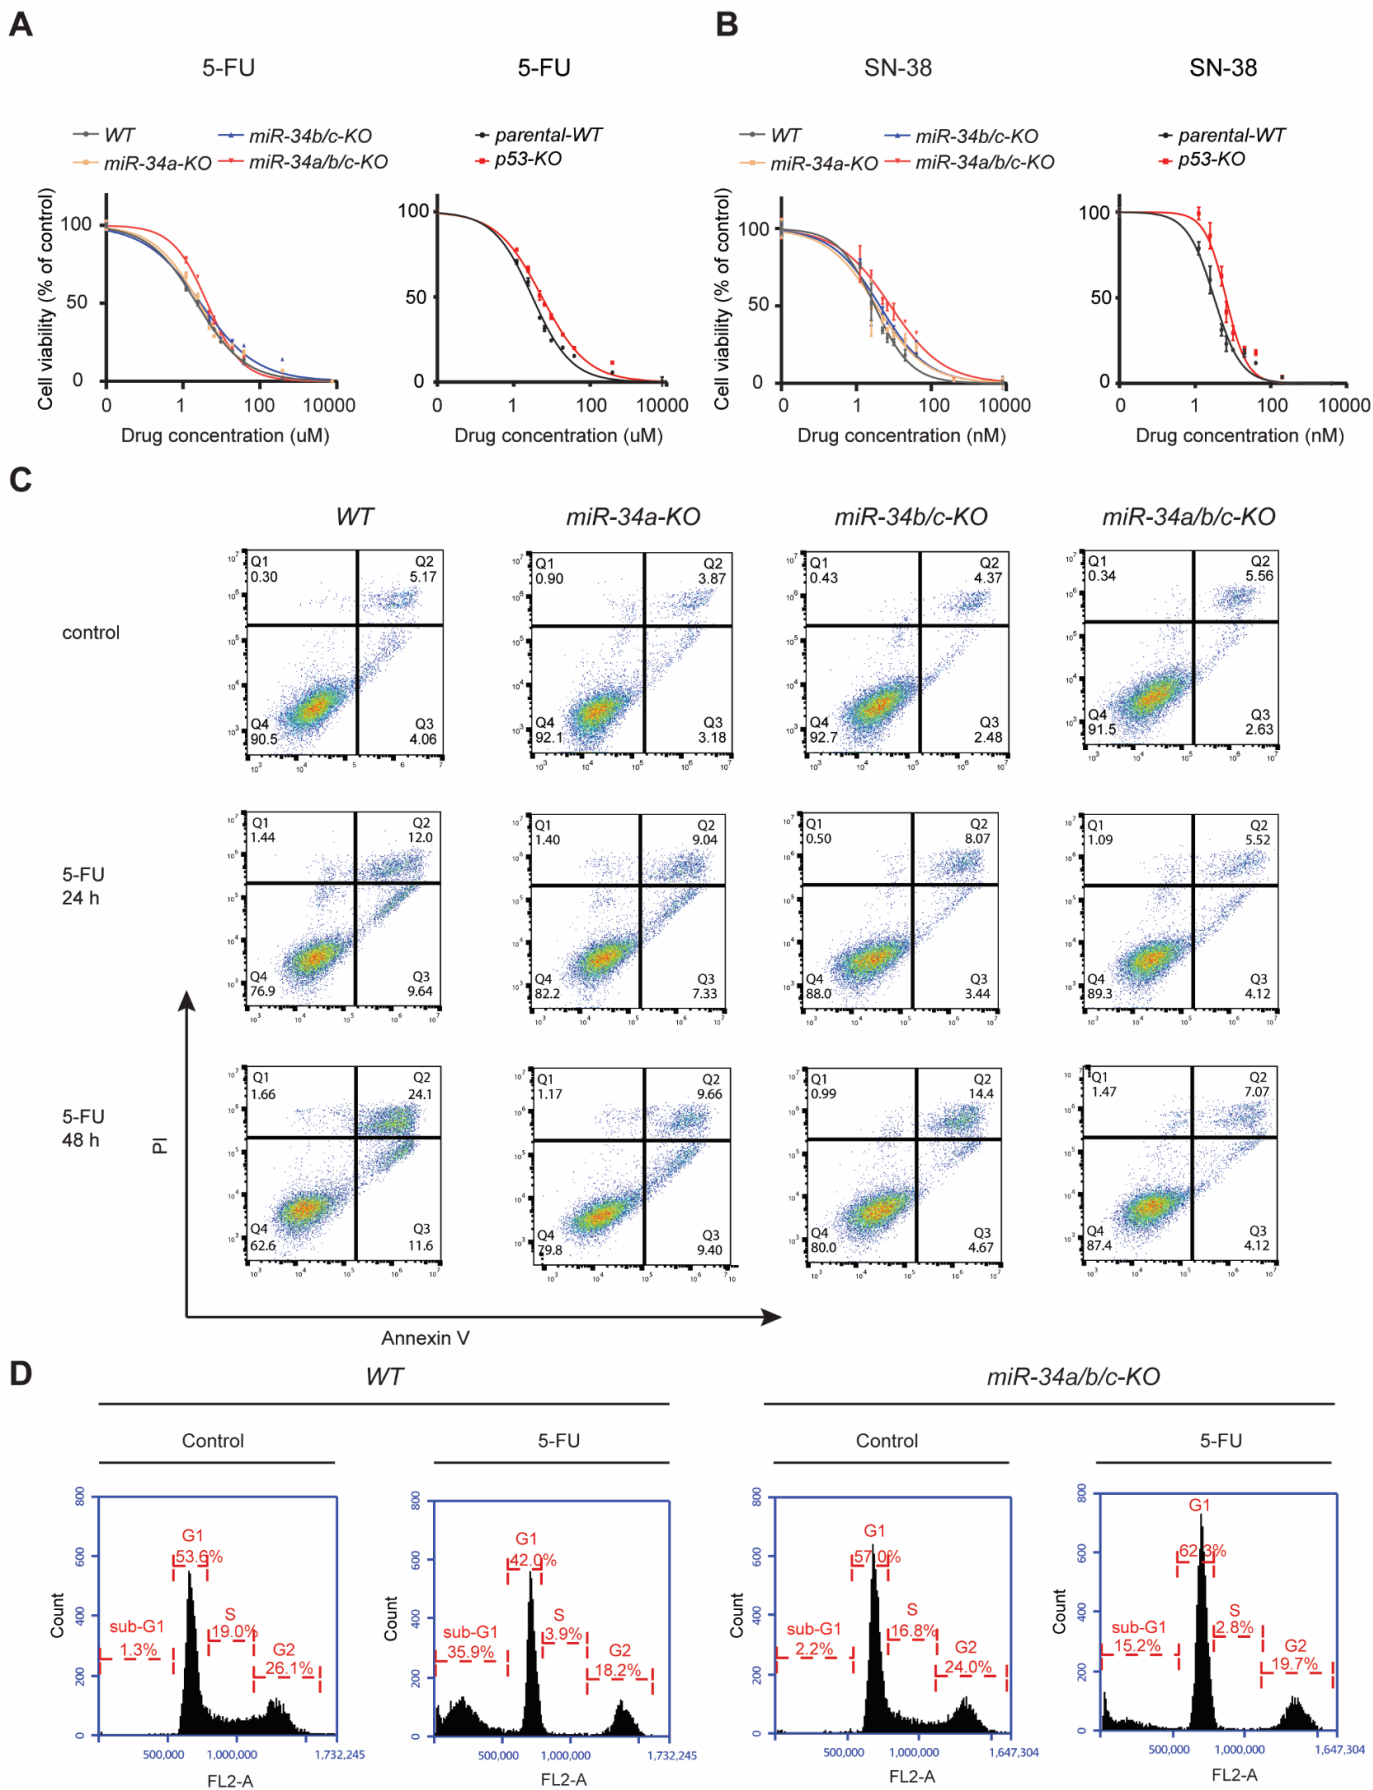

**Figure S3. Dose-response curves and flow cytometric analysis of FITC Annexin V and PI staining after chemotherapeutics treatment. (A, B)** Representative dose-response curves of HCT116 cells with various *miR-34* or *p53* genotypes in response to 5-FU or SN-38. Cells were treated with a wide range of concentration of the indicated therapeutic drugs for 72 hours and then subjected to CCK-8 assay. (C) Representative flow cytometry results. The indicated cells were treated with 5-FU for 24 or 48 hours and then subjected to FITC Annexin V staining and flow cytometric analysis to detect apoptotic cells. (D) Representative results of DNA content analysis by flow cytometry. The indicated cells were treated with DMSO or 5-FU for 48 hours and then subjected to PI staining and flow cytometric analysis to determine the sub-G<sub>1</sub> population.

**A**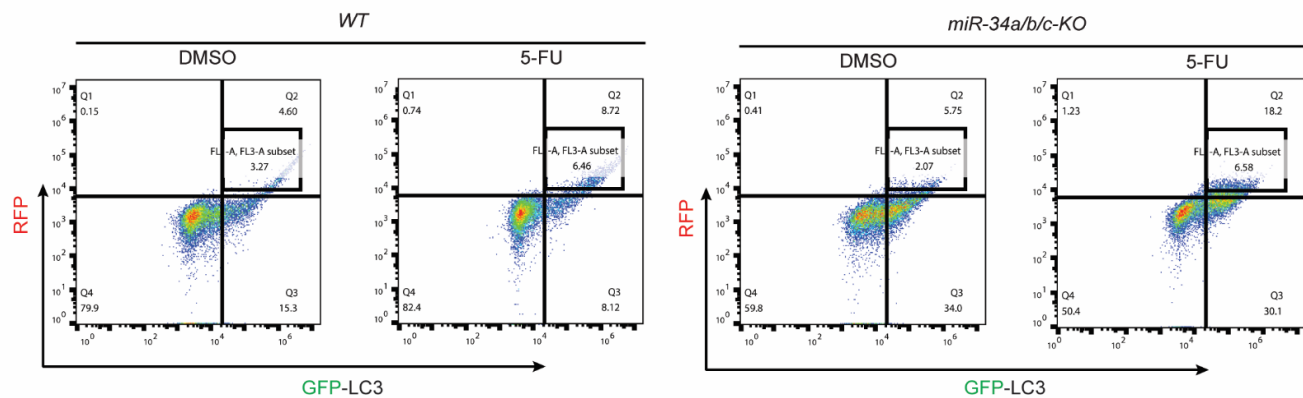**B**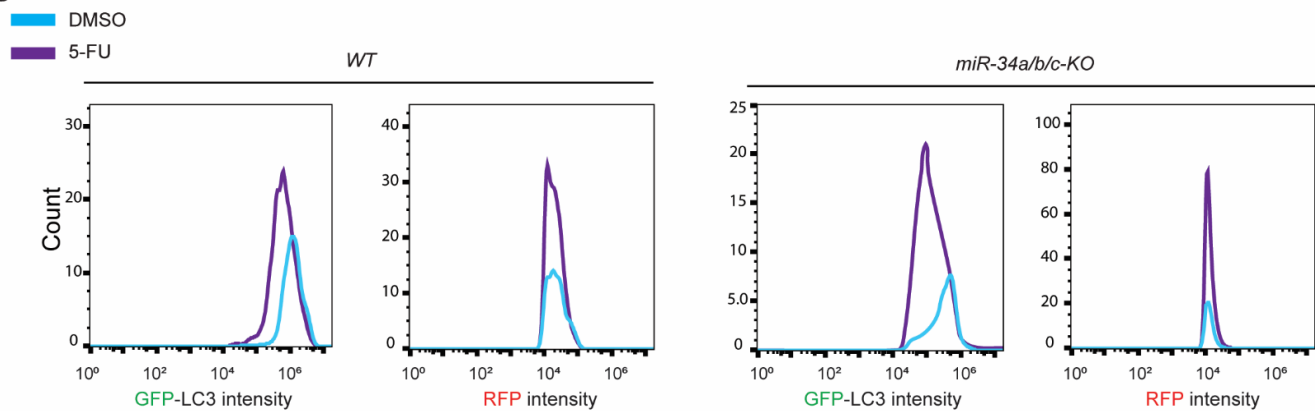

**Figure S4. Flow cytometric analysis of cells stably expressing GFP-LC3-RFP. (A)** An example of gating displaying cells stably expressing GFP-LC3-RFP after DMSO or 5-FU treatment. **(B)** An example of flow cytometry histograms displaying cell counts versus fluorescence intensity in cells stably expressing GFP-LC3-RFP treated with DMSO or 5-FU.

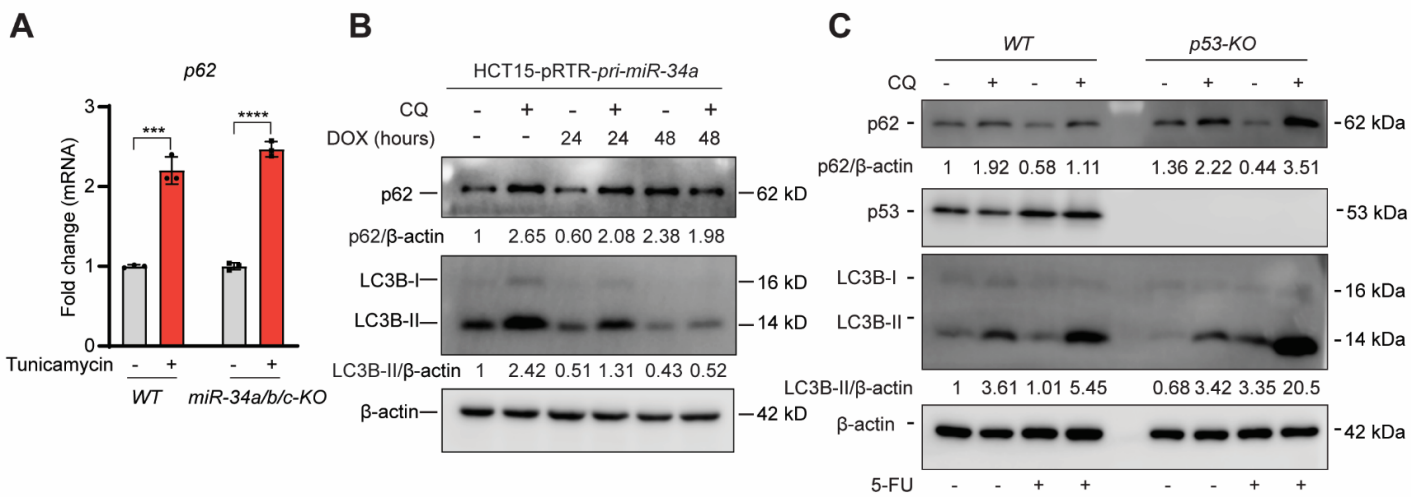

**Figure S5.** (A) qPCR analysis of p62 after treatment of HCT116 cells with 1 ug/ml Tunicamycin for 24 hours. (B) Doxycycline was added as indicated to induce ectopic expression of *pri-miR-34a* in HCT15 cells. 20  $\mu$ M of CQ (chloroquine) was added for the last 4 hours before Western blot analyses of the indicated proteins. (C) WT and *p53-KO* HCT116 cells were treated with DMSO or 5-FU for the indicated durations and analyzed by immunoblotting. 20  $\mu$ M of CQ (chloroquine) was added for 4 hours before harvesting cells. Results are presented as the mean  $\pm$  SD (n = 3) for A with \*\*\*:  $p < 0.001$ , \*\*\*\*:  $p < 0.0001$ .

Figure S5

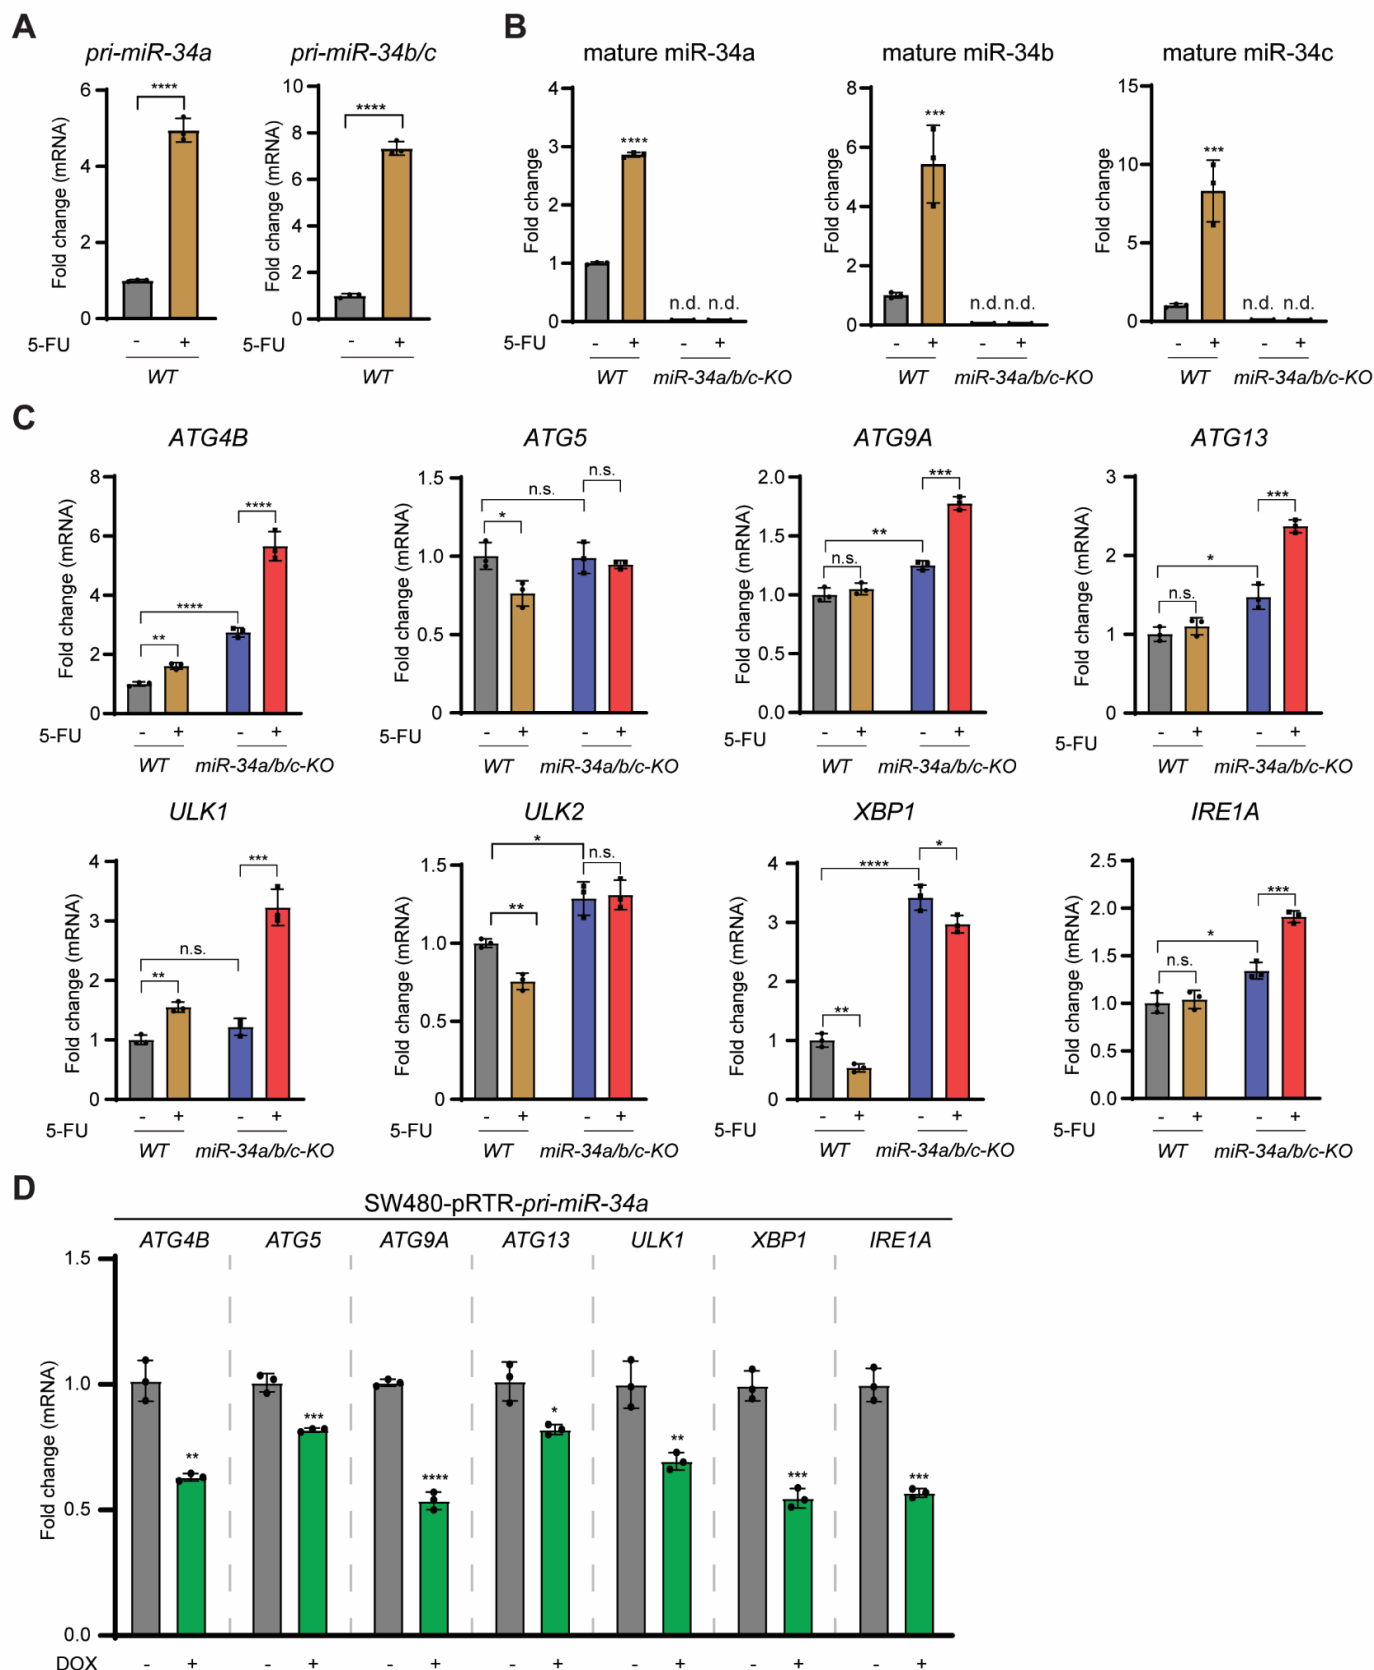

**Figure S6. Differential expression of autophagy-related miR-34 targets after deletion of *miR-34a/b/c*.** (A) qPCR analysis of *pri-miR-34a* and *pri-miR-34b/c* after DMSO or 5-FU treatment for 48 hours in WT HCT116 cells. (B) qPCR analysis of mature miR-34 in WT or *miR-34a/b/c-KO* HCT116 cells after treatment of DMSO or 5-FU for 48 hours. (C) qPCR analysis of selected autophagy-related miR-34 target mRNAs. (D) qPCR analysis of selected autophagy-related miR-34 target mRNAs after ectopic expression of *pri-miR-34a* from an episomal pRTR vector in SW480 cells by addition of doxycycline for 48 hours. n.d. indicates not detected. Results are presented as the mean  $\pm$  SD (n = 3) for A-D with \*:  $p < 0.05$ , \*\*:  $p < 0.01$ , \*\*\*:  $p < 0.001$ , \*\*\*\*:  $p < 0.0001$ , n.s.: no significance.

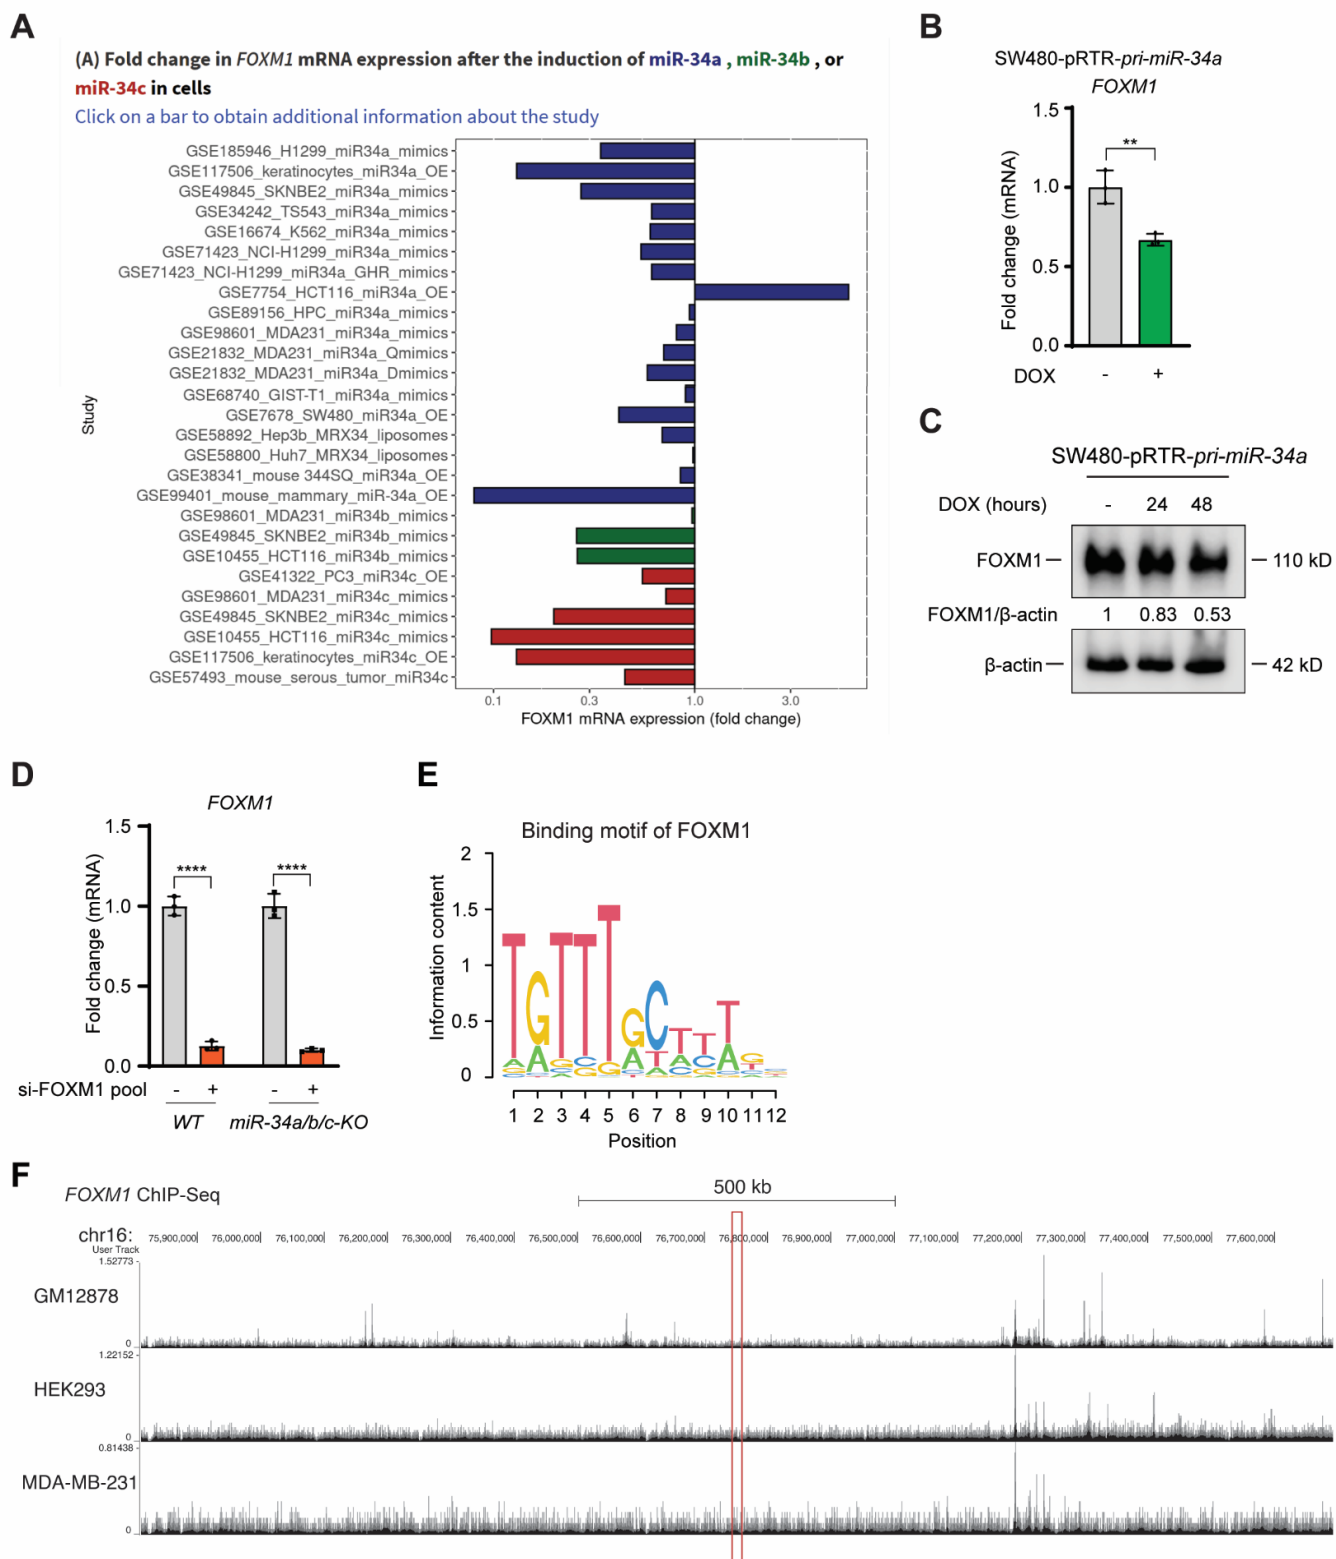

**Figure S7.** (A) Results from the METAmiR34TARGET website showing the fold change of *FOXM1* after ectopic expression of miR-34a/b/c in various cell lines. (B) qPCR analysis of *FOXM1* after ectopic expression of *pri-miR-34a* from an episomal pRTR vector in SW480 cells by addition of doxycycline for 48 hours. (C) Immunoblotting analysis of FOXM1 protein after ectopic expression of *pri-miR-34a* from an episomal pRTR vector in SW480 cells. (D) qPCR analysis of *FOXM1* after transfection of HCT116 cells with 10 nM si-FOXM1 pools for 48 hours. (E) Sequence logo showing the FOXM1 binding motif from the HOCOMOCO v11 database. (F) Cistrome Data Browser representation of *FOXM1* ChIP-Seq profiles at the genomic region of *16q22*. The region amplified by the qChIP primers used here (see Table S4) is indicated with a red rectangle. Results are presented as the mean  $\pm$  SD ( $n = 3$ ) for B with \*\*:  $p < 0.01$  and for D with \*\*\*\*:  $p < 0.0001$ .

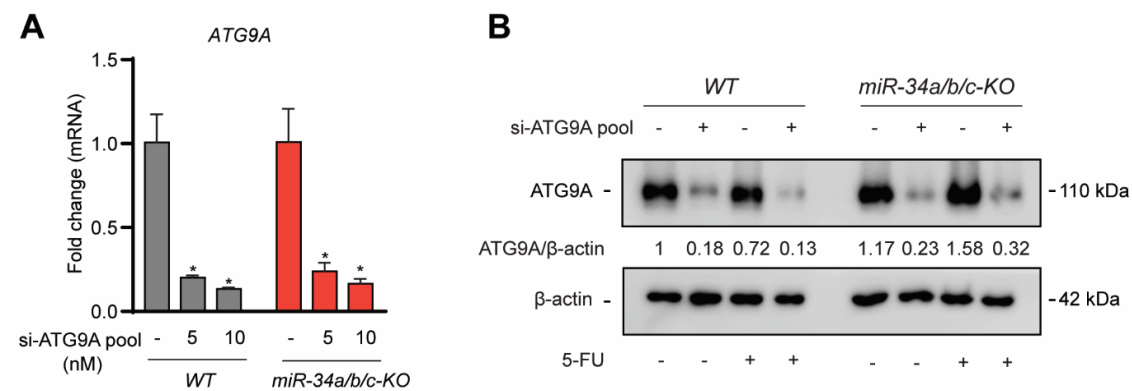

**Figure S8. Analysis of si-ATG9A pools efficiency.** (A) qPCR analysis of *ATG9A* after HCT116 cells were transfected with the indicated concentration of si-ATG9A pools for 48 hours. (B) Immunoblotting analysis of ATG9A protein after HCT116 cells were transfected with 10 nM si-ATG9A pools for 48 hours. Results are presented as the mean  $\pm$  SD ( $n = 3$ ) for A with \*:  $p < 0.05$ .

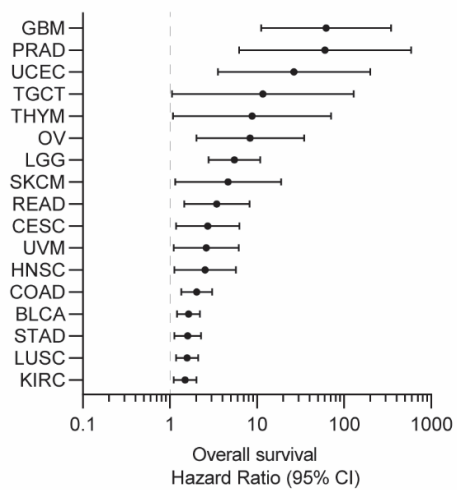

**Fig. S9.** Cox regression model analysis of the associations between *AmiR-34\_Up* signature score with overall patient survival in the indicated TCGA pan-cancer patient cohorts.

Figure S10: Original blots.

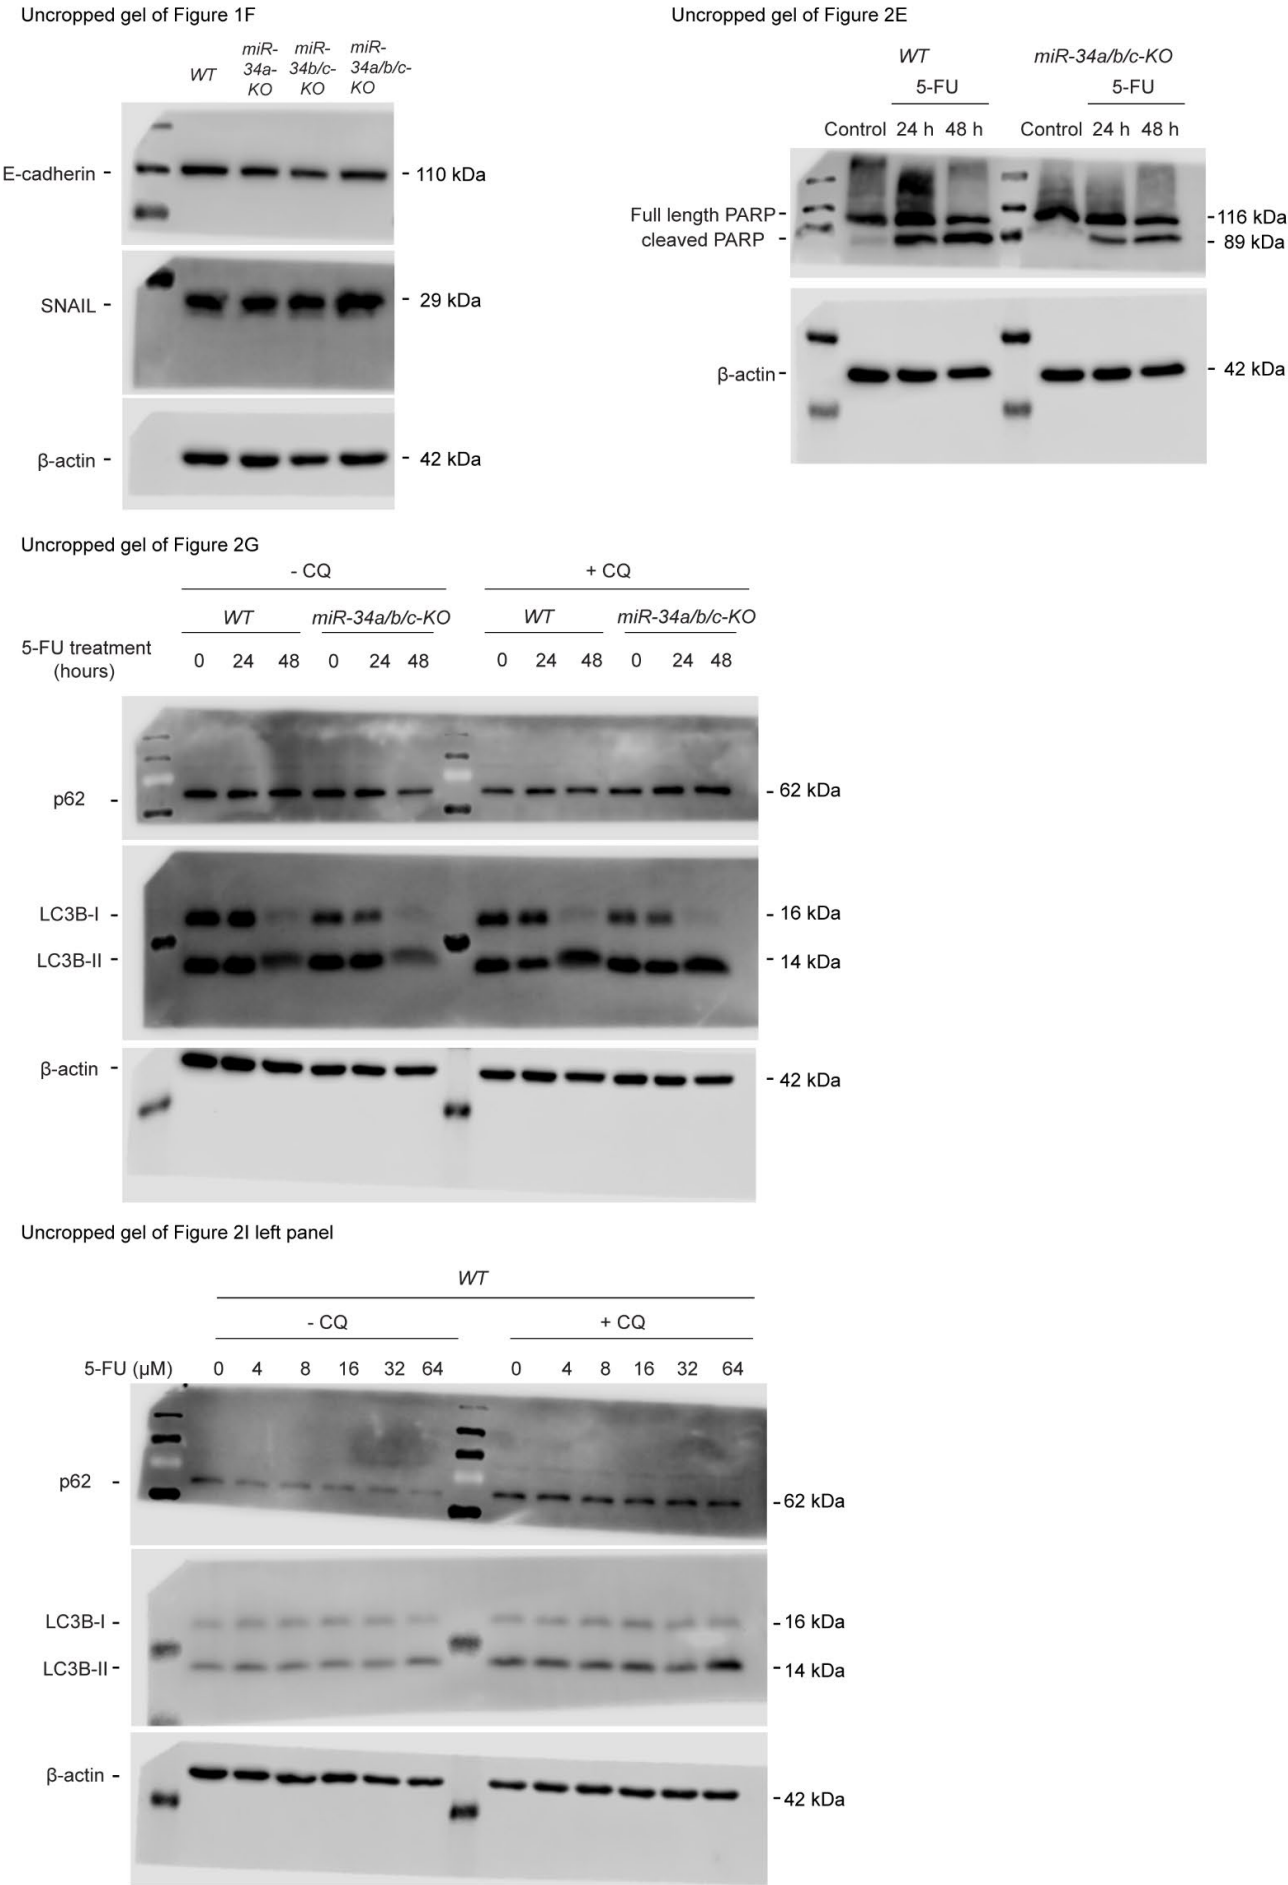

Figure S10

Uncropped gel of Figure 2I right panel

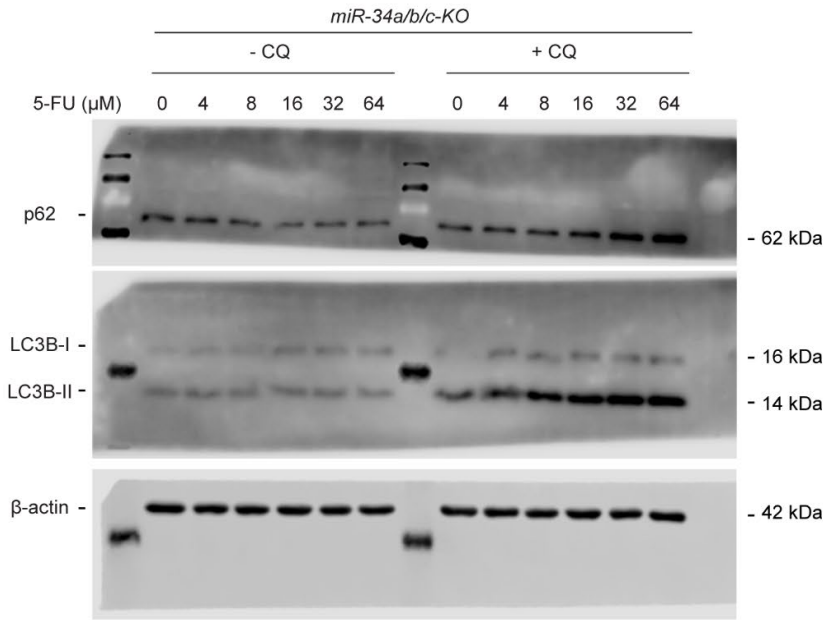

Uncropped gel of Figure 3A

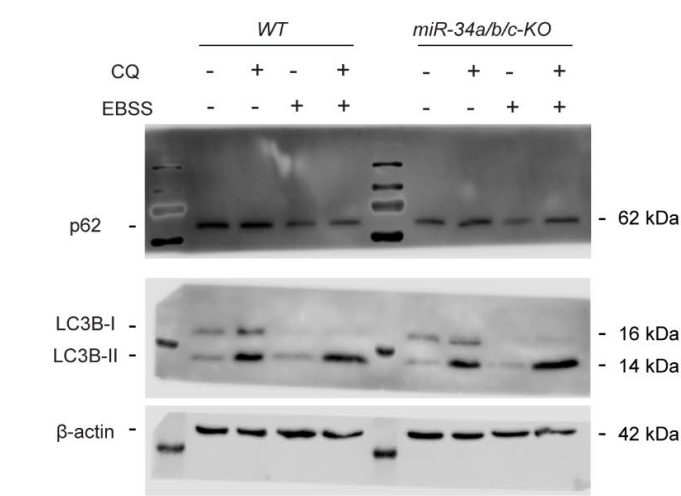

Uncropped gel of Figure 3C

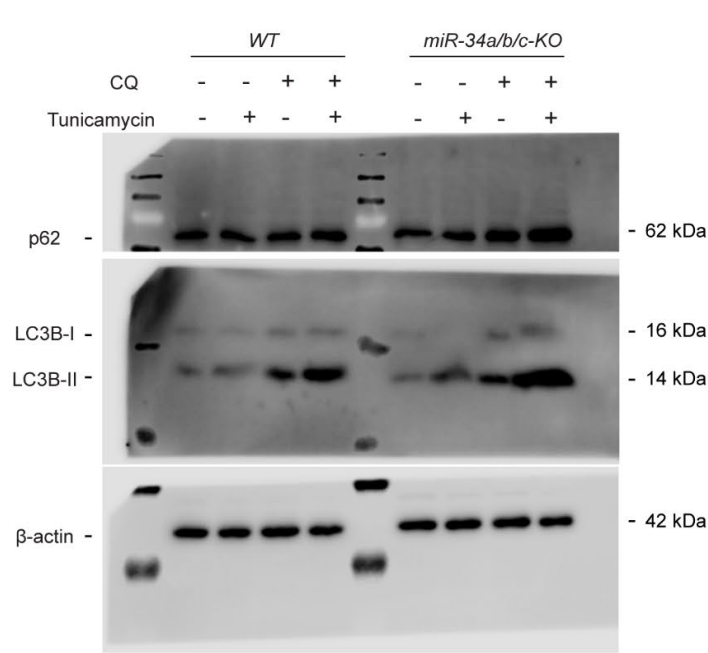

Uncropped gel of Figure 3E

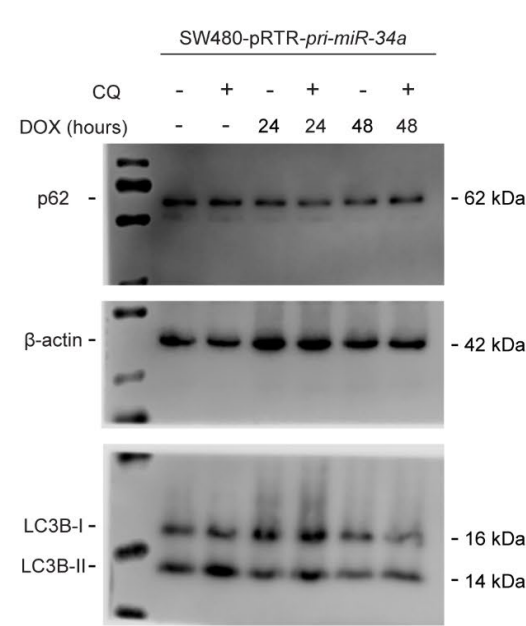

Figure S10

Uncropped gel of Figure 6C

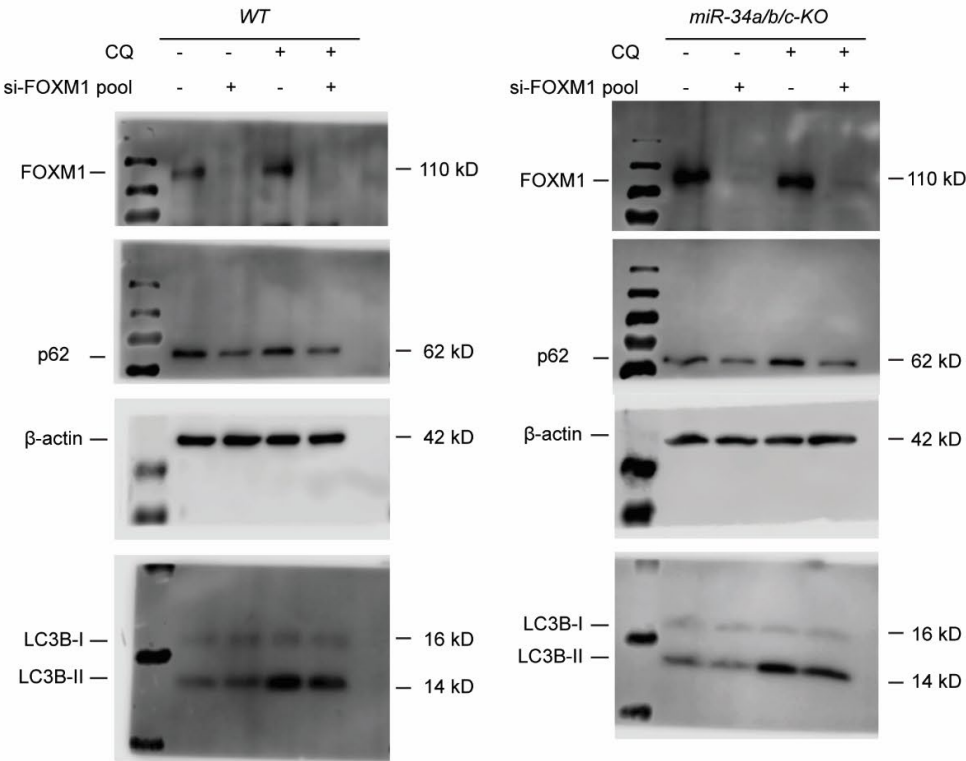

Uncropped gel of Figure 6E

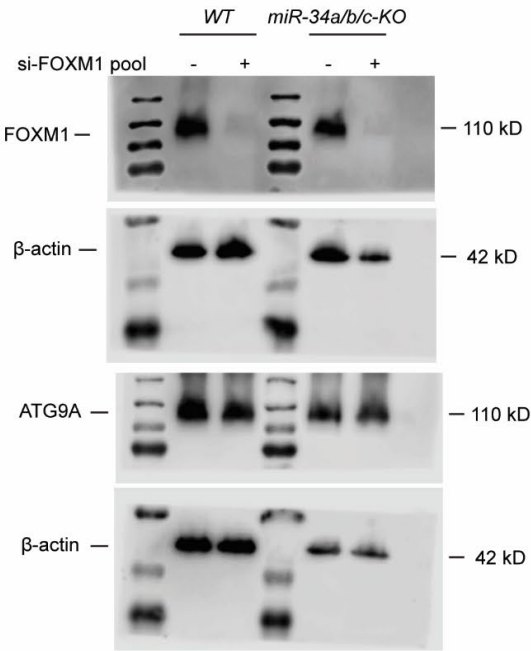

Uncropped gel of Figure 6J

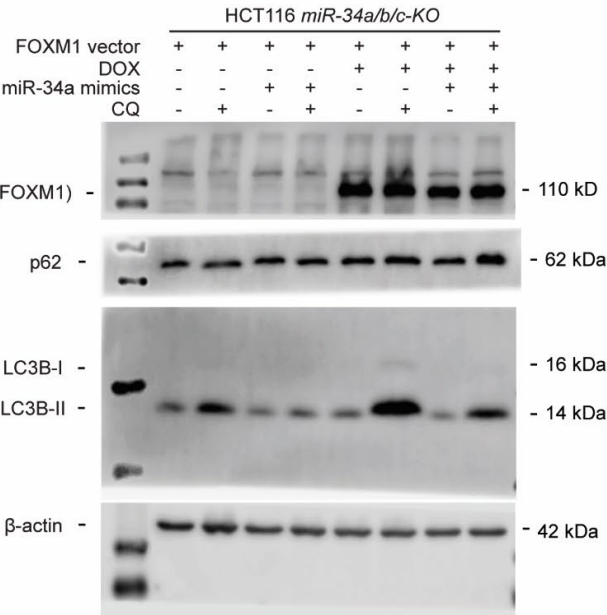

Figure S10

Uncropped gel of Figure 7A left panel

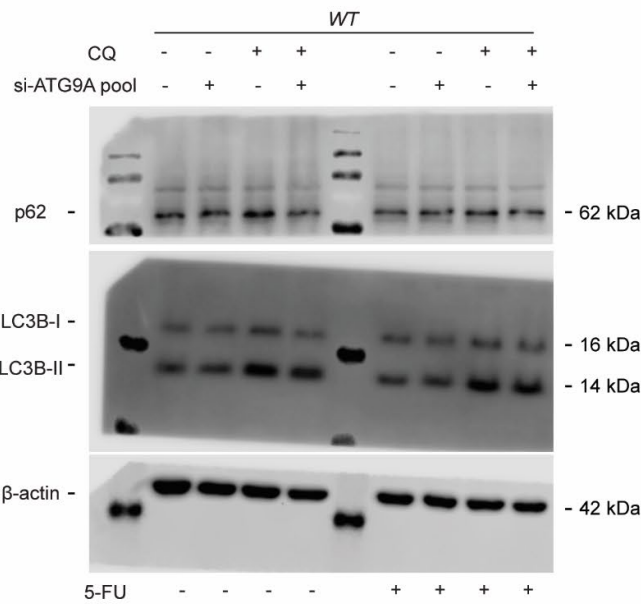

Uncropped gel of Figure 7A right panel

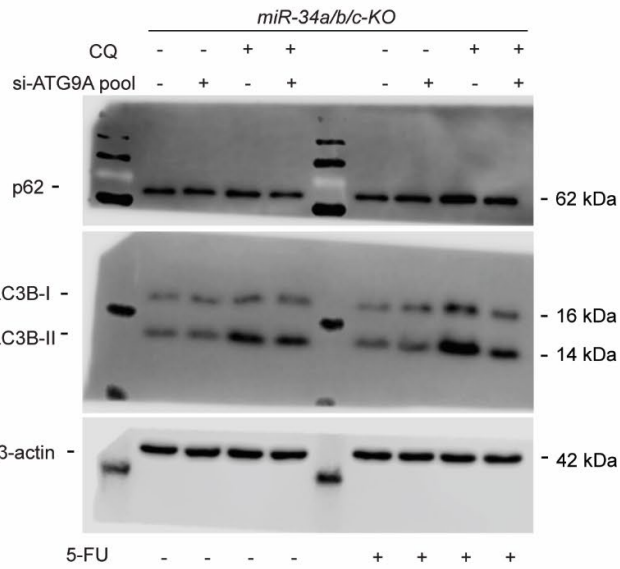

Uncropped gel of Figure 7C

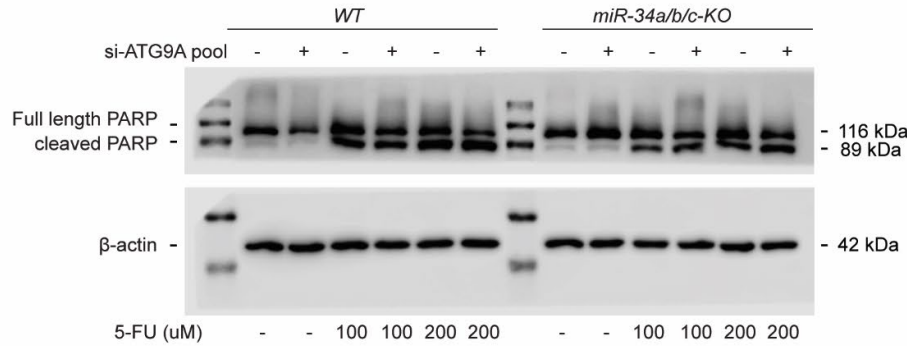

Uncropped gel of Figure S5B

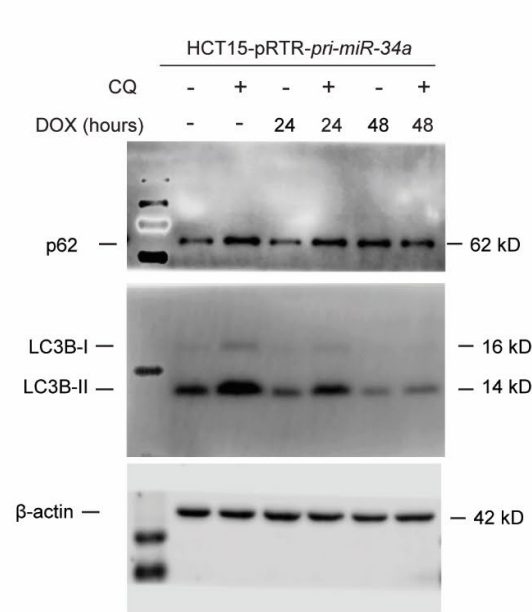

Uncropped gel of Figure S5C

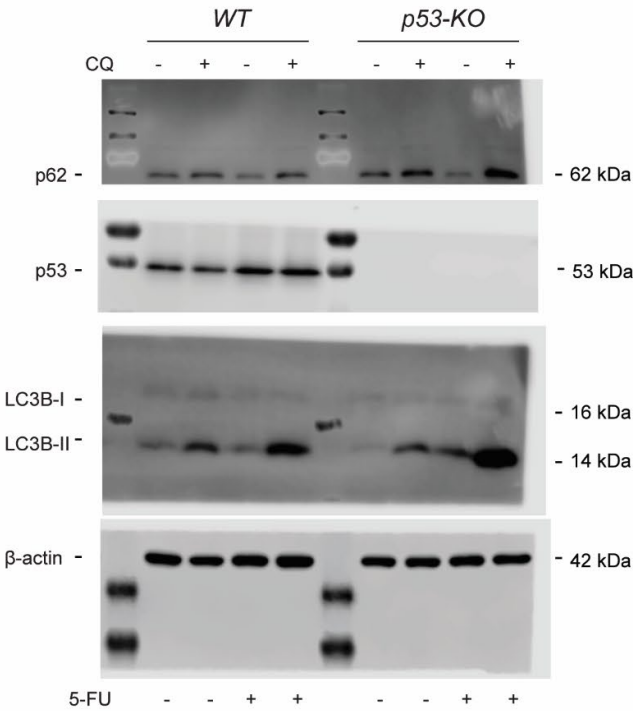

Figure S10

Uncropped gel of Figure S7C

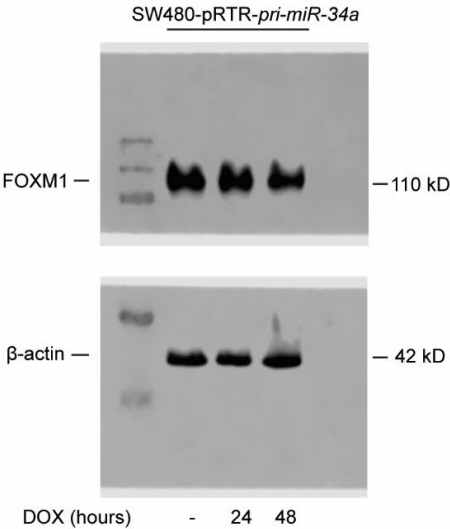

Uncropped gel of Figure S8B

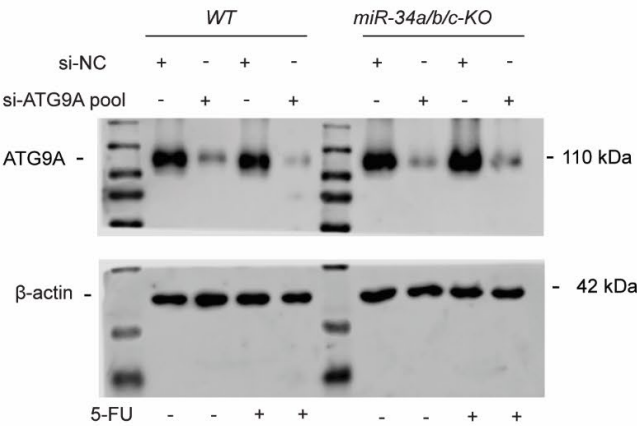

Figure S10

**Table S1. Sequence information for guide RNAs used for *miR-34a/b/c* deletion**

|                               | Sequence information (5'-3') |
|-------------------------------|------------------------------|
| miR-34a guide RNA 1 forward   | CACCGCCCGGTCCACGGCATCCGGA    |
| miR-34a guide RNA 1 reverse   | AAACTCCGGATGCCGTGGACCGGCC    |
| miR-34a guide RNA 2 forward   | CACCGCTAGAAGTGCTGCACGTTGT    |
| miR-34a guide RNA 2 reverse   | AAACACAACGTGCAGCACTTCTAGC    |
| miR-34b/c guide RNA 1 forward | CACCGCCTCGGACCCCATTTACCG     |
| miR-34b/c guide RNA 1 reverse | AAACCGGTGAAATGGGGTCCGAGGC    |
| miR-34b/c guide RNA 2 forward | CACCGGTGCATCATCAATGTGCGTG    |
| miR-34b/c guide RNA 2 reverse | AAACCACGCACATTGATGATGCACC    |

**Table S2. Sequence information for genotyping primers used for selecting *miR-34a/b/c* homozygous deletion**

|                                       | Sequence information (5'-3') |
|---------------------------------------|------------------------------|
| miR-34a genotyping primer forward     | GTTTTGAACTTCTCGCCTCA         |
| miR-34a genotyping primer reverse 1   | CACAACAACCAGCTAAGACACT       |
| miR-34a genotyping primer reverse 2   | TACTATTCTCCCTACGTGCAA        |
| miR-34b/c genotyping primer forward   | GAACTGAAGCCTGGCGTGAAG        |
| miR-34b/c genotyping primer reverse 1 | TTTGTCTTTCCTGGCATGAGAC       |
| miR-34b/c genotyping primer reverse 2 | ATGGCAGGAACAACCTTAACCAC      |

**Table S3. Oligonucleotides used for qPCR**

| mRNA                 | Forward (5'-3')        | Reverse (5'-3')         |
|----------------------|------------------------|-------------------------|
| <i>CCNB1</i>         | GACCTGTGTCAGGCTTTCTCTG | GGTATTTTGGTCTGACTGCTTGC |
| <i>FOXMI</i>         | TCTGCCAATGGCAAGGTCTCCT | CTGGATTTCGGTCGTTTCTGCTG |
| <i>ATG5</i>          | GCAGATGGACAGTTGCACACAC | GAGGTGTTTCCAACATTGGCTCA |
| <i>ULK2</i>          | TCCACGGAGTTCTGACTGGTTC | GACGAGTAACCAAGGCTAACAGG |
| <i>pri-miR-34a</i>   | CGTCACCTCTTAGGCTTGGA   | CATTGGTGTCTGTTGTGCTCT   |
| <i>pri-miR-34b/c</i> | GAGCTGCCTGTGCATCATC    | GGATGAAATCAGCATTTTCCA   |
| <i>SQSTM1/p62</i>    | CCCTACAGATGCCAGAATCCG  | GCCTTCATCAGAGAAGCCCAT   |
| <i>ATG13</i>         | AGATGACATTCTTCCGATGGAC | TCCACAAAGGCATCAAACCTCG  |
| <i>E-cadherin</i>    | CCCGGGACAACGTTTATTAC   | GCTGGCTCAAGTCAAAGTCC    |
| <i>VIM</i>           | TACAGGAAGCTGCTGGAAGG   | ACCAGAGGGAGTGAATCCAG    |
| <i>SNAIL</i>         | GCACATCCGAAGCCACAC     | GGAGAAGGTCCGAGCACAC     |
| <i>XBPI</i>          | GCTGAGTCCGCAGCAGGTG    | GCTGGCAGGCTCTGGGGAAG    |
| <i>IRE1A</i>         | CGGGAGAACATCACTGTCCC   | CCCGGTAGTGGTGCTTCTTA    |
| <i>ATG4B</i>         | ATGACTTCAATGATTGGTGCC  | AGAAGAATCTGGACTTGGCAG   |
| <i>ATG9A</i>         | TCCTCTTTGTGGTTGCCTTC   | AGTGACCTTGACGGGTTTACG   |
| <i>ULK1</i>          | TCATCTTCAGCCACGCTGT    | CACGGTGCTGGAACATCTC     |

**Table S4. Oligonucleotides used for qChIP**

| Gene              | Forward (5'-3')           | Reverse (5'-3')         |
|-------------------|---------------------------|-------------------------|
| <i>CCNB1</i>      | CGCGATCGCCCTGGAAACGCA     | CCCAGCAGAAACCAACAGCCGT  |
| <i>ATG9A</i>      | GTAACGGAGGAAGGGGCG        | GCAGCTCCCAACAGCGGACAACC |
| <i>16q22</i>      | CTACTCACTTATCCATCCAGGCTAC | ATTTACACACTCAGACATCACAG |
| <i>SQSTM1/p62</i> | CTCAGGGGACTCACGGTGA       | GTGAGTCAGCGTCCCATGAC    |

**Table S5. List of antibodies**

| Epitope              | Species | Catalog No. | Company        | Use | Dilution | Source |
|----------------------|---------|-------------|----------------|-----|----------|--------|
| Primary antibodies   |         |             |                |     |          |        |
| $\beta$ -actin       | Human   | # A2066     | Sigma-Aldrich  | WB  | 1:1000   | rabbit |
| FOXMI                | Human   | # 20459     | Cell Signaling | WB  | 1:1000   | rabbit |
| ATG9A                | Human   | # 13509     | Cell Signaling | WB  | 1:1000   | rabbit |
| PARP                 | Human   | # 9542      | Cell Signaling | WB  | 1:1000   | rabbit |
| LC3B                 | Human   | # 2775      | Cell Signaling | WB  | 1:1000   | rabbit |
| SQSTM1/p62           | Human   | # 88588     | Cell Signaling | WB  | 1:1000   | mouse  |
| SNAIL                | Human   | # 3879      | Cell Signaling | WB  | 1:1000   | rabbit |
| E-cadherin           | Human   | # 33-4000   | Invitrogen     | WB  | 1:1000   | mouse  |
| P53                  | Human   | # sc-126    | Santa Cruz     | WB  | 1:1000   | mouse  |
| Secondary antibodies |         |             |                |     |          |        |
| Anti-mouse HRP       | N.A.    | # W4021     | Promega        | WB  | 1:10,000 | goat   |
| Anti-rabbit HRP      | N.A.    | # A0545     | Sigma-Aldrich  | WB  | 1:10,000 | goat   |

**Table S6. Oligonucleotides used for reporter plasmids**

| Oligo                       | Forward (5'-3')                         | Reverse (5'-3')                          |
|-----------------------------|-----------------------------------------|------------------------------------------|
| <i>FOXMI</i> 3'-UTR         | AAAGAATTCAGCCCTGCCCTTG<br>CCCCTGTGC     | AAAAC TAGTGCATGTCCACCTTC<br>GCTTTTATTGAG |
| miR-34a/b/c-5p $\Delta$ SMS | CTTAGATCATTATCCAGAGGAA<br>GGTGGGTAGGATG | CATCCTACCCACCTTCCTCTGGA<br>TAATGATCTAAG  |

**Table S7. List of mRNAs significantly regulated in HCT116 *miR-34a/b/c-KO* cells when compared to *WT* cells.**

|                       |             |             |
|-----------------------|-------------|-------------|
| <i>LERFS</i>          | 0.591552922 | 0.03900725  |
| <i>KIAA0895L</i>      | 0.591551254 | 3.24123E-11 |
| <i>GOLGA8B</i>        | 0.590874494 | 2.22898E-11 |
| <i>AC008124.1</i>     | 0.590621275 | 0.001015774 |
| <i>UBAC1</i>          | 0.59052923  | 6.94761E-25 |
| <i>PDIA3P1</i>        | 0.590484888 | 0.025899342 |
| <i>FBXL19-AS1</i>     | 0.590253885 | 0.007294044 |
| <i>MYLIP</i>          | 0.590023461 | 9.28079E-10 |
| <i>OTUD6B-AS1</i>     | 0.589812153 | 1.66954E-10 |
| <i>SUCO</i>           | 0.589784847 | 3.99534E-16 |
| <i>CYP2D7</i>         | 0.589663574 | 0.00872428  |
| <i>LYG1</i>           | 0.589446542 | 0.047116946 |
| <i>FAM210B</i>        | 0.589278993 | 9.28491E-16 |
| <i>STIMATE-MUSTN1</i> | 0.589274644 | 0.007700198 |
| <i>BMP8A</i>          | 0.589177122 | 3.07844E-06 |
| <i>MAP3K14-AS1</i>    | 0.58904381  | 0.001240202 |
| <i>SUSD1</i>          | 0.589000583 | 2.9811E-07  |
| <i>LIX1L</i>          | 0.588772172 | 1.64869E-17 |
| <i>GPNUMB</i>         | 0.588536511 | 0.021591138 |
| <i>LMAN2</i>          | 0.588462077 | 1.92723E-21 |
| <i>NPIP5</i>          | 0.588020965 | 1.161E-09   |
| <i>NTN1</i>           | 0.586860765 | 2.33198E-07 |
| <i>CRIM1</i>          | 0.586300818 | 5.19439E-28 |
| <i>TRPM6</i>          | 0.586197932 | 0.042430765 |
| <i>KLRC2</i>          | 0.585892951 | 0.000370504 |

**Table S8. List of mRNAs significantly regulated in HCT116 WT cells when treated with 5-FU.**

|                   |             |             |
|-------------------|-------------|-------------|
| <i>CA12</i>       | 0.59191219  | 1.05247E-10 |
| <i>HAS3</i>       | 0.591287101 | 6.76065E-22 |
| <i>L1CAM</i>      | 0.59099469  | 2.20762E-14 |
| <i>FERMT1</i>     | 0.590980772 | 5.17714E-29 |
| <i>NME1-NME2</i>  | 0.590870353 | 3.53602E-11 |
| <i>ALKBH6</i>     | 0.590766239 | 2.31927E-09 |
| <i>CEP76</i>      | 0.590723975 | 4.35585E-12 |
| <i>TNRC6C-AS1</i> | 0.590552999 | 5.58211E-05 |
| <i>ZP3</i>        | 0.590402412 | 2.74208E-05 |
| <i>CXCL16</i>     | 0.590381837 | 8.78969E-20 |
| <i>AC009133.1</i> | 0.590259553 | 0.000480366 |
| <i>RAD52</i>      | 0.590084132 | 4.25475E-10 |
| <i>PCGF3</i>      | 0.589741169 | 3.64638E-35 |
| <i>COLQ</i>       | 0.589698773 | 0.044216194 |
| <i>EXOSC1</i>     | 0.589575281 | 1.45651E-11 |
| <i>TTC9C</i>      | 0.589381675 | 1.97756E-10 |
| <i>HECTD4</i>     | 0.589304974 | 1.22689E-14 |
| <i>BCAM</i>       | 0.589223333 | 1.15066E-15 |
| <i>FAM161B</i>    | 0.589020532 | 6.85345E-06 |
| <i>MINCR</i>      | 0.588984606 | 0.000244255 |
| <i>SMIM29</i>     | 0.588839645 | 5.35861E-07 |
| <i>PALLD</i>      | 0.588732364 | 1.42449E-31 |
| <i>AHNAK</i>      | 0.588630826 | 1.80139E-23 |
| <i>POLM</i>       | 0.588483312 | 4.3922E-09  |
| <i>OSBPL5</i>     | 0.588469659 | 6.29073E-16 |
| <i>ZNF585A</i>    | 0.588378054 | 0.00366573  |
| <i>CTSK</i>       | 0.588228879 | 0.012596938 |
| <i>PAG1</i>       | 0.588182512 | 0.000316226 |
| <i>ZNF341</i>     | 0.587327968 | 1.52424E-06 |
| <i>C3orf62</i>    | 0.587219087 | 1.25306E-05 |
| <i>ALDH1L2</i>    | 0.58689676  | 0.024659737 |
| <i>AKAP8L</i>     | 0.586434117 | 1.34169E-27 |
| <i>MECOM</i>      | 0.586401417 | 0.000102732 |
| <i>CLIP1</i>      | 0.586354922 | 8.12498E-28 |
| <i>DAB2</i>       | 0.585765833 | 1.74303E-07 |
| <i>AL162595.1</i> | 0.585439184 | 0.001070189 |

**Table S9. List of mRNAs significantly regulated in HCT116 *miR-34a/b/c-KO* cells when treated with 5-FU.**

**Table S10. List of mRNAs to generate the K-means clustering heatmap.**

| Gene symbol       | Cluster | MiR34_targets | DREAM_targets | E2F_targets |
|-------------------|---------|---------------|---------------|-------------|
| <i>PADI3</i>      | 1       | No            | No            | No          |
| <i>ID3</i>        | 1       | No            | No            | No          |
| <i>IFI6</i>       | 1       | No            | No            | No          |
| <i>PIFO</i>       | 1       | No            | No            | No          |
| <i>SH2D1B</i>     | 1       | No            | No            | No          |
| <i>DUSP10</i>     | 1       | No            | No            | No          |
| <i>LINC01814</i>  | 1       | No            | No            | No          |
| <i>ID2-AS1</i>    | 1       | No            | No            | No          |
| <i>LBH</i>        | 1       | No            | No            | No          |
| <i>AC019069.1</i> | 1       | No            | No            | No          |
| <i>PROM2</i>      | 1       | No            | No            | No          |
| <i>FN1</i>        | 1       | Predicted     | No            | No          |
| <i>GRIP2</i>      | 1       | No            | No            | No          |
| <i>VILL</i>       | 1       | No            | No            | No          |
| <i>TMEM158</i>    | 1       | No            | No            | No          |
| <i>HYAL1</i>      | 1       | No            | No            | No          |
| <i>TNNC1</i>      | 1       | No            | No            | No          |
| <i>MITF</i>       | 1       | No            | No            | No          |
| <i>ZBED2</i>      | 1       | No            | No            | No          |
| <i>SPICE1</i>     | 1       | No            | No            | No          |
| <i>MUC13</i>      | 1       | No            | No            | No          |
| <i>RBP1</i>       | 1       | No            | No            | No          |
| <i>LIPH</i>       | 1       | No            | No            | No          |
| <i>WDR53</i>      | 1       | No            | No            | No          |
| <i>APBB2</i>      | 1       | No            | No            | No          |
| <i>DAPP1</i>      | 1       | No            | No            | No          |
| <i>LINC02273</i>  | 1       | No            | No            | No          |
| <i>GASK1B</i>     | 1       | No            | No            | No          |
| <i>CEP72</i>      | 1       | No            | Yes           | No          |
| <i>DOK3</i>       | 1       | No            | No            | No          |
| <i>JARID2</i>     | 1       | No            | No            | No          |
| <i>CLIC5</i>      | 1       | No            | No            | No          |
| <i>AL135905.2</i> | 1       | No            | No            | No          |
| <i>RAET1E</i>     | 1       | No            | No            | No          |
| <i>SUGCT</i>      | 1       | No            | No            | No          |
| <i>ERV3-1</i>     | 1       | No            | No            | No          |
| <i>AC016831.6</i> | 1       | No            | No            | No          |
| <i>MNX1</i>       | 1       | No            | No            | No          |
| <i>MYOM2</i>      | 1       | No            | No            | No          |
| <i>AC018398.1</i> | 1       | No            | No            | No          |
| <i>BAALC-AS1</i>  | 1       | No            | No            | No          |
| <i>SYBU</i>       | 1       | No            | No            | No          |
| <i>MTBP</i>       | 1       | No            | Yes           | No          |
| <i>TBC1D31</i>    | 1       | No            | Yes           | No          |
| <i>AC016074.2</i> | 1       | No            | No            | No          |
| <i>LRATD2</i>     | 1       | No            | No            | No          |
| <i>CASC8</i>      | 1       | No            | No            | No          |
| <i>ADGRB1</i>     | 1       | No            | No            | No          |

|                   |   |    |    |    |
|-------------------|---|----|----|----|
| <i>PKD1L2</i>     | 8 | No | No | No |
| <i>MLYCD</i>      | 8 | No | No | No |
| <i>SLC7A5</i>     | 8 | No | No | No |
| <i>TNFSF12</i>    | 8 | No | No | No |
| <i>TRIM16</i>     | 8 | No | No | No |
| <i>AC104024.4</i> | 8 | No | No | No |
| <i>MYO15A</i>     | 8 | No | No | No |
| <i>AC004477.1</i> | 8 | No | No | No |
| <i>TOB1-AS1</i>   | 8 | No | No | No |
| <i>AC007114.1</i> | 8 | No | No | No |
| <i>SOX9-AS1</i>   | 8 | No | No | No |
| <i>TTYH2</i>      | 8 | No | No | No |
| <i>MGAT5B</i>     | 8 | No | No | No |
| <i>TNRC6C-AS1</i> | 8 | No | No | No |
| <i>TMC8</i>       | 8 | No | No | No |
| <i>C1QTNF1</i>    | 8 | No | No | No |
| <i>PCYT2</i>      | 8 | No | No | No |
| <i>AC132872.5</i> | 8 | No | No | No |
| <i>LINC01910</i>  | 8 | No | No | No |
| <i>ZNF516</i>     | 8 | No | No | No |
| <i>AC018413.1</i> | 8 | No | No | No |
| <i>AC005775.1</i> | 8 | No | No | No |
| <i>AC005256.1</i> | 8 | No | No | No |
| <i>IZUMO4</i>     | 8 | No | No | No |
| <i>FXYD1</i>      | 8 | No | No | No |
| <i>AC002398.1</i> | 8 | No | No | No |
| <i>LINC01534</i>  | 8 | No | No | No |
| <i>SNHG11</i>     | 8 | No | No | No |
| <i>PTK6</i>       | 8 | No | No | No |
| <i>B3GALT5</i>    | 8 | No | No | No |
| <i>TMEM191B</i>   | 8 | No | No | No |
| <i>AIFM3</i>      | 8 | No | No | No |
| <i>SLC2A11</i>    | 8 | No | No | No |
| <i>RHBDD3</i>     | 8 | No | No | No |
| <i>LINC01521</i>  | 8 | No | No | No |
| <i>TMPRSS6</i>    | 8 | No | No | No |
| <i>EFCAB6</i>     | 8 | No | No | No |
| <i>AC207130.1</i> | 8 | No | No | No |
| <i>CSF2RA</i>     | 8 | No | No | No |
| <i>CLCN4</i>      | 8 | No | No | No |
| <i>SH3KBP1</i>    | 8 | No | No | No |
| <i>YY2</i>        | 8 | No | No | No |
| <i>SLC35A2</i>    | 8 | No | No | No |

How the deposited data were processed for this re-analysis (not part of the article)

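RNA of HCT116 cells in 4 states, *WT* cells and *miR-34a/b/c-KO* cells treated with 5-FU (4 µM) or DMSO for 48 h, was sequenced by the authors in 3 biological replicates per state. The paper's text does not say whether the replicates are different clones. The shifted segments on chromosomes 2, 8 and 9 had an SD of 0.008 to 0.023 between the *miR-34a/b/c-KO* libraries treated with DMSO. These libraries thus shared the shifts, as those of 1 clone or of clones with a common origin would. If each genotype is 1 clone, the tests between genotypes measure the spread between cultures. Differences between clones then cannot be told from the loss of miR-34. The authors aligned the reads to GRCh38 with CLC Genomics Workbench and counted them on ENSEMBL genes. The deposited values are counts per gene symbol (60580 genes per library), whole numbers to which neither the filter nor the normalization of the paper's methods had been applied. Samples were assigned to states by their titles. All 12 labelled libraries could be assigned. The counts of *WT* cells treated with 5-FU, replicate 1, were identical to those of *WT* cells treated with DMSO, replicate 3, and were left out, so that 11 libraries were analysed and *WT* cells treated with 5-FU were represented by 2 of them.

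Total counts per library ranged from 22831415 to 39064210 (23747699 to 35249026 in *WT* cells and 23917274 to 31019750 in *miR-34a/b/c-KO* cells treated with DMSO, 29236075 to 39064210 in *WT* cells and 22831415 to 25698417 in *miR-34a/b/c-KO* cells treated with 5-FU). The gene with the most counts, *EEF1A1*, took 1.18 to 1.76% of a library and the 10 largest genes together 4.13 to 5.55%. No mitochondrial transcripts were listed with counts (0%). Across genes, which are not independent replicates, the correlation between libraries of the same state was 0.992 to 0.997 and that between states 0.934 to 0.979. The differences between libraries of the same state were 2.97 to 18.3 times as large as counting error alone would give (chi-square divided by its degrees of freedom, 10 pairs), so that over all genes the spread between libraries exceeded counting error. Genes at few counts are limited by the depth as well. For a gene with at most 3 counts in every library of a state, fold changes are given as a bound computed against 3 counts.

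Genes with at least 20 counts in at least 1 library (16123) were kept. The counts deposited by the authors were scaled with upper-quartile factors (0.955 to 1.05) and fitted with the quasi-likelihood method of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided) in 1 model with a mean per state. The 4 differences between states that change 1 factor and the interaction were tested, with Benjamini-Hochberg adjustment over all genes of a comparison. FDR < 0.05 and an absolute fold change > 1.5 were required for a call. CPM were computed by edgeR from the deposited counts and the scaled totals, and log2 CPM used a prior count of 2. Scaling and thresholds follow the paper's methods. Its filter can be read as fewer than 20 reads in every sample or in any sample, of which the first reading was used and the second was among the alternatives. The control genes and the number of factors of its RUVg step are not named in the paper's text, so that RUVg with 1 factor from 11123 control genes (all but the 5000 with the smallest p) served as an alternative. Principal components were obtained by singular value decomposition of the centered natural logarithm of scaled counts plus 1.

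Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01). The lists comprised direct p53 targets (60 genes), DREAM targets (104), core autophagy machinery (47 listed, 46 tested), mesenchymal markers (55 listed, 39 tested), epithelial markers (42), ER stress response (56 listed, 55 tested), apoptosis effectors (35), cytochrome c oxidase assembly (29) and published miR-34 targets (66 listed, 60 tested), all written from general knowledge, the S-phase (43) and G2/M-phase (54) lists of Seurat 5.3.0, and the miR-34 (131 listed, 128 tested), DREAM (278 listed, 277 tested) and E2F targets (77 listed, 76 tested) of Table S10. The MSigDB sets and GSVA were not used here. Mean z-scores per library were compared by exact permutation tests, and targets per cluster of Table S10 by Fisher's exact tests. For seed matches, the 3' UTRs of GENCODE release 44 were searched for the 7mer-m8 or 8mer site of miR-34a (CACTGCC), and the median log2 fold change of 2319 genes with a site was compared with that of the other genes, matched in 10 strata of 3' UTR length and 5 strata of expression, beside the same value for all 209 other words of the same bases. For positions, 37400 symbols and 508 older symbols were matched to the annotation, of which 37622 had 1 position. Medians per chromosome with at least 50 genes and per window of 40 neighboring genes (371 windows) were compared with 1000 shuffles of the genes, with the 0.95 quantile of the largest shuffled window as limit. A window had to pass the limit in DMSO and in 5-FU with the same sign. For each run of windows past the limit, the share of its genes on its side of the median under both treatments was compared with that of other genes moved by the median of the run (1000 draws of as many genes), a test chosen after seeing the data. So was a fit with the counts of every library drawn down at random to the smallest total (3 draws).

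Named genes were chosen by a rule: every gene the paper names for these data, and for 4 comparisons the 3 called genes with the largest increase and the 3 with the largest decrease among those with at least 20 counts in every library of the higher state and the same direction between every pair of libraries. For the interaction, 20 counts in every library of 1 state were required, and no direction. Genes named outside the rule are marked as such, and 1 gene that the rule selects is not reported here. The comparisons, tests, thresholds, lists and alternatives were fixed before the data were examined. The alternatives were TMM factors, DESeq2 1.42.0 with its own size factors, RUVg, no filter, at least 20 counts in every library, only the libraries compared, the replicate number as an added factor, glmTreat, FDR without a minimum fold change, other scalings of the principal components, estimated correlation and fry for the lists, lists without the genes of Tables S7 and S10, other site types for the seed matches, and each library left out in turn. The use of 11 libraries and the alternatives with 12 libraries as labelled, with DESeq2 and at least 20 counts in every library, and with lists without genes of shifted segments were chosen after seeing the data.

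The fits were tested on simulated data. Of 200 genes changed by a factor of 3 among 15577, edgeR called 95 to 98.5%, with 2 to 11 other genes called. For the lists, a shift of 0.5 was recovered as 0.505. For seed matches, a shift of 0.1 was recovered as 0.082, and for windows 3 of 3 shifted windows were found and 0 where none was shifted. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The copies of Tables S7, S8 and S9 used here hold 1527, 3264 and 2915 mRNAs, each fewer than the paper's text gives. Overlaps of calls were computed for Tables S7 and S10 only. The qPCR, western blot and clinical data of the paper were not analysed here.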

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

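The tests of the level of G2/M-phase genes after treatment, of equal depth, of the lists without genes of shifted segments and of the 5 segments themselves were chosen only after the results were seen. The tests of other splits of the libraries, of direct repression by miR-34, of whole chromosomes and of the level of S-phase genes and DREAM targets were chosen before.

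The response to 5-FU differed between the genotypes for 1624 mRNAs, by an interaction test. In DMSO the real grouping of the 6 libraries gave 2242 called genes in a fit of these libraries alone, and the 9 other splits into groups of 3 gave 0 (89 to 412 genes at an unadjusted p under 0.05). For 5-FU in *miR-34a/b/c-KO* cells the numbers were 4078 and 0 (47 to 208 at an unadjusted p under 0.05). Thus 1 of the 10 splits, the real one, gave as many genes in each comparison, and 10 splits cannot give a smaller share than that. As the other splits mix the states, the difference between the states adds to their spread, and the 0 says little about chance. *WT* cells treated with 5-FU have 2 libraries, so that their comparisons and the interaction could not be tested this way. With the counts of every library drawn down at random to the smallest total, 1513 to 1566 interactions were called in 3 draws, which argues against the difference in depth as the cause of most of them. The TMM factors and the size factors of DESeq2 gave 1520 and 1377 interactions, although the share with a higher log2 fold change in *miR-34a/b/c-KO* cells moved from 33.9% to 44.5% and 51.1%.

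Cell cycle lists differed in their response between the genotypes, by the interaction in camera. The difference was 0.852 for DREAM targets, 1.049 for S-phase genes and 0.498 for G2/M-phase genes, and 0.929 and 0.921 for the DREAM and E2F targets of Table S10, which were selected on these libraries. As these genes were lower in *miR-34a/b/c-KO* cells before treatment, a smaller fall could follow from the lower starting level alone. For S-phase genes and DREAM targets the level after 5-FU was higher in *miR-34a/b/c-KO* cells than in *WT* cells, by 0.528 and 0.406 relative to other genes, which a lower starting level does not give. These differences in level were called in fry (FDR 1.12e-05 and 0.000212) and not with the correlation estimated from the data (FDR 0.125 and 0.21). For G2/M-phase genes the level after 5-FU differed by 0.137 (camera, FDR 0.136), and their smaller fall is consistent with the lower starting level. With a correlation estimated from the data, which allows for the joint regulation of cell cycle genes, only the S-phase list (FDR 0.0206) and the lists of Table S10 (FDR 0.0167 and 0.0128) passed the threshold for the interaction. The removal of 1 RUVg factor reversed the fall of these lists in *WT* cells, but this factor was 98.2% between treatments. A difference in the fraction of cycling cells between the genotypes, or in the arrest itself, stays open as a biological explanation. The libraries of bulk RNA do not distinguish it from a change per cell.

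The response of mesenchymal markers differed by −0.137 (camera, FDR 0.0241), a smaller rise in *miR-34a/b/c-KO* cells. It was 0.006 with 12 libraries as labelled and did not pass the threshold with RUVg (FDR 0.141) or with the estimated correlation (FDR 0.0738). The response of epithelial markers differed by −0.07 (camera, FDR 0.0212), also a smaller rise in *miR-34a/b/c-KO* cells. It was 0.011 with 12 libraries as labelled and did not pass the threshold with RUVg (−0.011, FDR 0.189) or with the estimated correlation (FDR 0.177). With 12 libraries as labelled, a DMSO library counted as 5-FU weakens the rise in *WT* cells. A higher interaction of both lists follows from that and says nothing about their stability. At equal depth the interactions were −0.138 and −0.083 in the draws with the largest FDR (0.0336 and 0.0201), and without the genes of shifted segments they were −0.128 and −0.059 (FDR 0.024 and 0.0318). This argues against depth, and against the list genes inside the shifted segments, as the whole cause. TMM factors gave −0.137 and −0.069, but a value relative to other genes hardly depends on the scaling. The replicate number as an added factor gave −0.145 and −0.069 (FDR 0.0206 and 0.0315), although these numbers are uncertain for *WT* cells treated with 5-FU. Other technical explanations were not tested for these interactions.

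The response of published miR-34 targets differed by 0.245 (camera, FDR 0.0109) and that of the miR-34 targets of Table S10 by 0.309 (camera, FDR 2.13e-07), a more positive response in *miR-34a/b/c-KO* cells. If the loss of direct repression were the cause of the differences between the genotypes after 5-FU, mRNAs with a miR-34 site in the 3' UTR should be shifted to higher levels in *miR-34a/b/c-KO* cells. The median of the 2319 mRNAs with a site differed from that of matched mRNAs by −0.009, and 62 of 209 random words gave a value as high (permutation of words, one-sided p = 0.3). In the interaction the value was −0.022, with 28 words as high (one-sided permutation p = 0.138). No shift of the mRNAs with a site as a whole was thus detected, while a shift of 0.1 was found in simulated data. This median cannot decide whether the loss of direct repression caused the called differences. Of the 2319 mRNAs with a site, 1914 were not called between the genotypes after 5-FU. A contribution to the level of single targets stays open. After 5-FU the published targets were higher in *miR-34a/b/c-KO* cells by 0.242 relative to other genes (camera, FDR 0.00179, 40 of 60 genes; estimated correlation, FDR 0.0664), as the loss of repression would give, and the targets of Table S10, which were selected on these libraries, by 0.305 (camera, FDR 1.19e-06, 92 higher and 36 lower). With 6mer and 7mer-A1 sites included, the value was 0.004 and 6 words were as high (one-sided permutation p = 0.0333). Among the mRNAs called after 5-FU, 20.5% of those higher and 15.6% of those lower in *miR-34a/b/c-KO* cells had a site (odds ratio 1.39; Fisher's exact test, two-sided, p = 0.00283). These shares were not matched for 3' UTR length or expression and not compared with other words. Without matching, the median of all mRNAs was −0.003 with a site and −0.045 without, a gap that matching removed (−0.009). The shares thus cannot tell a site from the length or expression of its mRNAs. A contribution of mRNAs regulated through proteins other than miR-34, such as E2F1 or FOXM1, was not tested.

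Runs of neighboring genes on 4 chromosomes had shifted medians in *miR-34a/b/c-KO* cells compared to *WT* cells, a signal the paper does not report. Relative to all genes, the median log2 fold change in DMSO was 0.973 on chromosome 2 (231198546 to 242130807, 72 genes), 0.357 on chromosome 8 (85220587 to 96261610, 40 genes), −0.61 on chromosome 8 (105546089 to 145066685, 159 genes), 0.593 on chromosome 9 (127690348 to 138253217, 195 genes) and −0.245 on chromosome 19 (49928702 to 52139938, 40 genes). After 5-FU the values were 1.04, 0.387, −0.708, 0.532 and −0.277. The limit from shuffled genes was 0.213 for a window of 40 genes and had to be passed under both treatments. In 7 other windows the value was beyond it under 1 treatment only, for which the limit was not made. A candidate explanation is a difference in copy number between the cell populations, which arises when clones are derived. It would shift nearly all genes of a segment in the same direction under both treatments. This was the case for 84.7% of the genes on chromosome 2, 87.5% and 91.8% on chromosome 8, and 88.2% on chromosome 9, compared with 33.9% of the other genes on a given side. Other genes moved by the median of the segment, in draws of as many genes, gave 88.9 to 98.6% for chromosome 2, 62.5 to 87.5% and 82.4 to 93.1% for chromosome 8, and 81.0 to 90.8% for chromosome 9 (the central 95% of 1000 draws). Some genes of the chromosome 2 segment thus did not follow its shift, with 1 of 1000 draws as low. On chromosome 19 the share was 50.0%, where the draws gave 47.5 to 77.5% (51 of 1000 as low). There, a shift of the whole segment and separate changes of some of its genes cannot be told apart. In that segment the value after 5-FU was −0.125 without replicate 2 and −0.462 without replicate 3 of *WT* cells treated with 5-FU. In the others, leaving out 1 library gave values of the same sign. Biases of GC content or gene density, or a regional regulation by chromatin, were not tested. The counts hold no DNA data, and so copy number was not measured.

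The shifted segments do not hold most of the called differences between the genotypes. Copy number differences in shorter or less shifted regions, and effects of the segments on genes elsewhere, were not tested. Of the called genes with a position in DMSO, 87.0% lay outside the segments, which hold 3.5% of the genes and 13.0% of the calls. Without the genes of the segments, the difference in DMSO was 0.572 for ER stress, 0.357 for p53 targets, 0.362 for mesenchymal markers and −0.45 for DREAM targets, close to the values of the whole lists. The level of single genes inside a segment may follow from their position. This bears on *ATG4B* on chromosome 2, on *CCNE2* and *MYC* on chromosome 8, and on *NOTCH1* on chromosome 9. *CCNE2* did not differ in DMSO (−0.17, SE 0.08, FDR 0.0952, edgeR) and differed by 2.64 after 5-FU (SE 0.10, FDR 9.86e-12, edgeR), far from the 0.357 and 0.387 of its segment. *MYC* was lower under both treatments (−0.74 and −0.98), as was its segment.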

How the results depend on the processing

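Of the alternatives, 12 libraries as labelled, DESeq2 with at least 20 counts in every library, and lists without genes of the shifted segments were chosen after seeing the data. Unless a cause is named, the cause was not tested.

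With TMM factors, all 15 numbers of called genes stayed within 1.5 times and all 54 list results kept their direction and side of the threshold. With only the libraries compared, the 12 numbers that could be computed stayed within 1.5 times. With the replicate number as an added factor, so did all 15 numbers, and the 54 list results kept direction and side. With this factor the interaction of *AP001972.5* lost its call (FDR 0.0683, edgeR). The replicate numbers are those of the sample titles. The 2 libraries of *WT* cells treated with 5-FU, titled 2 and 3, carry column headers numbered 1 and 2, so that this factor rests on uncertain numbers. By the titles, residuals of libraries with the same number had correlations between −0.147 and 0.160 across genes (median 0.057, 3 of 15 over 0.1). With DESeq2, 14 of 15 numbers stayed within 1.5 times, the exception being 674 mRNAs with a lower log2 fold change after 5-FU in *miR-34a/b/c-KO* cells. Calls were lost in DESeq2 for *AC130304.1* (FDR 0.121) and *FAM3C2* (FDR 0.0504) after 5-FU in *miR-34a/b/c-KO* cells and for the interactions of *ZBTB45P1* (FDR 0.207) and *FAM3C2* (FDR 0.0546). Among interactions, the share with a higher log2 fold change in *miR-34a/b/c-KO* cells depended on the scaling (33.9% with upper-quartile, 44.5% with TMM factors, 51.1% with DESeq2), and so did that of mRNAs higher in *miR-34a/b/c-KO* cells after 5-FU (41.8%, 47.5% and 50.1%). The median interaction of all genes was −0.095, −0.036 and −0.016 in these fits.

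With FDR alone, which by construction calls more genes, 3943 were higher and 3529 lower in *miR-34a/b/c-KO* cells in DMSO, 5143 and 4569 after 5-FU in *WT* cells, 4286 and 5451 after 5-FU in *miR-34a/b/c-KO* cells, 3483 and 4512 in *miR-34a/b/c-KO* cells compared to *WT* cells after 5-FU, and 1622 and 2585 in the interaction (4207). The shared responses were 3205 up and 3383 down, and the opposite ones 209 and 234. With glmTreat, which tests against the minimum fold change, the numbers were 602 and 327, 1833 and 740, 1372 and 875, 478 and 709, and 135 and 154 (289), with 1007 and 358 shared and 1 and 1 opposite. With at least 20 counts in every library 13191 genes were tested, and 513 were lower in DMSO, 1910 higher in *WT* cells, 1380 higher in *miR-34a/b/c-KO* cells, 1127 lower in *miR-34a/b/c-KO* cells compared to *WT* cells after 5-FU, 1025 higher in both and 13 higher in *WT* cells and lower in *miR-34a/b/c-KO* cells. With DESeq2 on these genes, 952 were higher in DMSO, 1947 higher in *WT* cells, 1235 lower in *miR-34a/b/c-KO* cells, 943 lower in *miR-34a/b/c-KO* cells compared to *WT* cells after 5-FU, 660 lower in the interaction, and 10 higher in *WT* cells and lower in *miR-34a/b/c-KO* cells. Without the filter, 15 were lower in *WT* cells and higher in *miR-34a/b/c-KO* cells. With 1 library left out, none of the numbers changed by more than 1.5 times.

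With the RUVg factor, 783 genes were higher in *miR-34a/b/c-KO* cells in DMSO, 3 higher and 0 lower after 5-FU in *WT* cells (2738 at an unadjusted p under 0.05), 1 higher and 0 lower in *miR-34a/b/c-KO* cells (3027), and 466 of 885 interactions were negative. The shared responses were 1 and 0, the opposite ones 0 and 0. The factor was 98.2% between treatments, so that the treatment was removed with it. It reversed the list values of DREAM targets in *WT* cells (0.84) and *miR-34a/b/c-KO* cells (1.489), S-phase genes in *WT* cells (0.409), G2/M-phase genes in *WT* cells (1.558), the autophagy interaction (−0.061), apoptosis in *WT* cells (−0.004), the interaction of cytochrome c oxidase assembly (−0.043), published miR-34 targets in *WT* cells (0.288), and the miR-34 (0.184), DREAM (0.786) and E2F targets (0.465) of Table S10 in *WT* cells, as well as G2/M-phase genes in DMSO (0.02) and in *miR-34a/b/c-KO* cells (1.785). Calls were lost for mesenchymal markers in *WT* cells (0.885), after 5-FU (0.271) and in the interaction (−0.191), the epithelial interaction (−0.011), apoptosis in *miR-34a/b/c-KO* cells (0.17) and the miR-34 targets of Table S10 in *miR-34a/b/c-KO* cells (0.457), and gained for the interaction of ER stress (−0.109), autophagy in DMSO (0.22), G2/M-phase genes after 5-FU (0.246) and the apoptosis interaction (0.174). Among named genes, those with reversed log2 fold changes were *CCNE2* in DMSO (0.204), in *WT* cells *AL391121.1* (−8.256), *AC110285.6* (4.648), *CCNE2* (1.148), *RAD51AP1* (1.956), *SKA1* (1.741), *ESCO2* (1.793), *EXO1* (1.34), *FAM111B* (2.678) and *RIBC2* (0.49), and in *miR-34a/b/c-KO* cells *AC130304.1* (45.675), *AL136295.1* (22.642), *GABRQ* (−0.561), *CCNE1* (−0.523), *FOXM1* (−0.035), *MYBL2* (−0.577) and *E2F1* (−2.362). With this factor in the model, the fitted changes after 5-FU are no estimates of a fold change, least of all for genes at few counts.

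With 12 libraries as labelled, a library of the DMSO state stood among those of 5-FU, and the coefficient of variation rose from 6.72% to 14.5%. This weakens the measured response of *WT* cells to 5-FU and so moves the interactions. Changes in this setting therefore say little about the stability of a result. After 5-FU in *WT* cells 0 genes were higher and 0 lower (6467 at an unadjusted p under 0.05), the interactions fell to 185 and 243 (428), and the 4 numbers of shared and opposite responses were 0, 0, 0 and 0. List values reversed for the p53 interaction (0.471), the mesenchymal (0.006) and epithelial interactions (0.011), G2/M-phase genes after 5-FU (−0.11) and the interaction of cytochrome c oxidase assembly (−0.068). Calls were lost for mesenchymal markers in *WT* cells (0.265) and G2/M-phase genes in *miR-34a/b/c-KO* cells (−0.311), and gained for the interactions of ER stress (−0.118) and apoptosis (0.21). The mean z-scores were −0.188 and 1.339 for targets of cluster 2 in *WT* cells and *miR-34a/b/c-KO* cells after 5-FU, and −0.772 and 0.332 for cluster 6. The chromosome 8 median after 5-FU was −0.201. Seed matches reversed after 5-FU (0.029) and in the interaction (0.002), and *ATG5* after 5-FU (−0.132).

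With the correlation of camera estimated, 26 of 54 list results lost their call at unchanged values. These were mesenchymal markers in *WT* cells (0.407), after 5-FU (0.249) and in the interaction (−0.137), epithelial markers in DMSO (−0.235), after 5-FU (−0.305) and in the interaction (−0.07), DREAM targets in DMSO (−0.446), in *WT* cells (−0.927), after 5-FU (0.406) and in the interaction (0.852), S-phase genes in DMSO (−0.521), in *WT* cells (−0.948), in *miR-34a/b/c-KO* cells (0.101) and after 5-FU (0.528), G2/M-phase genes in DMSO (−0.361), in *WT* cells (−0.81), in *miR-34a/b/c-KO* cells (−0.311) and in the interaction (0.498), apoptosis in *miR-34a/b/c-KO* cells (0.342), cytochrome c oxidase assembly after 5-FU (−0.191), published miR-34 targets after 5-FU (0.242) and in the interaction (0.245), and of Table S10 the DREAM targets in *WT* cells (−0.805) and *miR-34a/b/c-KO* cells (0.124) and the E2F targets in *WT* cells (−0.752) and *miR-34a/b/c-KO* cells (0.169). In fry, 12 results gained a call. These were the interactions of ER stress (−0.02), autophagy (0.035), p53 (−0.068), apoptosis (0.151) and cytochrome c oxidase assembly (0.015), autophagy in DMSO (0.085) and after 5-FU (0.12), mesenchymal markers in *miR-34a/b/c-KO* cells (0.27), apoptosis in *WT* cells (0.191) and after 5-FU (0.129), published miR-34 targets in *miR-34a/b/c-KO* cells (0.106) and the miR-34 targets of Table S10 in *WT* cells (−0.128). These values are relative to other genes, whereas fry tests the change of the list itself. The mean log2 fold change of the list had the other sign for the interactions of autophagy (−0.095) and cytochrome c oxidase assembly (−0.115). The same held for the miR-34 targets of Table S10 in *WT* cells (0.041).

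Without the genes of Tables S7 and S10, 8 of 44 list results reversed. Those genes were selected by the differences tested here, so that a fall toward 0 or below follows from the choice and says nothing about the stability of a result. These were the interactions of ER stress (0.102), p53 (0.082) and cytochrome c oxidase assembly (−0.002), S-phase genes in *miR-34a/b/c-KO* cells (−0.347), published miR-34 targets in *miR-34a/b/c-KO* cells (−0.029), and DREAM targets (−0.014), S-phase genes (−0.092) and G2/M-phase genes (−0.023) after 5-FU. Calls were lost for mesenchymal markers after 5-FU (0.042) and in the interaction (−0.132), epithelial markers in DMSO (−0.003), and published miR-34 targets after 5-FU (0.071) and in the interaction (0.108), and gained for DREAM targets in *miR-34a/b/c-KO* cells (−0.525). With at least 20 counts in every library, the interactions of autophagy (−0.013) and cytochrome c oxidase assembly (−0.048) reversed. Without the genes of shifted segments, 53 of 54 results were the same and S-phase genes in *miR-34a/b/c-KO* cells lost their call (0.051).

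With 1 library left out, 578 of 594 list results were the same. The range was −0.062 to 0.017 for the ER stress interaction and 0.003 to 0.067 for the autophagy interaction (the ends without replicates 2 and 3 of *WT* cells treated with 5-FU). It was −0.248 to −0.218 for epithelial markers in DMSO (call lost without replicate 3 of *WT* cells treated with DMSO), 0.087 to 0.116 for S-phase genes in *miR-34a/b/c-KO* cells (call lost without replicate 3 in DMSO or replicate 1 in 5-FU), −0.033 to −0.112 for the epithelial interaction and 0.03 to 0.236 for G2/M-phase genes after 5-FU (the ends without replicates 2 and 3 of *WT* cells treated with 5-FU), and −0.011 to 0.036 for the interaction of cytochrome c oxidase assembly (the ends without replicates 2 and 3 of *WT* cells treated with 5-FU). The latter was also negative without replicate 2 of *WT* cells treated with DMSO (−0.007), replicate 1 of *miR-34a/b/c-KO* cells treated with DMSO (−0.002) and replicate 1 of *miR-34a/b/c-KO* cells treated with 5-FU (−0.002). The mean z-scores of cluster 2 targets ranged from −0.468 to −0.293 in *WT* cells and from −0.902 to −0.679 in *miR-34a/b/c-KO* cells in DMSO, and from −0.209 to −0.013 and from 1.175 to 1.491 after 5-FU. Those of cluster 6 ranged from −1.729 to −1.293 in *WT* cells after 5-FU, from −0.41 to −0.155 in *miR-34a/b/c-KO* cells in DMSO and from 0.262 to 0.456 in *miR-34a/b/c-KO* cells after 5-FU. PC1 captured 48.39 to 53.93% and PC2 22.14 to 25.61% of the variance. The median of chromosome 8 was −0.156 to −0.138 in DMSO and −0.211 to −0.139 after 5-FU, that of chromosome 9 0.187 to 0.21 and 0.155 to 0.184. *ATG5* after 5-FU ranged from −0.057 to 0.071 (without replicates 2 and 3 of *WT* cells treated with 5-FU), around 0.01 in the fit of all 11 libraries, and was −0.02 without replicate 1 of *miR-34a/b/c-KO* cells treated with 5-FU.

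With published targets only, the odds ratio of cluster 6 was 2.34 (Fisher's exact test, adjusted p = 0.204), and the mean z-scores were 0.13 in *WT* cells after 5-FU, −0.883 in *miR-34a/b/c-KO* cells in DMSO and 1.188 in *miR-34a/b/c-KO* cells after 5-FU for cluster 2, and −0.415 and 0.569 in *miR-34a/b/c-KO* cells for cluster 6. With log2 CPM and TMM factors the last value was 0.431. With 6mer and 7mer-A1 sites the seed matches after 5-FU were 0.004, against −0.009 with the longer sites. With the replicate number in the model, *ATG5* after 5-FU was −0.016. The chromosome 9 median after 5-FU was 0.156 with at least 20 counts in every library, against 0.169. PC1 and PC2 captured 55.97% and 21.3% with the 500 most variable genes, PC1 43.66% with genes scaled to unit variance, and PC2 13.8% after RUVg.

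Chromosomes and windows were used in place of chromosome arms, as the annotation used here gives no centromeres, and 209 words in place of 1000, as no more have the same bases. Depth limits genes at few counts. For genes with at most 3 counts in every library of a state only a bound of the fold change was obtained, and the hairpins *MIR34A*, *MIR34B* and *MIR34C* had 0 counts. The 2 libraries of *WT* cells treated with 5-FU limit all comparisons with this state, and with 1 of them left out the comparisons with this state were not tested.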

Differences from the paper's values

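All tests of calls were chosen before the values of the paper's tables were compared, and no test in this part was chosen after a result was seen, except for 12 libraries as labelled and DESeq2 with at least 20 counts in every library, which were chosen after seeing the values.

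In DMSO, 1467 mRNAs were higher in *miR-34a/b/c-KO* cells against the paper's 966. Of the alternatives set before the data were examined, TMM factors (1398), DESeq2 (1281), RUVg (783), at least 20 counts in every library (1061) and 7 of the fits that left out 1 library (1333 to 1436) came within 1.5 times. No filter, only the libraries compared, the replicate number in the model, FDR alone, glmTreat and the remaining fits without 1 library did not. Chosen after seeing the values, 12 libraries as labelled gave 1028 and DESeq2 with at least 20 counts in every library 952.

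After 5-FU in *WT* cells, 2978 mRNAs were higher against the paper's 1971. TMM factors (2913), DESeq2 (2707), at least 20 counts in every library (1910), only the libraries compared (2910), the replicate number in the model (2901), glmTreat (1833) and 5 fits that left out 1 library (2823 to 2953) came within 1.5 times. RUVg, no filter, FDR alone and the remaining fits did not. DESeq2 with at least 20 counts in every library, chosen after seeing the values, gave 1947.

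After 5-FU in *miR-34a/b/c-KO* cells, 1932 mRNAs were lower against the paper's 1243. TMM factors (1684), DESeq2 (1568), at least 20 counts in every library (1668), glmTreat (875) and 4 fits that left out 1 library (1787 to 1843) came within 1.5 times. RUVg, no filter, only the libraries compared, the replicate number in the model, FDR alone and the remaining fits did not. Chosen after seeing the values, 12 libraries as labelled gave 1783 and DESeq2 with at least 20 counts in every library 1235.

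After 5-FU, 25 mRNAs were higher in *WT* cells and lower in *miR-34a/b/c-KO* cells, against the paper's about 7 in Fig. 4C, read by eye. None of the alternatives set before the data were examined came within 1.5 times. DESeq2 with at least 20 counts in every library, chosen after seeing the values, gave 10.

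The mean z-score of miR-34 targets of cluster 6 in *miR-34a/b/c-KO* cells treated with DMSO was −0.24 against the paper's about −0.11 in Fig. 5C, read by eye. It came within 1 SD in 6 fits that left out 1 library (−0.201 to −0.155), and not with the other alternatives. After 5-FU it was 0.369 in *miR-34a/b/c-KO* cells against the paper's about 0.51 in Fig. 5C, read by eye. With published targets only it was 0.569, and none of the other alternatives came within 1 SD.

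Of 29 log2 fold changes of named genes that the paper's tables give, 4 differed by more than the standard error, 0 had the opposite sign, and the largest gap was 0.126. For *MIR34AHG* after 5-FU in *WT* cells the value was 1.73 against the paper's 1.86, within its error without replicate 3 of *WT* cells treated with DMSO (1.823) and without replicate 3 of *WT* cells treated with 5-FU (1.799), and not with the other alternatives. For *SKA1* in *WT* cells it was −0.50 against the paper's −0.62. DESeq2 (−0.524) and the fits without replicates 1 (−0.538) or 3 (−0.552) of *WT* cells treated with DMSO or replicate 3 treated with 5-FU (−0.542) came within the error, and the other alternatives did not. For *GABRQ* in *WT* cells it was −0.62 against the paper's −0.74. TMM factors (−0.641), DESeq2 (−0.651), RUVg (−1.894, with a larger error), only the libraries compared (−0.624, with a larger error) and the fits without replicates 1 (−0.66) or 2 (−0.66) treated with DMSO or replicate 2 treated with 5-FU (−0.719) came within the error, and the other alternatives did not. For *CDKN1A* after 5-FU in *miR-34a/b/c-KO* cells it was 2.40 against the paper's 2.47. TMM factors (2.445), DESeq2 (2.454), no filter (2.434) and the fits without replicate 2 treated with DMSO (2.431) or replicate 1 treated with 5-FU (2.416) of *miR-34a/b/c-KO* cells came within the error, and the other alternatives did not. Chosen after seeing the values, 12 libraries as labelled (2.402, with a larger error) and DESeq2 with at least 20 counts in every library (2.467) also did.

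The paper counts *RAD51AP1* and *SKA1* among the mRNAs that pass the minimum fold change in opposite directions, and names *GABRQ* with them in Fig. 4C. Here *RAD51AP1* (−0.56) and *SKA1* (−0.50) fell short of it in *WT* cells and *GABRQ* (0.56) in *miR-34a/b/c-KO* cells. FDR alone called all 3 in opposite directions. *RAD51AP1* was also called without replicate 3 of *WT* cells treated with DMSO (−0.606), and *GABRQ* with TMM factors, with DESeq2, without the filter, in 3 fits that left out 1 library of *miR-34a/b/c-KO* cells (0.594 to 0.621) and, chosen after seeing the values, with DESeq2 and at least 20 counts in every library. *SKA1* was called in *WT* cells in none of the other fits. The read-through *INO80B-WBP1* was called here and is not among those the paper names. This read-through lost its opposite call with DESeq2 and without replicate 3 of *WT* cells treated with DMSO. The same held without replicate 2 or 3 of *miR-34a/b/c-KO* cells treated with DMSO and without replicate 1 or 2 treated with 5-FU.

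The paper lists *FOXM1* among miR-34 targets with a stronger upregulation in *miR-34a/b/c-KO* cells, in a set with a minimum fold difference. Its interaction here was 0.48 (FDR 0.00025, edgeR), below 1.5-fold, and FDR alone called it. The paper states that apoptosis pathways were preferentially downregulated in *miR-34a/b/c-KO* cells after 5-FU. The apoptosis effectors differed by 0.13 (camera, FDR 0.225) with an interaction of 0.15 (camera, FDR 0.11), both on the side of higher levels in *miR-34a/b/c-KO* cells. It states the same of mitochondrial pathways. Genes of cytochrome c oxidase assembly were lower in *miR-34a/b/c-KO* cells after 5-FU by 0.19 (−0.19, camera, FDR 0.000723) and before it, with an interaction of 0.02 (camera, FDR 0.247). Their change after 5-FU was −0.27 in *miR-34a/b/c-KO* cells (camera, FDR 0.0189) and −0.29 in *WT* cells (camera, FDR 0.093). With the estimated correlation neither change was called (FDR 0.251 and 0.409). The paper states that the fall of proliferation pathways in *miR-34a/b/c-KO* cells was still significant. DREAM targets had −0.08 (camera, FDR 0.61), S-phase genes 0.10 (camera, FDR 0.0388, a rise) and G2/M-phase genes −0.31 (camera, FDR 0.018). Without the genes of Tables S7 and S10, which were selected by differences between these libraries, the value of DREAM targets in *miR-34a/b/c-KO* cells was −0.525 (camera, FDR 0.000676). In *miR-34a/b/c-KO* cells 16 of the 104 DREAM targets, 5 of the 43 S-phase genes and 13 of the 54 G2/M-phase genes were called lower. Called higher were 13, 7 and 1. For these pathways the paper tested over-representation among downregulated mRNAs, whereas camera tests the mean shift of a list. The lists are also not the paper's gene sets.

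The paper states that miR-34 targets were downregulated in *WT* cells and upregulated in *miR-34a/b/c-KO* cells. The published targets had −0.14 (camera, FDR 0.453) and 0.11 (camera, FDR 0.165), and fry called the second (FDR 2.44e-06). The targets of Table S10 had −0.13 (camera, FDR 0.144) and 0.18 (camera, FDR 0.00225). In *WT* cells fry called this list (FDR 0.00821), but it ignores the other genes, and the mean log2 fold change of the list itself was 0.041. The paper states that the p53 pathway response did not differ between the genotypes. Here the list did not differ in camera (−0.07, FDR 0.276) and did in fry (FDR 1.11e-06), and *CDKN1A* had an interaction of −1.24 (FDR 1.41e-08, edgeR). The paper reports elevated gene sets for positive regulation of autophagy in *miR-34a/b/c-KO* cells. The core autophagy list had 0.09 in DMSO (camera, FDR 0.0814), with a call in fry (FDR 4.08e-05) and with RUVg (0.22, camera, FDR 0.00858). The paper describes miR-34 targets as over-represented to a lesser extent in cluster 2. The odds ratio was 1.60 (Fisher's exact test, p = 0.0418, adjusted 0.083).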

Other observations

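In this part, the tests of *ATG4B* and its neighbors and of the identical libraries were chosen only after the results were seen.

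The counts of 1 library labelled *WT* cells, 5-FU, were those of a library of *WT* cells treated with DMSO. They differed in 0 of 60580 genes, which fits a mislabelled or repeated table and no other source of identical counts was tested. Used as labelled, this library lowered the log2 fold change of *CDKN1A* in *WT* cells from 3.64 to 3.11 (FDR 0.0634, edgeR). The paper's Table S8 gives 3.68. Across the 3244 mRNAs of that table compared here, which are not independent replicates, the fitted slope on the paper's values was 0.989 with 11 libraries and 0.704 with 12. This may mean that the authors' own fit used other counts for this replicate, which were not analysed here.

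*ATG4B* was higher in *miR-34a/b/c-KO* cells than in *WT* cells in DMSO (36.5 ± 1.08 CPM in *WT* cells and 79.0 ± 0.404 CPM in *miR-34a/b/c-KO* cells, SD, n = 3; log2 fold change 1.11, SE 0.07, FDR 1.59e-09, edgeR) and after 5-FU (1.11, SE 0.07, FDR 7.39e-09, edgeR). Its response to 5-FU did not differ between the genotypes (−0.01, FDR 0.979, edgeR). *ATG4B* lies at 241637213 to 241673857 in the shifted segment of chromosome 2. Of its 71 neighbors there, 60 (84.5%) were higher in *miR-34a/b/c-KO* cells under both treatments, with median log2 fold changes of 0.97 and 0.99, and 27 had a larger difference in DMSO than *ATG4B*. A candidate explanation for its higher mRNA level is therefore a difference in copy number between the cell populations. A loss of repression by miR-34 is not excluded by these values.

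For other mRNAs that the paper measured by qPCR, the RNA-Seq values were as follows. *ATG13* differed between *miR-34a/b/c-KO* cells and *WT* cells by 0.47 in DMSO (FDR 4.33e-06, edgeR) and by 0.46 after 5-FU (FDR 1.4e-05, edgeR), and *SQSTM1* by 0.47 (FDR 7.03e-07, edgeR) and 0.49 (FDR 1.71e-06, edgeR). *ATG9A* differed by 0.19 (FDR 0.0159, edgeR) and 0.33 (FDR 0.000608, edgeR). *ULK1* and *ULK2* did not differ in DMSO (FDR 0.0697 and 0.124, edgeR) and were higher by 0.41 and 0.44 after 5-FU (FDR 0.000245 and 0.000174, edgeR). *ATG5* did not differ in DMSO (−0.06, FDR 0.435, edgeR) or after 5-FU (0.01, FDR 0.946, edgeR). *XBP1* was higher by 0.41 (FDR 0.000121, edgeR) and 0.82 (FDR 3.77e-07, edgeR), the latter past the minimum fold change. *ERN1* differed by 0.14 (FDR 0.189, edgeR) and 0.41 (FDR 0.00188, edgeR). Of their interactions, *XBP1* (0.41, FDR 0.00738, edgeR) and *ULK2* (0.31, FDR 0.0311, edgeR) passed FDR < 0.05 and those of *ATG5*, *ATG9A*, *ATG13*, *ULK1*, *ERN1* and *SQSTM1* did not (FDR 0.0824 to 0.946, edgeR).

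*VIM* was expressed at 2.37 CPM in *WT* cells and 12.3 CPM in *miR-34a/b/c-KO* cells treated with DMSO (log2 fold change 2.37, FDR 1.79e-10, edgeR), and at 1.66 and 4.37 CPM after 5-FU. It decreased after 5-FU in *WT* cells (−0.52, FDR 0.00955, edgeR) and more so in *miR-34a/b/c-KO* cells (−1.49, FDR 7.54e-09, edgeR; interaction −0.97, FDR 0.00182, edgeR). *CDH1* differed by −0.18 in DMSO (FDR 0.00876, edgeR) and −0.20 after 5-FU (FDR 0.00547, edgeR). *SNAI1* did not differ in DMSO (−0.09, FDR 0.503, edgeR) and was higher by 0.35 after 5-FU (FDR 0.0209, edgeR).

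Between *miR-34a/b/c-KO* cells and *WT* cells treated with 5-FU, 1222 mRNAs were higher and 1702 lower (8975 with an unadjusted p under 0.05). Of the called genes with a position, 10.2% lay in the shifted segments. In DMSO, 18.9% of the higher and 16.7% of the lower mRNAs had a miR-34 site (Fisher's exact test, two-sided, p = 0.245), and the matched difference of mRNAs with a site was 0.025, reached by chance words as often as not (permutation of words, one-sided p = 0.51). In the interaction 16.1% and 16.7% had a site (Fisher's exact test, two-sided, p = 0.818).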
